# Dual expression of Atoh1 and Ikzf2 promotes transformation of adult cochlear supporting cells into outer hair cells

**DOI:** 10.7554/eLife.66547

**Published:** 2021-09-03

**Authors:** Suhong Sun, Shuting Li, Zhengnan Luo, Minhui Ren, Shunji He, Guangqin Wang, Zhiyong Liu

**Keywords:** prestin, outer hair cell, cochlea, Ikzf2, Atoh1, regeneration, Mouse

## Abstract

Mammalian cochlear outer hair cells (OHCs) are essential for hearing. Severe hearing impairment follows OHC degeneration. Previous attempts at regenerating new OHCs from cochlear supporting cells (SCs) have been unsuccessful, notably lacking expression of the key OHC motor protein, Prestin. Thus, regeneration of Prestin+ OHCs represents a barrier to restore auditory function in vivo. Here, we reported the successful in vivo conversion of adult mouse cochlear SCs into Prestin+ OHC-like cells through the concurrent induction of two key transcriptional factors known to be necessary for OHC development: *Atoh1* and *Ikzf2*. Single-cell RNA sequencing revealed the upregulation of 729 OHC genes and downregulation of 331 SC genes in OHC-like cells. The resulting differentiation status of these OHC-like cells was much more advanced than previously achieved. This study thus established an efficient approach to induce the regeneration of Prestin+ OHCs, paving the way for in vivo cochlear repair via SC transdifferentiation.

## Introduction

Hair cells (HCs) are the auditory sensors that enable vertebrates to hear. These cells are located in the auditory epithelium, the latter referred to as the organ of Corti (OC) (Wu and Kelley, 2012). Located near HCs are several supporting cell (SC) subtypes, which, from the medial side to lateral side, are Pillar cells (PCs) and Deiters’ cells (DCs) (Montcouquiol and Kelley, 2020). Auditory HCs comprise two subtypes, inner and outer HCs (IHCs and OHCs). IHCs are the primary sensory cells and innervated by type-I cochlear spiral ganglion neurons (SGNs). IHCs specifically express vGlut3, encoded by *Slc17a8*, which is required for sound information transmission from IHCs to SGNs (Li et al., 2018b); consequently, *Slc17a8^−/−^* mice are completely deaf (Ruel et al., 2008; Seal et al., 2008). In contrast, OHCs act as sound amplifiers and lack vGlut3. OHCs express a motor protein unique to them, Prestin, encoded by *Slc26a5* (Zheng et al., 2000). Prestin mediates electromotility, which enables OHCs to function as sound amplifiers, an important step in broadening our ability to perceive sounds. Indeed, Prestin-deficient (*Slc26a5*^−/*−*^) mice show severe hearing impairment (Liberman et al., 2002). IHCs and OHCs are believed to originate from communal pool of Atoh1+ progenitor cells (Driver et al., 2013; Groves et al., 2013; Matei et al., 2005; Tateya et al., 2019).

Atoh1 is a bHLH transcriptional factor (TF) that is necessary for specifying general HC fate, and, accordingly, both IHCs and OHCs are lost in *Atoh1*^−/*−*^ mice (Bermingham et al., 1999). Two additional TFs, encoded by Insm1 and Ikzf2, are known to be required for specifying OHC fate and/or repressing IHC fate (Chessum et al., 2018; Wiwatpanit et al., 2018). Furthermore, OHCs in *Insm1*^−/*−*^ and Ikzf2 point-mutant mice tend to transdifferentiate into IHCs. Insm1 and Ikzf2 differ in that the former is only transiently expressed in differentiating OHCs (Lorenzen et al., 2015), whereas the latter is expressed permanently throughout the lifetime of OHCs (Chessum et al., 2018). Unlike IHCs, OHCs are highly vulnerable to ototoxic drugs, noise, and aging and their damage is a common cause of hearing impairment. Non-mammalian vertebrates such as fish and chicken are able to regenerate HCs from neighboring SCs, during which key HC developmental genes (e.g. *Atoh1*) are reactivated (Atkinson et al., 2015). Mammals have lost this regenerative capacity (Janesick and Heller, 2019). Nonetheless, recent single-cell transcriptomic analyses of cochlear cells suggest that some SCs share recent progenitors with OHCs (particularly Lgr5+ PCs and DCs populations) and are thus regarded as a promising source for new OHCs (Chai et al., 2012; Kolla et al., 2020; McLean et al., 2017). Importantly, PCs and DCs are also in close physical proximity to OHCs requiring minimal if any displacement.

In previous work, we demonstrated that in vivo ectopic *Atoh1* expression in neonatal and juvenile SCs (primarily PCs and DCs) is sufficient to convert these cells into nascent HCs that express early HC markers such as Myo6 and Myo7a (Liu et al., 2012a). In contrast, adult PCs and DCs are not sensitive to ectopic Atoh1 expression (Kelly et al., 2012; Liu et al., 2012a), unless additional manipulations are performed (Walters et al., 2017). Despite this progress, no newly in vivo transformed HCs has been reported to express Prestin (Chai et al., 2012; Liu et al., 2012a; Walters et al., 2017). Thus, an outstanding challenge is how to regenerate Prestin+ OHCs from SCs, particularly from adult lesioned cochlea; indeed, OHC damage is the much more prevalent in the elderly population, than in younger generations. As ectopic Ikzf2 induction in IHCs leads to ectopic Prestin expression (Chessum et al., 2018), we hypothesized that together Atoh1 and Ikzf2 might synergistically reprogram adult PCs and DCs into not only HCs, but into further differentiated Prestin+ OHCs.

To test this hypothesis, we generated genetic mice lines that allowed us to conditionally and concurrently induce ectopic expression of Atoh1 and Ikzf2 in adult cochlear SCs (primarily PCs and DCs), with or without pre-damaging wild-type OHCs. In summary, the results that emanated from our comprehensive genetic, transcriptomic, immunostaining, morphological, and fate-mapping analyses supported our general hypothesis. Indeed, new Prestin+ OHC-like cells were frequently observed across the entire cochlear duct; interestingly, this occurred much more readily when endogenous OHCs were pre-damaged. To the best of our knowledge, this is the first report of in vivo generation of Prestin+ OHC-like cells from adult cochlear SCs. Our findings identify Atoh1 and Ikzf2 as potential targets for OHC regeneration therapy in hearing-impaired patients. Nonetheless, future work is still called for as the Prestin+ OHC-like cells were still insufficiently differentiated to restore hearing loss caused by OHC damage.

## Results

### Generation of conditional Ikzf2-overexpression mouse model

To test whether concurrent Atoh1 and Ikzf2 expression was sufficient to induce transdifferentiation of adult SCs into OHCs, we needed various conditional transgenic lines. A conditional Atoh1-overexpression transgenic strain, CAG-Loxp-stop-Loxp-Atoh1*2xHA+ (CAG-LSL-*Atoh1*+ for short) already existed, and its ability to efficiently drive high Atoh1 protein expression was previously confirmed (Liu et al., 2012a). In this mouse line, 2× HA fragments were tagged to the C-terminus of Atoh1 as a practical means for reading out expression. However, a similar conditional expression model for Ikzf2 was not available. Therefore, we began by generating a *Rosa26*-CAG-Loxp-stop-Loxp-Ikzf2*3xHA-T2A-Tdtomato/+ knock in mouse line (*Rosa26^CAG-LSL-Ikzf2/+^* for short), in which Ikzf2 is similarly tagged with 3× HA fragments at its C-terminus (Figure 1—figure supplement 1A–C). The mouse line was generated following the CRISPR/Cas9 gene-targeting approach (Li et al., 2020b), Southern blotting results confirmed the lack of random donor DNA insertion into the host mouse genome (Figure 1—figure supplement 1D,E), and PCR-genotyping of tail DNA allowed us to readily distinguish among wild-type, heterozygous, and homozygous littermates (Figure 1—figure supplement 1F). Both heterozygous and homozygous *Rosa26^CAG-LSL-Ikzf2/+^* mice were healthy and fertile and did not display any noticeable abnormalities.

The genetic constructs were designed such that upon Cre-mediated recombination, Tdtomato and Ikzf2 would be translated, initially together from the same polycistronic mRNA, and subsequently cleaved by the 2A peptide (Li et al., 2020a); and once triggered, expression of Ikzf2 and Tdtomato would be permanent, enabling genetic fate-mapping analysis at single-cell resolution. Thus, this construct, when used in conjunction with a SC-specific Cre-driver, would readily allow us to distinguish potential new OHCs (Tdtomato+) derived from adult cochlear SCs (primarily PCs and DCs in this study) from endogenous OHCs (Tdtomato−). Due to the lack of high-quality commercial antibodies against either Atoh1 or Ikzf2, we used anti-HA antibody to assess the presence of ectopic Atoh1 and Ikzf2 proteins in CAG-LSL-*Atoh1*+ and *Rosa26^CAG-LSL-Ikzf2/+^* strains, respectively.

### Induction of ectopic Ikzf2 in IHCs is sufficient to induce OHC-markers, prestin, and Ocm expression, as well as reduce IHC-marker, Slc7a14 expression

We began by validating the ability of the new mouse model (*Rosa26^CAG-LSL-Ikzf2/+^*) to drive ectopic and ‘functional’ Ikzf2 expression. It is known that IHCs, infected with an Anc80-virus expressing Ikzf2 (Chessum et al., 2018), begin synthetizing the typically OHC-exclusive protein, Prestin (Fang et al., 2012; Liberman et al., 2002; Zheng et al., 2000). We therefore used ectopic Prestin expression as a proxy for ‘functional’ Ikzf2 expression in IHCs. More specifically, we crossed the transgenic Atoh1-CreER+ mouse line, in which Cre activity is restricted to HCs (both IHCs and OHCs) (Chow et al., 2006; Cox et al., 2012), to the new *Rosa26^CAG-LSL-Ikzf2/+^* line. Atoh1-CreER+ or *Rosa26^CAG-LSL-Ikzf2/+^* mice were used as controls, and Atoh1-CreER+; *Rosa26^CAG-LSL-Ikzf2/+^* mice were experimental group mice. All groups were administered tamoxifen at postnatal day 0 (P0) and P1, and sacrificed and analyzed at P42 (Figure 1A, Figure 1—figure supplements 2 and 3).

**Figure 1.**
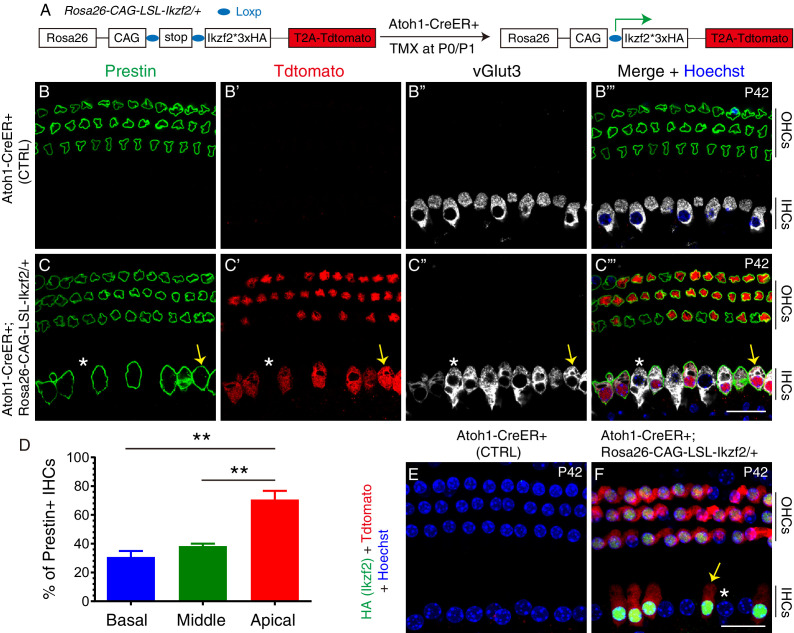
Prestin was expressed in IHCs upon ectopic Ikzf2 induction. (**A**) Illustration of approach used to induce Ikzf2 expression in HCs (both IHCs and OHCs) using the Cre-LoxP system. The Atoh1-CreER+ line was used to efficiently drive Cre expression in HCs at neonatal ages when Tamoxifen (TMX) was given at P0 and P1. Tdtomato and Ikzf2 (tagged with HA) were placed in close proximity in the construct to ensure joint expression. (**B–C’’’**) Triple labeling against Prestin, Tdtomato, and vGlut3 in P42 cochlear samples: control Atoh1-CreER+ (**B–B’’’**) and experimental Atoh1-CreER+; *Rosa26^CAG-LSL-Ikzf2/+^* (**C–C’’’**). In wild-type (**B–B’’’**) Prestin was only expressed in OHCs; in the experimental group (**C–C’’’**), expression was observed in both OHCs and some IHCs. Arrows in (**C–C’’’**): Tdtomato+/vGlut3+/Prestin+ IHC; asterisks in (**C–C’’’**): vGlut3+/Tdtomato-/Prestin- IHC. (**D**) Quantification of Prestin+ IHCs. More Prestin+ IHCs were present in the apical turn than in basal and middle turns of the cochleae. Data was presented as mean ± SEM, **p<0.01 (Student’s t test). (**E, F**) Co-staining against HA (Ikzf2) and Tdtomato in control (**E**) and experimental (**F**) mice at P42. HA+/Tdtomato + cells were present in experimental mice only. Arrow/asterisk in (**F**): IHC with/without HA (Ikzf2) expression. All Tdtomato+ cells were HA+ (Ikzf2 expressing) cells, and vice versa. Scale bar: 20 μm. Figure 1—source data 1.It contained the numerical values of the data plotted in the graph of Figure 1D.

**Figure 1—figure supplement 1.**
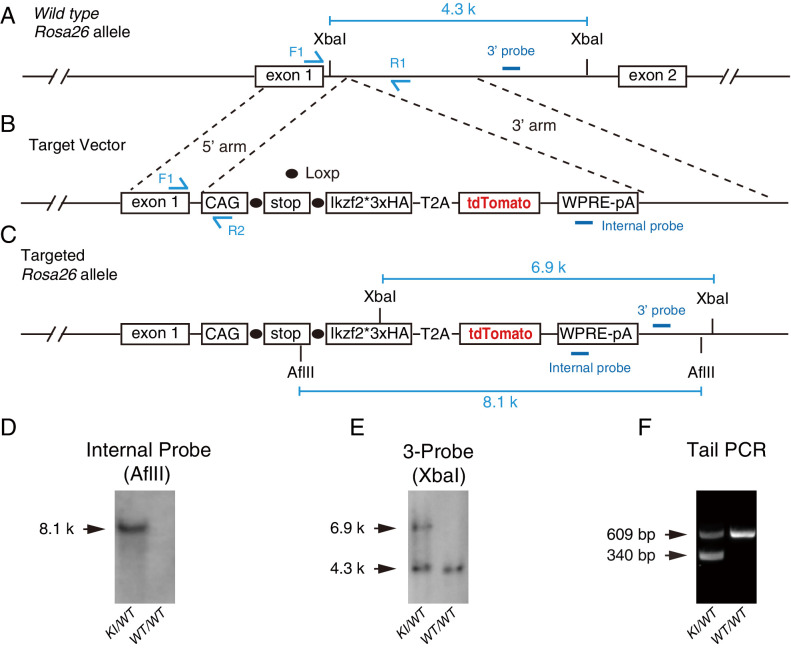
Generation of *Rosa26^CAG-LSL-Ikzf2/+^* knock in mouse line using CRISPR/Cas9 technology. (**A**) Wild-type *Rosa26* allele. (**B**) Illustration of target vector. Ikzf2 was tagged with 3× HA fragments at its C-terminus; this was followed by T2A-Tdtomato. Ikzf2 and Tdtomato were transcribed and translated together as a fusion protein, and subsequently cleaved into Ikzf2 and Tdtomato through the 2A peptide. (**C**) Illustration of the *Rosa26* locus after successful gene targeting. (**D–E**) Southern blotting assay testing for the presence of the internal probe (**D**) and 3ʹ-end probe (**E**). (**F**) Results of PCR genotyping tail DNA extracted from heterozygous (KI/WT) and wild-type (WT/WT) mice. WT mice showed a single 609 bp band, whereas heterozygous mice showed a 609- and a 340-bp band.

**Figure 1—figure supplement 2.**
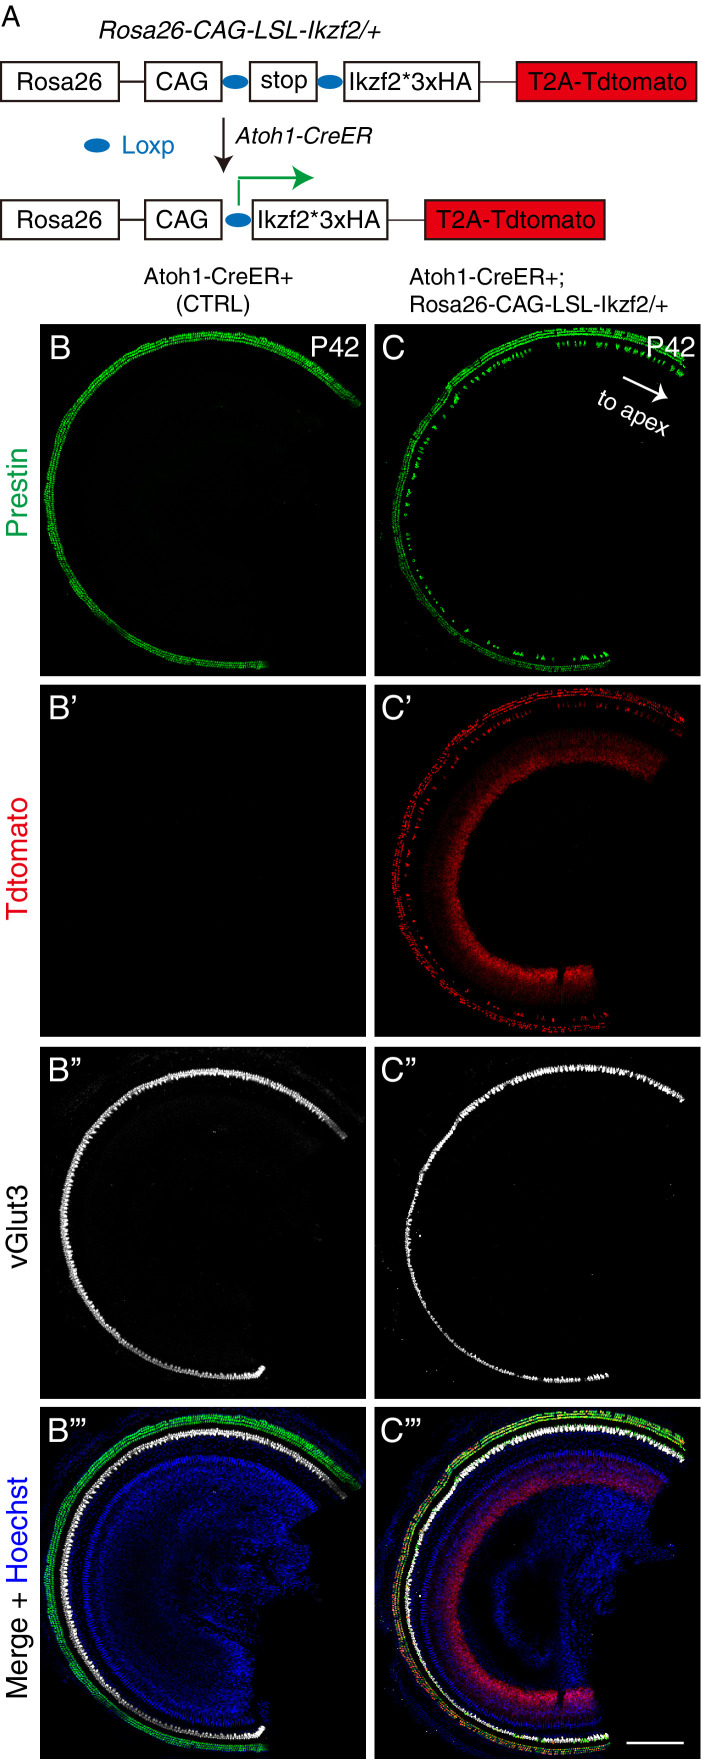
Prestin was expressed in IHCs upon ectopic Ikzf2 induction. (**A**) Same illustration as in Figure 1A. (**B–C’’’**) Triple labeling against Prestin, Tdtomato, and vGlut3 in both control Atoh1-CreER+ mice (**B–B’’’**) and experimental Atoh1-CreER+; *Rosa26^CAG-LSL-Ikzf2/+^* mice (**C–C’’’**) at P42. Same data as presented in Figure 1 but with larger field of view. Prestin was expressed in vGlut3+/Tdtomato+ IHCs of experimental but not control mice. Scale bar: 200 μm.

**Figure 1—figure supplement 3.**
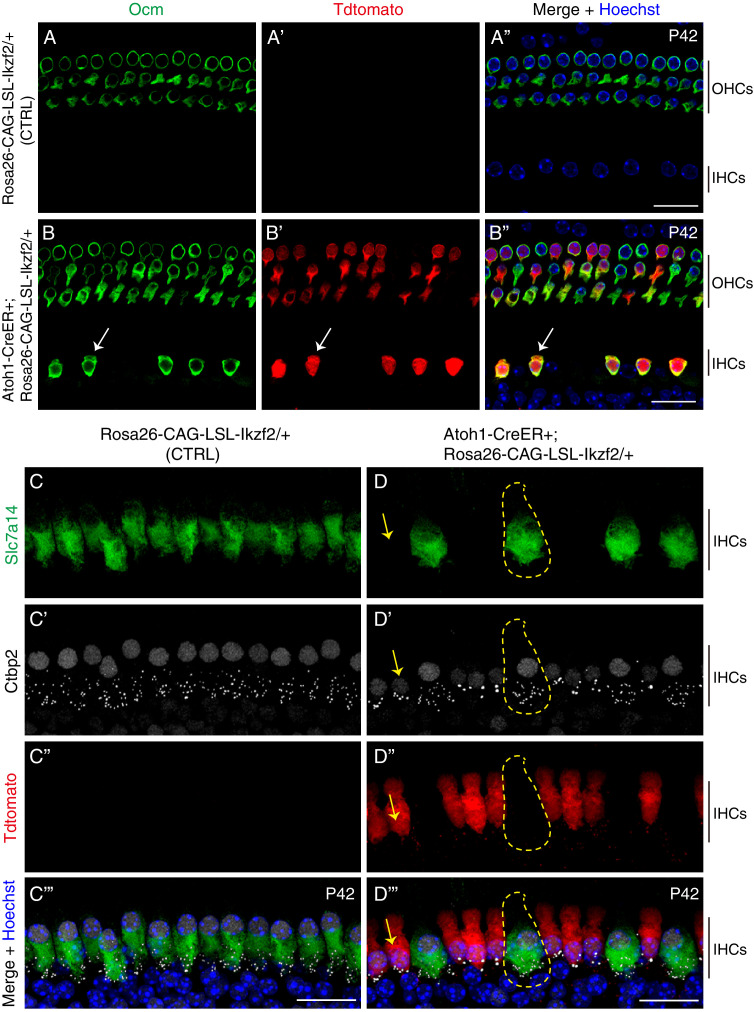
IHCs with ectopic Ikzf2 expression activated Ocm and suppressed Slc7a14 expression, as well as exhibited fewer ribbon synapses. (**A–B’’**) Co-labeling against Ocm (OHC marker) and Tdtomato in both control *Rosa26^CAG-LSL-Ikzf2/+^* mice (**A–A’’**) and experimental Atoh1-CreER+; *Rosa26^CAG-LSL-Ikzf2/+^* mice (**B–B’’**) at P42. Arrows in (**B–B’’**) marked a Tdtomato+/Ocm+ IHC. (**C–D’’’**) Triple labeling against Slc7a14, Ctbp2 and Tdtomato in control (**C–C’’’**) and experimental mice (**D–D’’’**) at P42. Arrows in (**D–D’’’**) pointed to a Tdtomato + IHC (indicating ectopic Ikzf2) which suppressed Slc7a14 expression. Dotted circle in (**D–D’’’**) represented a Tdtomato- IHC (thus lacking ectopic Ikzf2) which maintained Slc7a14 expression. Notably, both nuclei size and numbers of Ctbp2+ ribbon synapse were decreased in Tdtomato+ IHCs, relative to the Tdtomato− IHCs. Scale bar: 20 μm.

We focused our analysis on the IHC Prestin, HA (Ikzf2), and Tdtomato expression patterns, but we did note that OHCs were also directly affected by the manipulation. In the Atoh1-CreER+ control group (n = 3), neither Prestin nor Tdtomato was expressed in IHCs at P42 (Figure 1B–B’’’). In contrast, in the experimental P42 mice (n = 3) Prestin was ectopically expressed in IHCs that were vGlut3+/Tdtomato+ (arrows in Figure 1C–C’’’) and, as expected, not in IHCs that were vGlut3+/Tdtomato− (asterisks in Figure 1C–C’’’). All Tdtomato+ IHCs were Prestin+ and all Prestin+ IHCs were Tdtomato+. Quantification revealed that 30.8% ± 4.2%, 38.4% ± 1.6%, and 70.7% ± 6.0% of IHCs were Prestin+ in basal, middle, and apical turns, respectively, at P42 (Figure 1D, Figure 1—figure supplement 2); the apical turn thus harboring more Prestin+ IHCs than the basal and middle turns. This is in accord with the higher reported Cre efficiency of Atoh1-CreER+ in the apex of the cochlea (Cox et al., 2012). We also confirmed that all Tdtomato+ (Prestin+) IHCs expressed HA (Ikzf2) and vice versa (Figure 1E,F), which validated the co-expression of Ikzf2 and Tdtomato. As a point of potential interest, these results bring further support toward the ability of Ikzf2 to induce Prestin expression in IHCs. We noted that despite Tdtomato+ OHCs likely expressing both endogenous and ectopic Ikzf2, they appeared normal suggesting that these cells are able to tolerate additional Ikzf2 expression, at least until P42 (Figure 1C–C’’’ and F).

Besides Prestin, overexpressing Ikzf2 IHCs also upregulated a second OHC-specific marker, Oncomodulin (Ocm) (Simmons et al., 2010; Tong et al., 2016). This was only observed in the experimental mice (n = 3, P42), but not in the control *Rosa26^CAG-LSL-Ikzf2/+^* mice (n = 3, P42) (Figure 1—figure supplement 3A-B''). Again, all Tdtomato+ IHCs were Ocm+ and vice versa. Moreover, triple staining against the IHC markers, Slc7a14 (Li et al., 2018a), Ctbp2 (a marker of synaptic ribbons) (Buran et al., 2010; Khimich et al., 2005; Liu et al., 2014a), showed that in the control *Rosa26^CAG-LSL-Ikzf2/+^* group (n = 3, P42) Slc7a14 was expressed in IHCs and that the cells also contained Ctbp2+ puncta (Figure 1—figure supplement 3C–C'''). In contrast, in the experimental mice (n = 3, P42) Slc7a14 expression was diminished and the number of Ctbp2+ puncta was reduced in Tdtomato + IHCs (arrows in Figure 1—figure supplement 3D–D'''). In Tdtomato− IHCs, Slc7a14 level and number of Ctbp2 puncta were comparable to those of the control mice as expected (dotted line in Figure 1—figure supplement 3D–D'''). Lastly, we noted that the size of the cell nuclei, which can be estimated by the area covered by Ctbp2, was smaller in Tdtomato+ IHCs than that in Tdtomato− IHCs.

Taken together, these results show that the *Rosa26^CAG-LSL-Ikzf2/+^* strain was able to drive sufficient ectopic Ikzf2 expression to induce endogenous IHCs to gain and lose some OHC and IHC characteristics respectively; more specifically, the OHC markers, Prestin and Ocm, were found to be over-expressed, and IHC marker, Slc7a14, downregulated in the Tdtomato+/overexpressing Ikzf2 IHCs. In summary, we confirmed that *Rosa26^CAG-LSL-Ikzf2/+^* strain could be used as a powerful genetic model for inducing functional Ikzf2 expression in Cre-expressing cells.

### Induction of *Ikzf2* alone fails to convert adult PCs and DCs into HCs

We next determined whether Ikzf2 alone could reprogram adult cochlear SCs into Prestin+ OHCs. Fgfr3-iCreER+; *Rosa26*-Loxp-stop-Loxp-Tdtomato (Ai9)/+ (Fgfr3-Ai9 for short) mice were administered tamoxifen at P30/P31 and sacrificed at P60 (arrows in Figure 2A–A’’’). As expected, no Tdtomato+ HCs (neither IHCs nor OHCs) were observed, whilst most SCs (primarily PCs and DCs) were Tdtomato+ (inset in Figure 2A’); this was congruent with our previous reports that Fgfr3-iCreER is SC specific at adult ages (Liu et al., 2012a; Liu et al., 2012b). We also confirmed that induction of Atoh1 alone failed to convert adult cochlear SCs into HCs by analyzing Fgfr3-iCreER+; CAG-LSL-*Atoh1*+ mice (Fgfr3-Atoh1 for short) that were also administered tamoxifen at P30/P31 and sacrificed at P60 (Figure 2B–B’’’). Despite high levels of ectopic Atoh1 (tagged with HA) were observed in adult SCs (inset in Figure 2B), SCs remained Prestin- (Figure 2B’’). More extensive information regarding *Atoh1* expression patterns in CAG-LSL-*Atoh1*+ mice is available in our previous study (Liu et al., 2012a).

**Figure 2.**
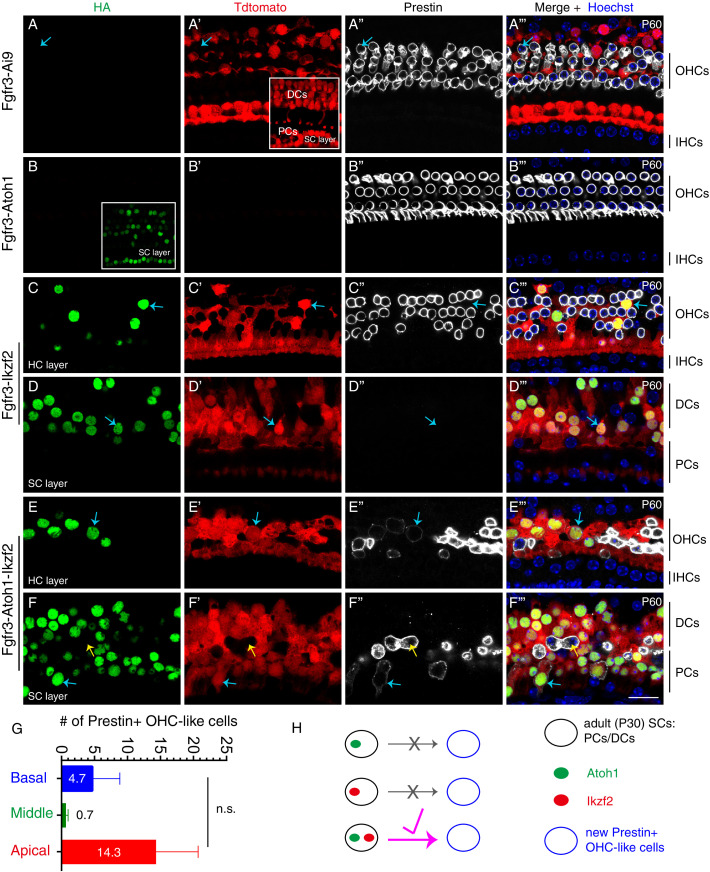
Joint expression of Atoh1 and Ikzf2 in adult SCs (PCs and DCs) induced transition to an OHC-like cell state at low frequency. Triple labeling against HA, Tdtomato, and Prestin in four different mouse genetic models that were administered tamoxifen at P30 and P31 and sacrificed at P60. Confocal images scanned at HC or SC layers. (**A–A’’’**) In the control Fgfr3-iCreER+; Ai9/+ (Fgfr3-Ai9) mice, Tdtomato labelled SCs (primarily PCs and DCs) and no Prestin expression was observed in them. Inset in (**A’**): scan at SC layer. Arrows in (**A–A’’’**): Prestin+/Tdtomato- OHC. (**B–B’’’**) In mice expressing Atoh1 in adult SCs, Fgfr3-iCreER+; CAG-LSL-*Atoh1*+ (Fgfr3-Atoh1), no Tdtomato signal was detected and no HA+/Prestin+ cells were observed. Inset in (**B**): scan at SC layer. (**C–D’’’**) In mice expressing Ikzf2 in adult SCs, Fgfr3-iCreER+; *Rosa26^CAG-LSL-Ikzf2/+^* (Fgfr3-Ikzf2), HA and Tdtomato were co-expressed in both the HC (**C–C’’’**) and SC (**D–D’’’**) layer. Arrows in both layers: two cells that were HA+/Tdtomato + but did not express Prestin. Alignment of endogenous Prestin+ OHCs was abnormal and some of them were lost. (**E–F’’’**) In mice, Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Rosa26^CAG-LSL-Ikzf2/+^* mice (Fgfr3-Atoh1-Ikzf2), some adult SCs were HA+/Tdtomato+/Prestin+, taking on an OHC-like phenotype. Arrows in (**E–E’’’**) indicated an OHC-like cell originating from an adult DC; in contrast, the blue arrows in (**F–F’’’**) indicated another OHC-like cell derived from adult PCs. Yellow arrows in (**F–F’’’**): Prestin+/Tdtomato- endogenous OHC appearing in the SC layer. Prestin expression in the new OHC-like cells was noted to be lower than that in wild-type endogenous OHCs. (**G**) Quantification of the number of OHC-like cells throughout the cochlear turns in the Fgfr3-Atoh1-Ikzf2 mice. Data was presented as mean ± SEM (n = 3); no statistical difference was detected between regions (Student’s t test). OHC-like cells were reliably observed in all animals, but cell numbers were low and showed large variations. (**H**) Summary of reprogramming outcomes in the three mice models. OHC-like cells were present only when both Atoh1 and Ikzf2 were concurrently reactivated in adult cochlear SCs. Scale bar: 20 μm. Figure 2—source data 1.It contained the numerical values of the data plotted in the graph of Figure 2G.

We next tested whether driving *Ikzf2* alone in SCs was sufficient to induce trans-differentiation into OHCs. To assess for sufficiency, Fgfr3-iCreER+; *Rosa26^CAG-LSL-Ikzf2/+^* mice (Fgfr3-Ikzf2 for short) were administered tamoxifen at P30/P31 and analyzed at P60. Both the HC layer (Figure 2C–C’’’) and the SC layer (Figure 2D–D’’’) were imaged. As expected, numerous Tdtomato+ cells were observed in cochleae. As before, all Tdtomato+ cells expressed HA and vice versa (arrows in Figure 2C–D’’’). However, none of these Tdtomato+/HA+ cells expressed Prestin (arrows in Figure 2C–D’’’). Furthermore, we could not detect any Tdtomato+/Myo6 (HC marker)+ cells. We also noted the loss of endogenous OHCs (Prestin+/Tdtomato−) throughout the cochlear duct, particularly at the basal turn, which was likely a secondary effect of ectopic Ikzf2 expression in adult cochlear SCs. Collectively, these results suggested that Ikzf2 alone was insufficient for converting adult cochlear SCs into nascent Myo6+ HCs or Prestin+ OHCs. Thus, in terms of cell-fate conversion, more barriers from adult cochlear SCs into OHCs needed to be overcome than from IHCs to OHCs.

### Concurrent induction of Ikzf2 and Atoh1 converts, at low efficiency, adult PCs, and DCs into Prestin+ OHC-like cells

Considering the synergistic effects reported among TFs, such as between Six1, Atoh1, Pou4f3, and Gata3 and between Myc and Notch signaling (Chen et al., 2021; Costa et al., 2015; Menendez et al., 2020; Shu et al., 2019; Walters et al., 2017), we hypothesized that concurrent induction of Ikzf2 and Atoh1 might convert adult cochlear SCs into OHCs. We tested this by analyzing cochlear samples from Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Rosa26^CAG-LSL-Ikzf2/+^* mice (Fgfr3-Atoh1-Ikzf2 for short) that were given tamoxifen at P30/P31 and sacrificed at P60. As before, Tdtomato+ SCs were abundant within the OC, and 88.0% ± 2.7%, 94.1% ± 4.3%, and 98.2% ± 1.8% of HA+ cells were Tdtomato+ in the basal, middle, and apical turns, respectively (n = 3). The fact that most Tdtomato+ cells were HA+ further confirmed the high Cre activity in the Fgfr3-iCreER model. The small fraction of HA+/Tdtomato− cells represented populations in which ectopic Atoh1, but not Ikzf2 was expressed (HA is tagged to both Atoh1 and Ikzf2 constructs) due to independent Cre-recombination events in the two loci. No Tdtomato+/HA− cells were observed as Tdtomato and HA are closely appositioned in the *Rosa26^CAG-LSL-Ikzf2/+^* model.

Unlike in the case of exclusive Ikzf2 induction (Figure 2C–D’’’), in Fgfr3-Atoh1-Ikzf2 mice (n = 3), Tdtomato+/Prestin+ cells were occasionally observable (arrows in Figure 2E–F’’’) at P60. These cells were defined as new OHC-like cells as they were derived from the original Tdtomato+ cochlear SCs (PCs and DCs) but were not identical to wild-type adult OHCs (see below). These OHC-like cells were distributed in both HC (Figure 2E–E’’’) and SC layers (Figure 2F–F’’’). However, the number of new OHC-like cells was low, averaging to 4.7 ± 4.2, 0.7 ± 0.3, and 14.3 ± 6.4 in the basal, middle, and apical turns, respectively (Figure 2G). Moreover, Prestin protein expression was substantially lower in these OHC-like cells (blue arrows in Figure 2E–F’’’) compared to wild-type endogenous OHCs, the latter which expressed Prestin but not Tdtomato (yellow arrows in Figure 2F–F’’’). As observed before, endogenous OHC loss occurred throughout the cochlear ducts (Figure 2E–F’’’). These results supported the conclusion that concurrent induction of Atoh1 and Ikzf2 was sufficient to reprogram, albeit at low efficiency, adult cochlear SCs into Prestin+ OHC-like cells, whilst independently, neither gene was able to trigger this conversion (Figure 2H). In an attempt to boost the reprogramming efficiency, we next sought to test whether pre-damaging OHCs might act as a permissive and promoting factor to SCs conversion into Prestin+ OHC-like cells.

### Generation of *Slc26a5^DTR/+^* mouse line to study effects of OHC damage

To non-invasively damage adult OHCs in vivo, we resorted to making use of the diphtheria toxin (DT)/DT receptor (DTR) system, which has already been used to successfully lesion HCs in the inner ear (Cox et al., 2014; Golub et al., 2012; Tong et al., 2015). We generated a new knock-in mouse model, *Slc26a5*-P2A-DTR/+ (*Slc26a5^DTR/+^* for short), in which the P2A-DTR fragment was inserted immediately before the stop codon (TAA) of *Slc26a5* (enconding the OHC marker, Prestin) (Figure 3—figure supplement 1A–C). As a result DTR expression was entirely controlled by the endogenous *Slc26a5* promoter and/or enhancers and thus restricted to being expressed in OHCs, whilst still leaving OHC Prestin expression itself in principle unaffected. Southern blotting results confirmed the absence of random insertion of donor DNA in the host genome Figure 3—figure supplement 1D,E, and tail-DNA PCR allowed us to readily distinguish between wild-type and post-gene-targeting *Slc26a5* alleles (Figure 3—figure supplement 1F).

In the absence of DT treatment, co-staining for the OHC-marker, Prestin and IHC-marker, vGlut3 revealed that OHCs were normal in P42 *Slc26a5^DTR/+^* mice (n = 3) (Figure 3A and A'). In contrast, after a single injection of DT (20 ng/g, body weight) at P36, severe OHC loss was observed in *Slc26a5^DTR/+^* mice (n = 3) at P42, with only a few OHCs detectable throughout the cochlear duct (arrowhead in Figure 3B’). Debris from dying OHCs were frequently observed at P42 (arrows in Figure 3B’) but had disappeared by P60 (see below for details; see Figure 4). Conversely, IHCs appeared normal at P42 under DT treatment, which confirmed that DTR was indeed specifically expressed in OHCs only (Figure 3B and B’). Furthermore, the results of auditory brainstem response (ABR) measurement demonstrated that auditory thresholds at distinct frequencies in *Slc26a5^DTR/+^* mice (n = 3) treated with DT were significantly higher than those in untreated control *Slc26a5^DTR/+^* mice (n = 3) (Figure 3C). In logical accord with this, the ratio of OHC numbers to IHC number was significantly reduced in *Slc26a5^DTR/+^* mice treated with DT (red in Figure 3D) being at ~0.19, compared to the ratio of ~3.23 in control population (blue in Figure 3D). Together, these results showed that DT treatment caused, within 6 days, marked hearing impairment due to selective OHC loss, and validated the use of *Slc26a5^DTR/+^* as a powerful mouse model to study the selective effects wild-type endogenous OHC loss. We also note that, thanks to the exclusive expression of Prestin in cochlear OHCs, *Slc26a5^DTR/+^* mice displayed no detectable abnormalities, apart from the desired deafness following DT treatment.

**Figure 3.**
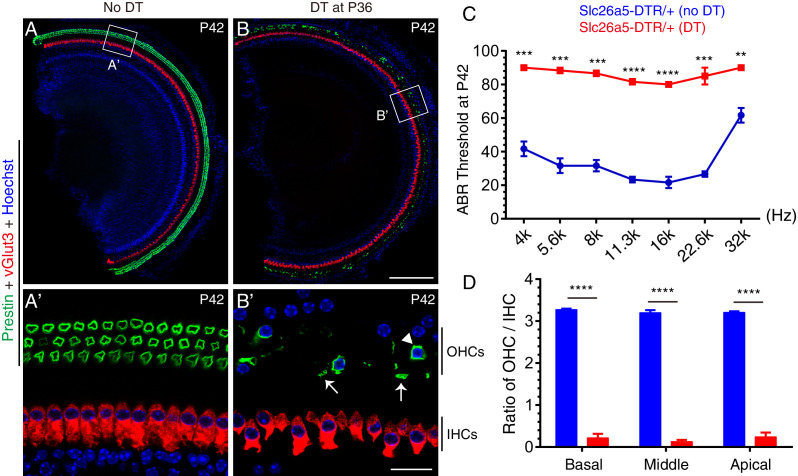
Targeted lesioning of adult endogenous OHCs via diphtheria toxin treatment. (**A–B’**) *Slc26a5^DTR/+^* mice were treated without (**A–A’**, control) or with (**B-B’**, experimental) diphtheria toxin (DT) at P36 and analyzed at P42. Samples were co-stained against Prestin and vGlut3. (**A’**) and (**B’**): magnified images of boxed region in (**A**) and (**B**). DT treatment led to rapid OHC death within 6 days; only a few OHCs remained (arrowhead in B’); debris of dying OHCs were frequently detected (arrows in B’). Much of the green signal in (**B**) came from the dying OHC debris. (**C**) Auditory brainstem response (ABR) threshold measurement of *Slc26a5^DTR/+^* mice treated with (red line) or without (blue line) DT. After DT treatment ABR thresholds were significantly higher throughout the frequency ranges. (**D**) Ratios of OHCs to IHCs within a same scanning area in control mice (blue) and experimental mice (red); relative OHC numbers were significantly reduced in the experimental mice. Data was presented as mean ± SEM (n = 3). Student’s t-test were run for statistical testing. **p<0.01, ***p<0.001, ****P<0.0001. Scale bars: 200 μm (**B**), 20 μm (**B’**). Figure 3—source data 1.It contained the numerical values of the ABR thresholds presented in Figure 3C. Figure 3—source data 2.It contained the numerical value of the ratio of OHCs to IHCs described in Figure 3D.

**Figure 3—figure supplement 1.**
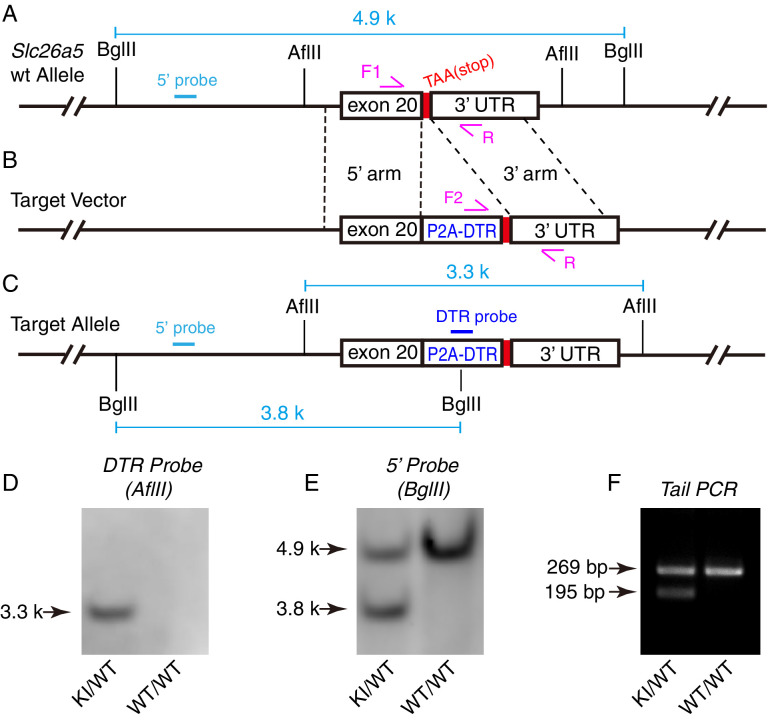
Generation of the *Slc26a5^DTR/+^* knockin mouse model. (**A**) Wild-type *Slc26a5* (Prestin) allele. (**B**) Illustration of the target vector. P2A-DTR (diphtheria toxin receptor) was inserted immediately before the TAA stop codon. This construct allowed for DTR expression to be driven by the endogenous *Slc26a5* enhancer/promoter. (**C**) Illustration of the *Slc26a5* allele after successful gene targeting. (**D–E**) Southern blotting assay testing for the presence of the internal DTR probe (**D**) and 5ʹ-end probe (**E**). (**F**) Results of PCR genotyping tail DNA extracted from heterozygous (KI/WT) and wild-type (WT/WT) mice. WT mice displayed a single 269 bp band, whereas heterozygous mice showed a 195- and a 269bp band.

**Figure 4.**
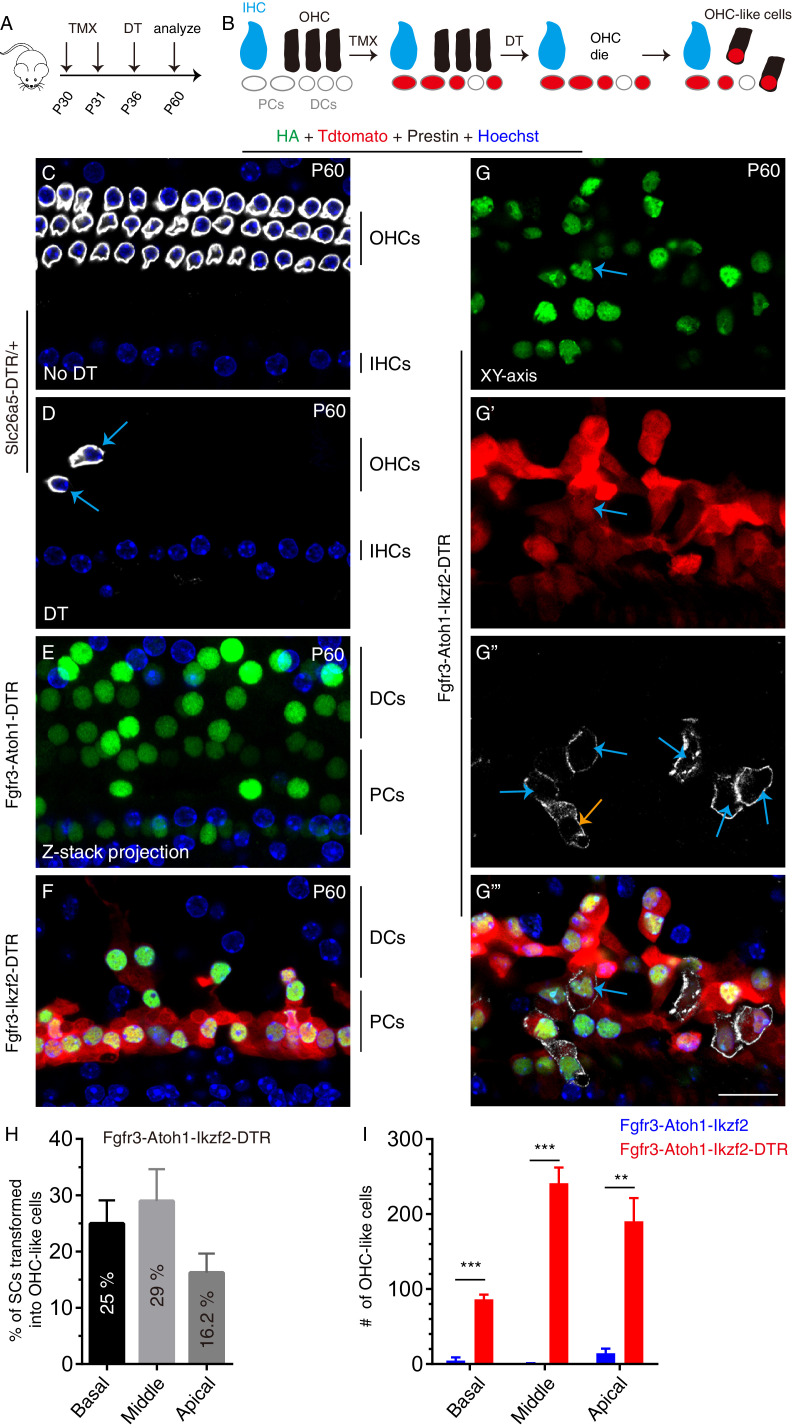
Lesion to endogenous OHCs enhances reprogramming efficiency of adult SCs by Atoh1 and Ikzf2. (**A**) Three distinct mice models were subject to tamoxifen (TMX) treatment at P30 and P31, followed by DT treatment at P36 and analysis at P60. (**B**) Illustration of key cellular events occurring during the experiment: induction of Atoh1 and Ikzf2 in adult PCs and DCs, which were permanently labeled with Tdtomato for the subsequent fate-mapping analysis. (**C–G’’’**) Triple labeling against HA, Tdtomato, and Prestin in four models: (1) *Slc26a5^DTR/+^* (**C, D**), (2) Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Slc26a5^DTR/+^* (Fgfr3-Atoh1-DTR; **E**), (3) Fgfr3-iCreER+; *Rosa26^CAG-LSL-Ikzf2/+^; Slc26a5^DTR/+^* (Fgfr3-Ikzf2-DTR; **F**), and (4) Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Rosa26^CAG-LSL-Ikzf2/+^; Slc26a5^DTR/+^* (Fgfr3-Atoh1-Ikzf2-DTR; **G–G’’’**). Relative to *Slc26a5^DTR/+^* mice not treated with DT (**C**), DT-treated *Slc26a5^DTR/+^* mice harbored fewer normal Prestin+ OHCs at P60 (arrows in **D**). Debris of dying OHCs had disappeared. No OHC-like cells were observed in the first three models, but Tdtomato+/HA+/Prestin+ OHC-like cells (orange and blue arrows in **G’’**) were present in the Fgfr3-Atoh1-Ikzf2-DTR model (**G-G’’’**). (**H**) Percentages of SCs that were transformed into OHC-like cells at different cochlear turns in Fgfr3-Atoh1-Ikzf2-DTR mice. (**I**) Comparison of OHC-like cell numbers between Fgfr3-Atoh1-Ikzf2-DTR and Fgfr3-Atoh1-Ikzf2 models (without damaging adult wild-type OHCs). Fgfr3-Atoh1-Ikzf2-DTR mice harbored considerably more OHC-like cells than Fgfr3-Atoh1-Ikzf2 mice. Data was presented as mean ± SEM (n = 3). Student’s t test was used for statistical analysis. **p<0.01, ***p<0.001. Scale bar: 20 μm. Figure 4—source data 1.It contained the numerical values of the data plotted in the graph of Figure 4H. Figure 4—source data 2.It contained the numerical values of the data plotted in Figure 4I.

**Figure 4—figure supplement 1.**
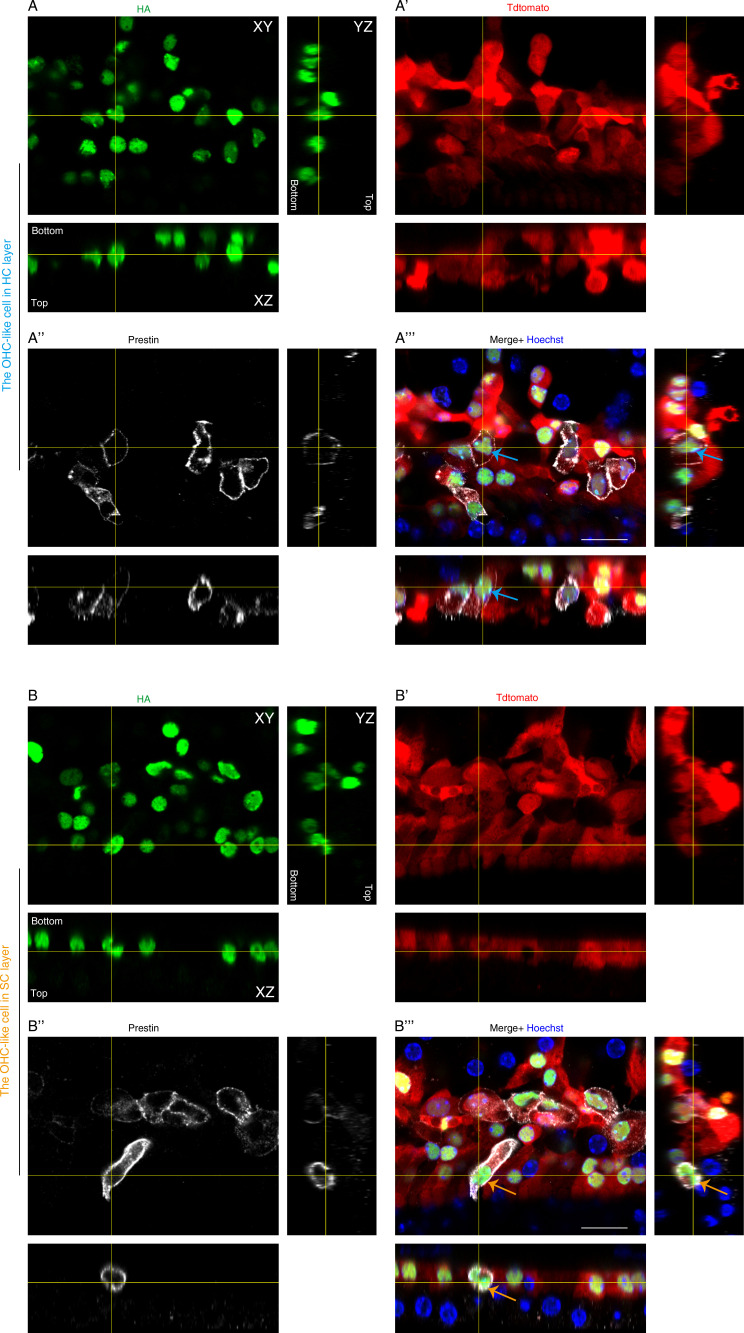
Visualization of OHC-like cells in orthogonal projections. Triple staining against HA (**A, B**), Tdtomato (**A’, B’**), and Prestin (**A’’, B’’**) of cochlear samples from Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Rosa26^CAG-LSL-Ikzf2/+^; Slc26a5^DTR/+^* (Fgfr3-Atoh1-Ikzf2-DTR) mice. Blue arrows in the merged image (**A’’’**) marked the same OHC-like cell (blue arrow in Figure 4G’’’), which is located in the HC layer according to its nuclei position. Orange arrows in the merged image (**B’’’**) marked one OHC-like cell, which is located in the SC layer according to its nuclei position. Scale bar: 20 μm (**A’’’, B’’’**).

**Figure 4—figure supplement 2.**
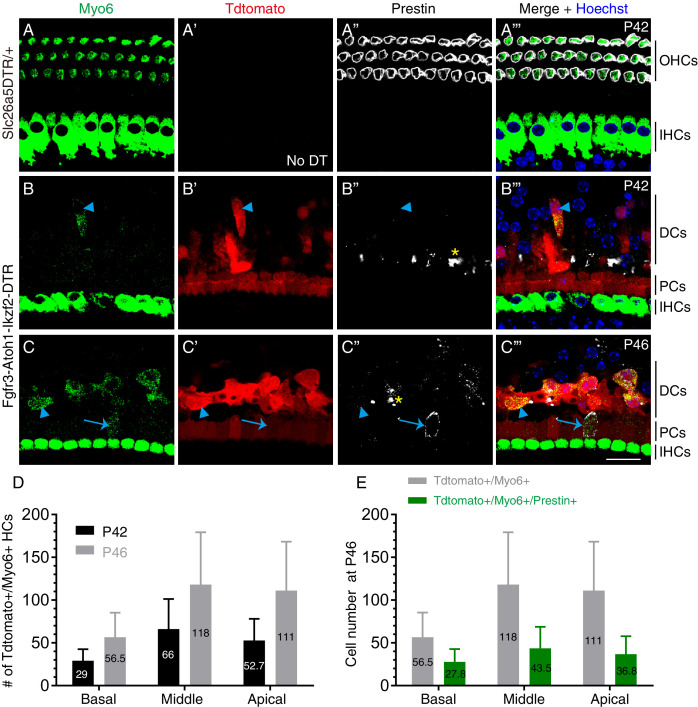
Nascent HCs emerged at P42 and OHC-like cells at P46. (**A–C’’’**) Triple immunolabeling against early HC marker Myo6, Tdtomato, and Prestin in control P42 *Slc26a5^DTR/+^* mice without DT treatment (**A–A’’’**) and in experimental P42 (**B–B’’’**) and P46 (**C–C’’’**) mice. Arrowheads: nascent HCs that were Tdtomato+/Myo6+/Prestin-; arrows: one Tdtomato+/Myo6+/Prestin+ OHC-like cell; asterisks: debris of dying endogenous OHCs. (**D**) Comparison between numbers of new HCs at P42 vs P46 in different cochlear turns in Fgfr3-Atoh1-Ikzf2-DTR mice. Data was presented as mean ± SEM. More new HCs tended to be present at P46 than P42, but statistical difference was not reached due to high variance. (**E**) Comparison between number of nascent HCs vs OHC-like cells within different cochlear turns in P46 Fgfr3-Atoh1-Ikzf2-DTR mice; Data was presented as mean ± SEM. Scale bar: 20 μm. Figure 4—figure supplement 2—source data 1.It contained the number of new HCs at P42 and P46 presented in the graph of Figure 4—figure supplement 2D. Figure 4—figure supplement 2—source data 2.It contained the numbers of new HCs at P46 presented in the graph of Figure 4—figure supplement 2E.Nascent HCs and OHC-like cells are shown separately.

### Endogenous OHC damage considerably enhances capacity of Ikzf2 and Atoh1 to convert adult cochlear SCs into Prestin+ OHC-like cells

In non-mammalian vertebrates, HC loss triggers the regeneration of HCs through a cell-fate change in SCs (Janesick and Heller, 2019; Stone and Cotanche, 2007; Warchol and Corwin, 1996). This prompted us to test whether damaging endogenous wild-type adult OHCs would engender a more favorable environment for SC transdifferentiation, thereby potentially increasing the conversion efficiency of adult cochlear SCs overexpressing Ikzf2 and Atoh1 into OHC-like cells. For this, we compared four genetic mouse strains: (1) *Slc26a5^DTR/+^*; (2) Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Slc26a5^DTR/+^* (Fgfr3-Atoh1-DTR); (3) Fgfr3-iCreER+; *Rosa26^CAG-LSL-Ikzf2/+^; Slc26a5^DTR/+^* (Fgfr3-Ikzf2-DTR); and (4) Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Rosa26^CAG-LSL-Ikzf2/+^; Slc26a5^DTR/+^* (Fgfr3-Atoh1-Ikzf2-DTR). All mice were first injected tamoxifen at P30 and P31, to trigger expression of Atoh1 or Ikzf2 or both or non. Six days later, at P36, DT was administered to trigger OHC damage (Figure 4A,B). By injecting Tamoxifen, prior to DT, we could selectively and permanently label adult SCs (mainly PCs and DCs) with HA and Tdtomato before any OHC damage. The reverse order was not used so as to avoid the possibility of OHC damage leading to changes in the Cre-expression pattern in Fgfr3-iCreER+ mice.

Akin to before, P60 *Slc26a5^DTR/+^* mice treated with DT had few visible OHCs (arrows in Figure 4D) as compared to the untreated, same aged, *Slc26a5^DTR/+^* control mice (Figure 4C). However, unlike the findings at P42, at P60 little OHC debris was observed. Furthermore, HA+/Prestin+ cells were identified in neither Fgfr3-Atoh1-DTR mice (Figure 4E) nor Fgfr3-Ikzf2-DTR mice (Figure 4F) at P60, suggesting that Atoh1 or Ikzf2 alone was insufficient to convert mature SCs into OHC-like cells after endogenous OHC damage.

In contrast, in P60 Fgfr3-Atoh1-Ikzf2-DTR mice, Tdtomato+/HA+/Prestin+ OHC-like cells were frequently observed. Confocal scanning of the entire cochlear duct (n = 3) revealed the presence of 359.3 ± 46.2, 878.0 ± 118.7, and 1195 ± 81.6 Tdtomato+/HA+ cells of which 86.3 ± 6.3, 241.0 ± 21.1, and 190.3 ± 31.1 cells were new Prestin+ OHC-like cells (arrows in Figure 4G–G’’’, Figure 4—figure supplement 1A–B''' and Video 1) in the basal, middle, and apical turns, respectively. Or in other words, 25.0% ± 4.1%, 29.0% ± 5.7%, and 16.2% ± 3.4% of adult cochlear tdTomato+ SCs trans-differentiated into OHC-like cells in the basal, middle, and apical turns, respectively (Figure 4H). This rate was significantly greater (Figure 4I) than that obtained with un-lesioned P60 Fgfr3-Atoh1-Ikzf2 mice (Figure 2E–G). Expression levels of Prestin were also higher in mice with pre-lesioned OHCs (Figure 4G–G’’’), but still remained considerably lower than those in wild-type endogenous OHCs (Figure 4C vs Figure 4G’’). In addition, ~ 82.6% of OHC-like cells were located in the top HC layer (blue arrows in Figure 4G’’, Figure 4—figure supplement 1A–A'''), whereas the rest remained in the bottom SC layer (orange arrows in Figure 4G’’, Figure 4—figure supplement 1B–B'''). These results demonstrated that damaging endogenous OHCs markedly enhanced the reprogramming ability of Ikzf2 and Atoh1 to convert adult cochlear SCs into OHC-like cells.

**Video 1.** The confocal data presented in Figure 4G–G’’’ and Figure 4—figure supplement 1A–A''' was converted to Imaris format and loaded in the Imaris software to more readily visualize OHC-like cells using orthogonal projections of the data. Red, green, and white colors represented Tdtomato signal and Prestin and HA labelling respectively. OHC-like cells were defined as triple-positive cells.

### The conversion of SCs to OHC-like cells involves an intermediate general HC state

We next determined the time it took for adult cochlear SCs to form nascent HCs and OHC-like cells (Figure 4—figure supplement 2A–C'''). Nascent HCs were defined as Tdtomato+/Myo6+/Prestin− (arrowheads in Figure 4—figure supplement 2B–B'''). OHC-like cells were defined as Tdtomato+/Myo6+/Prestin+. P42 was the earliest age at which the nascent HCs were detected; Myo6 expression was weak at this stage. Scanning the entire cochlear duct at P42 revealed the presence of only 29.0 ± 13.5, 66.0 ± 35.23, and 52.7 ± 25.4 nascent HCs throughout the basal, middle, and apical turns (n = 3), respectively (black in Figure 4—figure supplement 2D). No Tdtomato+/Myo6+/Prestin+ OHC-like cells were detected at P42.

Four days later, at P46 (n = 4), there were 56.5 ± 28.8, 118.0 ± 61.2, and 111.0 ± 57.3 new HCs that were Tdtomato+/Myo6+ (gray in Figure 4—figure supplement 2D,F), and, of these, 27.8 ± 15.0, 43.5 ± 25.3, and 36.8 ± 21.0 were Tdtomato+/Myo6+/Prestin+ (classified as OHC-like cells; green in Figure 4—figure supplement 2E); thus, OHC-like cells accounted for 49.2% (27.8/56.5), 36.9% (43.5/118), and 33.2% (36.8/111) of total new HCs in basal, middle, and apical turns, respectively. As mentioned, the remaining Tdtomato+/Myo6+/Prestin− cells were defined as nascent HCs, and the Tdtomato+/Myo6-/Prestin− cells were defined as ‘SCs failing to become HCs’. Notably, we sorted new HCs into nascent HCs and OHC-like cells based solely on absence or presence of Prestin. Among the four mice analyzed, two mice harbored substantially fewer Tdtomato+/Myo6+ cells than the others, which caused the large variations in numbers; nevertheless, the overall trend was that the larger the number of Tdtomato+/Myo6+ cells, the larger the number of Tdtomato+/Myo6+/Prestin+ OHC-like cells. Importantly, no Tdtomato+/Prestin+ cells lacking Myo6 expression were detected. Together, these findings suggested that the generation of new OHC-like cells generally involved an initial cell-fate transition from SCs (PCs and DCs) into nascent HCs, which occurred by P42 (12 days after Atoh1 and Ikzf2 gene induction, and 6 days after DT treatment), and that this was followed by a second transition from nascent HCs into OHC-like cells.

### New OHC-like cells are able to produce hair bundles

Scanning electron microscopy (SEM) was used to ascertain the presence and morphology of hair bundles (a cluster of stereocilia) of the Prestin+ new OHC-like cells at P60 (Figure 5). These characteristic staircase-shaped hair bundles are where mechanoelectrical transduction (MET) channels critical for hearing reside (Corey and Holt, 2016; Douguet and Honore, 2019; Wu and Muller, 2016). In non-DT-treated control *Slc26a5^DTR/+^* mice, the stereotyped V- or W-shaped hair bundles were present in OHCs (Figure 5A,A’), whereas very few hair bundles remained in *Slc26a5^DTR/+^* mice treated with DT (Figure 5B). This was consistent with the results from the immunostaining assays (Figure 4D).

**Figure 5.**
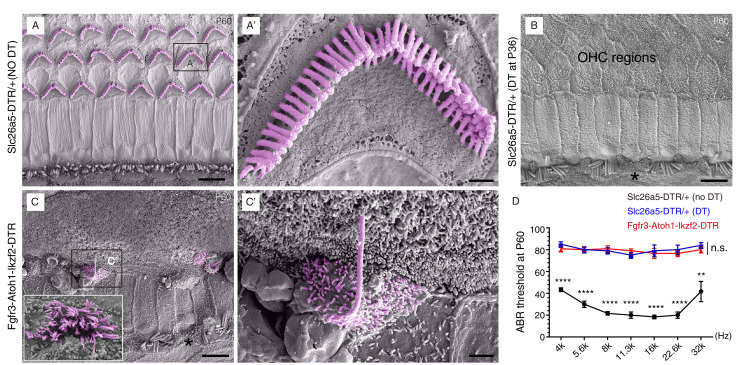
Hair bundles were present in OHC-like cells. Scanning electron microscopy (SEM) analysis of samples from three different mouse models at P60. (**A–A’**) OHCs harbored V- or W-shaped hair bundles in S*lc26a5^DTR/+^* mice not treated with DT. (**A’**): high-magnification view of boxed region in (**A**). (**B**) Majority of OHCs had disappeared by P60 in *Slc26a5^DTR/+^* mice upon DT treatment at P36. Black asterisk: one IHC that was absent. (**C**) Immature hair bundles were frequently detected in the Fgfr3-iCreER+; CAG-LSL-*Atoh1*+; *Rosa26^CAG-LSL-Ikzf2/+^; Slc26a5^DTR/+^* (Fgfr3-Atoh1-Ikzf2-DTR) model, but not in (**A**) and (**B**). These hair bundles were thought to originate from OHC-like cells. (**C’**): high-magnification view of boxed region in (**C**). Inset in C: instance of occasional hair bundles. Black asterisk: one IHC that was missing. (**D**) ABR measurements of the three mice models. Relative to the untreated *Slc26a5^DTR/+^* control mice (black line, n = 3), the ABR thresholds of *Slc26a5^DTR/+^* treated with DT (blue line, n = 5) and in Fgfr3-Atoh1-Ikzf2-DTR mice (red line, n = 6) were significantly higher. The blue and red lines showed no statistically significant difference at any frequency (n.s.). Data was presented as mean ± SEM. Student’s t-test was used for statistical testing. **p<0.01, ****p<0.0001. Scale bars: 5 μm (**A–C**), 1 μm (**C’**), and 500 nm (**A’**). Figure 5—source data 1.It contained the numerical values of the ABR thresholds described in Figure 5D.

Intriguingly, in Fgfr3-Atoh1-Ikzf2-DTR P60 mice, we frequently detected stereocilia with a single long bundle, lacking the staircase shape (Figure 5C–C’). Stereocilia with several long bundles were seldom observed (inset in Figure 5C). These rare hair bundle likely belonged to OHC-like cells (or nascent HCs), as such hair bundles were never observed in *Slc26a5^DTR/+^* mice, irrespective of DT treatment (Figure 5A,B). Auditory brain response (ABR) measurement showed that the thresholds at distinct frequencies were markedly higher in Fgfr3-Atoh1-Ikzf2-DTR mice (n = 6, red line in Figure 5D) compared to non-DT-treated *Slc26a5^DTR/+^* mice (n = 3, black line in Figure 5D). Regretfully, no hearing improvement (lowering of threshold) was apparent between Fgfr3-Atoh1-Ikzf2-DTR compared to DT-treated *Slc26a5^DTR/+^* mice (n = 5, blue line in Figure 5D). Notably, we observed IHC loss at P60 (asterisks in Figure 5B,C). This could be a secondary effect of OHC damage, since no IHC death was observed at P42 (Figure 3). Collectively, these results showed that the new OHC-like cells still differed from adult endogenous OHCs in terms of hair-bundle abundance and morphology as well as Prestin expression levels, and were not yet functional. 

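Single-cell RNA-Seq libraries of 75 cells in 5 groups were analysed. Tamoxifen at P20 and P21 labeled the 17 wild-type OHCs, which were collected at P30, and tamoxifen at P30 and P31 labeled the 16 wild-type SCs, which were collected at P60. The other 42 cells were Tdtomato+ cells of Fgfr3-Atoh1-Ikzf2-DTR mice at P60. In these mice, tamoxifen at P30 and P31 turned on Atoh1 and Ikzf2 in SCs, and diphtheria toxin (DT, 20 ng/g) at P36 killed OHCs. The authors sorted the 42 cells into 11 OHC-like cells, 16 nascent HCs and 15 SCs failing to become HCs. Each cell was picked by hand and amplified as full-length cDNA with a Smart-Seq kit. This method attaches no molecular identifiers, so a count is a sequenced read and not a molecule, and intervals on detection cover counting error only. The cells are the units of every test, and the paper's text does not name the number of mice behind each group. The total count on genes per cell ran from 4821150 to 7846560 in the WT_P30 OHCs (median 5967735) and from 5576508 to 8355421 in the WT_P60 SCs (median 7032280). In OHC-like cells it ran from 6382171 to 20254735 (median 9209094), in nascent HCs from 7443598 to 22934062 (median 11377686), and in SCs failing to become HCs from 4264780 to 15549187 (median 6985617). The library numbers fall into 7 consecutive series, here called library runs. Every WT_P30 OHC was in one run and every WT_P60 SC in another, so run and cell type coincide for the wild-type cells. The 42 cells were spread over 5 other runs, named A to E.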

The degree to which OHC-like cells resembled adult endogenous OHCs was investigated next through single-cell RNA-Seq analyses.

### Single-cell RNA-Seq reveals genes selectively enriched in adult wild-type OHCs and SCs

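The authors trimmed the reads with trimmomatic 0.39, aligned them to the mouse genome GRCm38 with Hisat2 2.1.0 and deposited the raw counts per gene made by HTSeq 0.10.0, without normalization. Whether the counting used the strand of the reads is not stated, so genes that overlap another gene can hold each other's reads. The table lists 55291 genes by symbol. Counts were normalized with edgeR's trimmed mean of M values (TMM). A filter kept 11443 genes with enough counts in a number of cells set by the smallest group, counted over all groups. These genes entered edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 5 groups were fitted together. A gene was called when its adjusted p was under 0.001 and its log2 fold change was over 2 in either direction. The paper states 0.001 for p and the same fold change, and its lists of these genes hold adjusted p under 0.001. The paper's own test was DESeq2, which is among the alternatives that were computed. Expression levels are given as counts scaled to 1000000 per cell (CPM) by TMM-scaled library size unless another scaling is named, and a gene counts as detected in a cell from 1 CPM of the unscaled library size. Where no cell of a group holds more than 3 counts of a gene, the fold change against that group is given only as a lower limit. Standard errors of log2 fold changes were derived from the test, as the absolute log2 fold change divided by the square root of F. They restate the test and are not separate estimates of error. The number of genes detected per cell was 4697 ± 493 (SD, n = 17) in WT_P30 OHCs, 6780 ± 686 (SD, n = 16) in WT_P60 SCs, 7955 ± 1647 (SD, n = 11) in OHC-like cells, 8006 ± 664 (SD, n = 16) in nascent HCs and 6928 ± 1229 (SD, n = 15) in SCs failing to become HCs. The mean difference between WT_P30 OHCs and WT_P60 SCs was -2084 genes (2-sided permutation test, p = 2e-05, the smallest that 100000 resamples can give).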

To perform single-cell RNA-Seq on adult OHCs and SCs, we manually picked 17 wild-type Tdtomato+ OHCs from *Slc26a5^CreER/+^*; Ai9/+ mice at P30 and 16 wild-type Tdtomato+ SCs (primarily PCs and DCs) from Fgfr3-iCreER+; Ai9/+ mice at P60 (Figure 6A). *Slc26a5^CreER/+^* is a knock-in mouse strain with OHC-specific Cre activity (Fang et al., 2012). All cells were identified based on their endogenous Tdtomato fluorescence and were picked and washed thrice under a fluorescence microscope before final placement in PCR tubes. RNA-Seq libraries were then prepared using the Smart-Seq approach (Figure 6A). Manual picking combined with Smart-Seq has been successfully used in previous gene-profiling studies on adult cochlear HCs and SGNs (Li et al., 2020b; Liu et al., 2014b; Shrestha et al., 2018).

**Figure 6.**
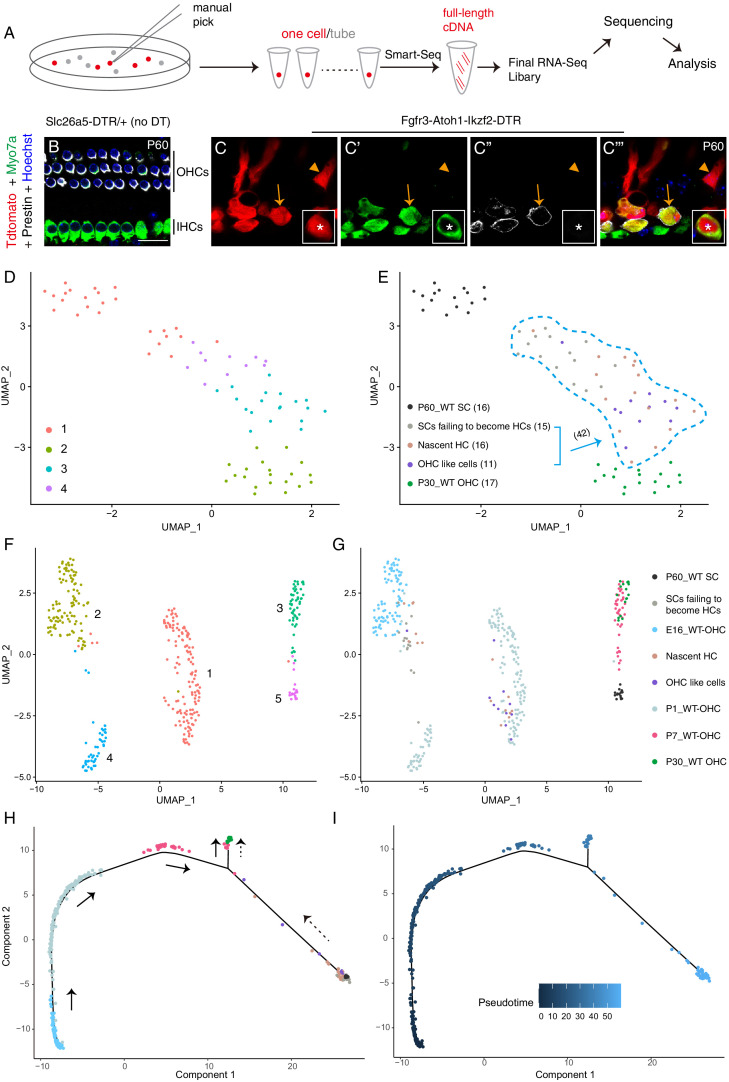
OHC-like cells were most akin to ~ P1 wild-type OHCs. (**A**) Illustration of the single cell RNA-Seq experimental pipeline. (**B–C’’’**) Triple labeling against Myo7a (maker for HCs), Prestin, and Tdtomato in cochlear samples from control (**B**) and Fgfr3-Atoh1-Ikzf2-DTR (**C**) mice at P60. Arrows: Tdtomato+/Myo7a+/Prestin+ OHC-like cells; arrowheads: Tdtomato+/Myo7a-/Prestin− cell, defined as SCs failing to become HCs; asterisks: nascent HC that was Tdtomato+/Myo7a+/Prestin− (inset in **C–C’’’**). (**D–E**) UMAP embedding of RNA-seq data revealed four main clusters (**D**). The same plot was presented with the five different cell types included in the data labelled separately (**E**). The 42 Tdtomato+ cells within the light-blue dotted lines (**E**) originated from the P60 Fgfr3-Atoh1-Ikzf2-DTR mice. When unsupervised clustering was performed over all 42 Tdtomato+ cells, three clusters were identified. (**F–G**) UMAP analysis of cells in (**D–E**) as well as wild-type OHCs at E16, P1, and P7 (E16_WT OHCs, P1_WT OHCs, and P7_WT OHCs; further information was presented in Figure 6—figure supplement 5). OHC-like cells were overlapped with P1_WT OHCs. (**H–I**) Trajectory analysis of all cells in (**F–G**). Black arrows in (**H**) represented the developmental trajectory of endogenous OHCs between E16 and P30, whilst the black dotted arrows marked the reprogramming trajectory from endogenous adult SCs to endogenous adult OHCs. Scale bar: 20 μm.

**Figure 6—figure supplement 1.**
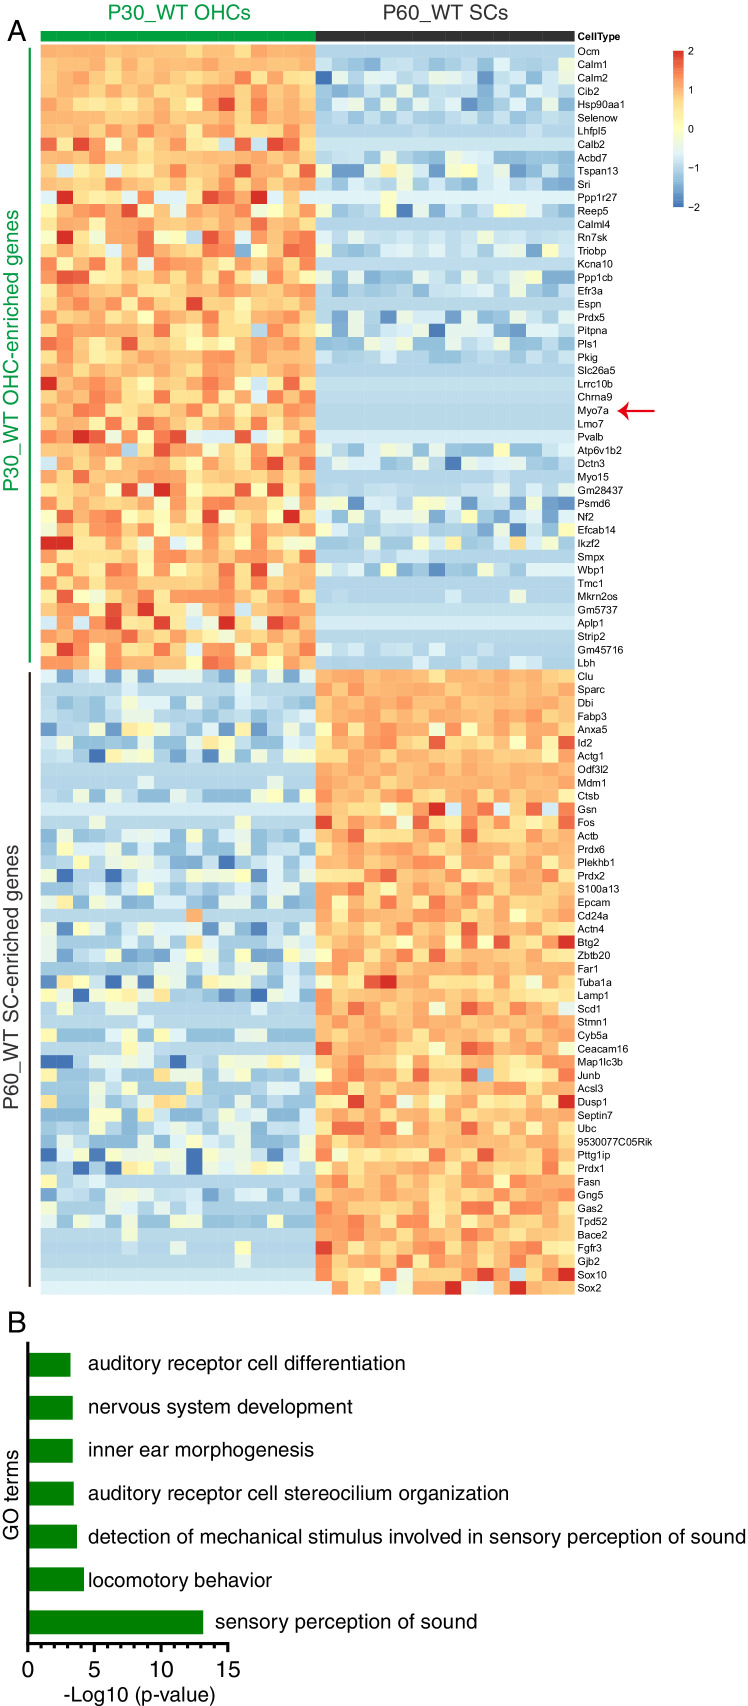
Transcriptomic comparison between adult wild-type OHCs and SCs. 17 wild-type OHCs were picked manually at P30 (P30_WT OHCs) and 16 SCs at P60 (P60_WT SCs) and single cell RNA-Seq was performed following SmartSeq methodology. (**A**) The top enriched genes in P30_WT OHCs and P60_WT SCs. The early pan-HC-specific gene, Myo7a (red arrow), OHC-specific genes, *Ocm, Lbh, Slc26a5* (Prestin)*,* and *Ikzf2* were classified as OHC genes. Similarly, SC markers, *Sox2, Sox10, Bace2,* and *Ceacam16* were defined as SC genes. The complete gene list can be found in Supplementary file 1. (**B**) Results of Gene Ontology (GO) enrichment analysis of genes enriched in OHCs. The gene lists associated with each GO category can be found in Supplementary file 2.

**Figure 6—figure supplement 2.**
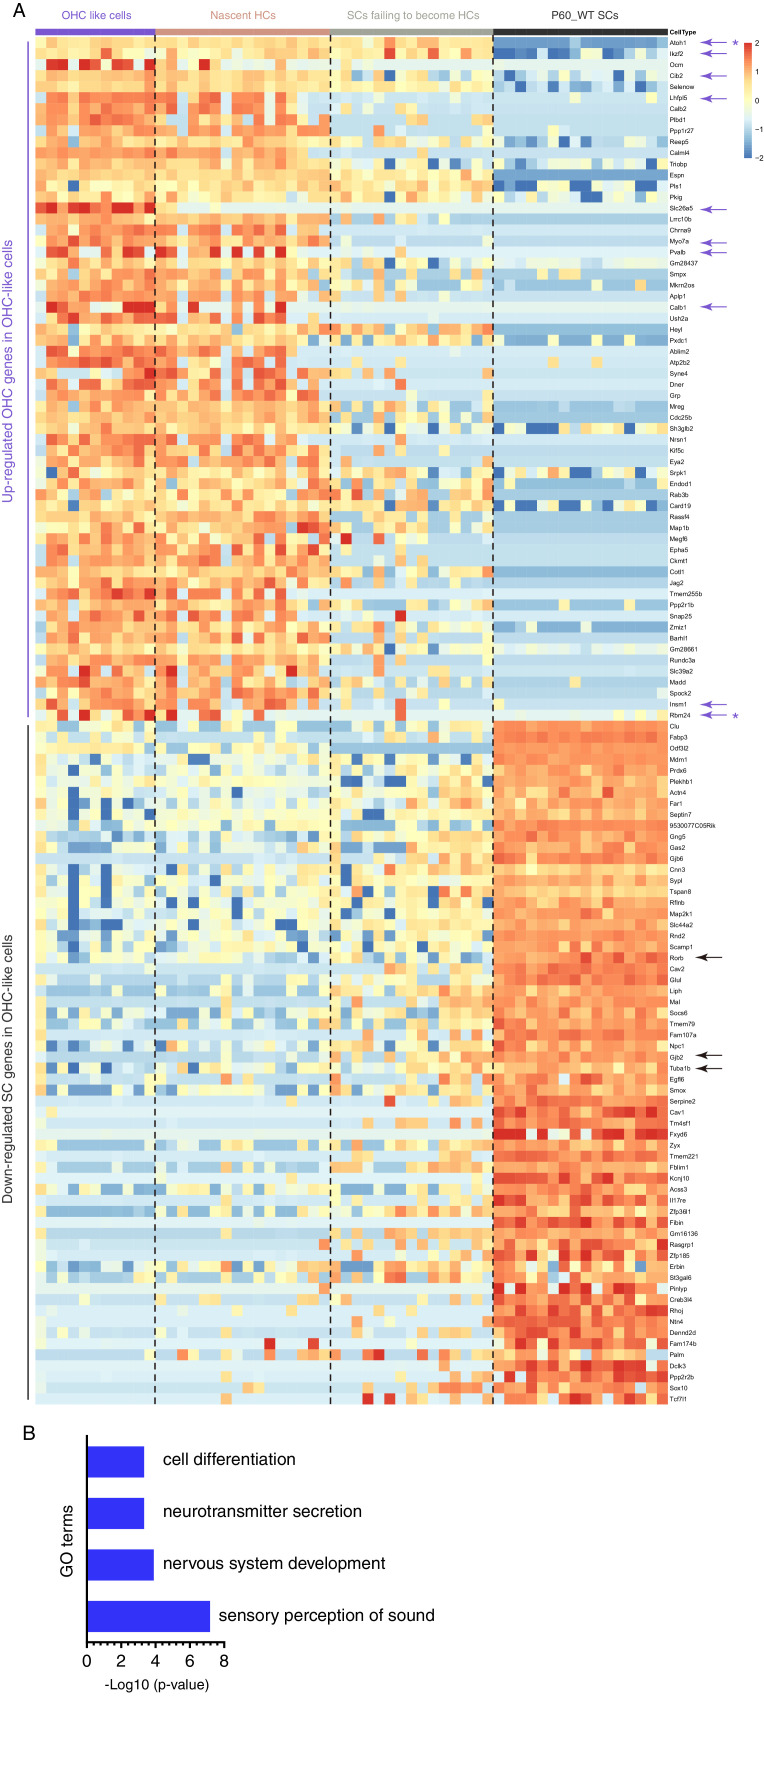
OHC-like cells upregulated 729 OHC genes and downregulated 331 SC genes. Single cell RNA-Seq was applied to 42 Tdtomato+ cells from P60 Fgfr3-Atoh1-Ikzf2-DTR mice. Cells were categorized as OHC-like cells (Tdtomato+/Myo7a+/Prestin+), nascent HCs (Tdtomato+/Myo7a+/Prestin-) and SCs failing to become HCs (Tdtomato+/Myo7a-/Prestin-). We compared the transcriptomic profiles between OHC-like cells and P60_WT SCs. (**A**) Relative to P60_WT SCs, the OHC-or SC-genes that were significantly upregulated or down-regulated, respectively, in OHC-like cells were presented. The full list of those genes was presented in Supplementary file 4. Nascent HCs and SCs failing to become HCs were included as references only. Note that *Rbm24* (purple arrow and asterisk) was also included to highlight its expression in OHC-like cells, although its *p*-value is between 0.01 and 0.001. In addition, *Atoh1* (purple arrow and asterisk), which was not a gene enriched in adult OHCs, was also included to show its permanent expression in OHC-like cells. (**B**) GO analysis of all genes (without overlapping with OHC genes) that were significantly upregulated in OHC-like cells, relative to P60_WT SCs. The gene lists of each GO category were presented in Supplementary file 3.

**Figure 6—figure supplement 3.**
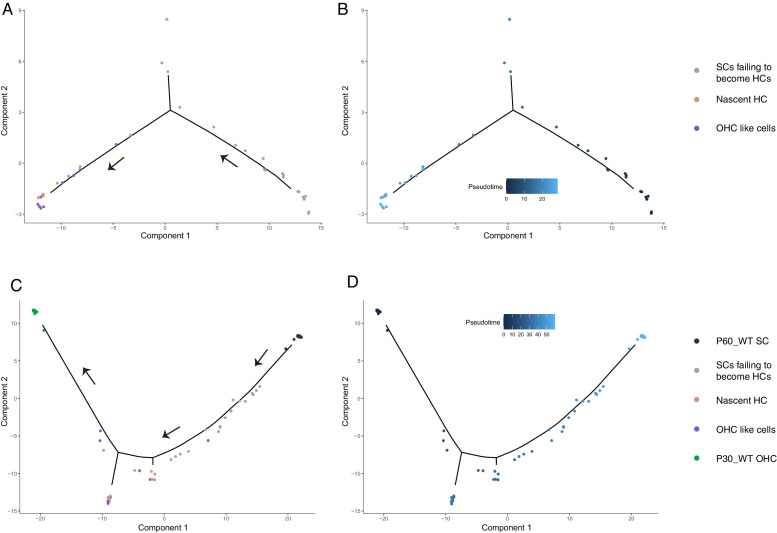
Two trajectory analyses by different cell pooling. (**A, B**) Trajectory analysis of the 42 Tdtomato+ cells from P60 Fgfr3-Atoh1-Ikzf2-DTR mice. Nascent HCs and OHC-like cells were found to be closer to each other compared to SCs failing to become HCs. (**C, D**) Trajectory analysis which also included WT_P30 OHCs and WT_P60 SCs. Akin to the results above, nascent HCs and OHC-like cells were intermingled and neighbored WT_P30 OHCs, whereas SCs failing to become HCs were closer to WT_P30 SCs. Arrows in (**A and C**) represented reprogramming direction from SCs to OHCs. Trajectory analysis including embryonic and neonatal OHCs are presented in Figure 6H and I.

**Figure 6—figure supplement 4.**
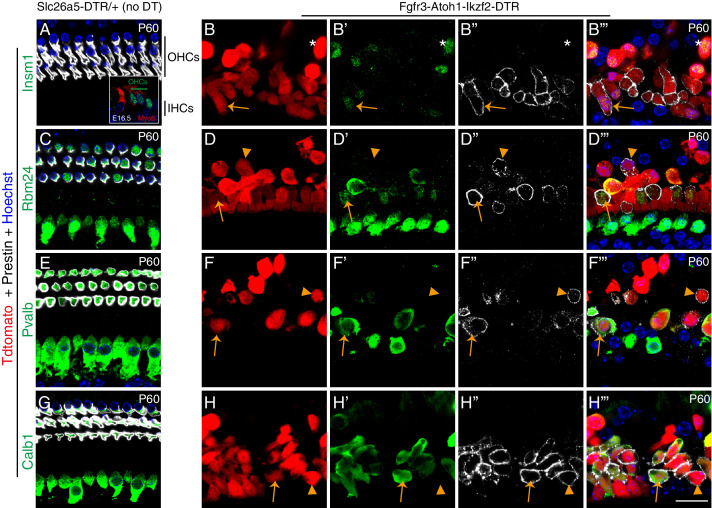
Heterogeneous expression of OHC genes across OHC-like cells. Cochlear samples (**P60**) from control *Slc26a5^DTR/+^* mice not treated with DT (**A, C, E, G**) and experimental Fgfr3-Atoh1-Ikzf2-DTR mice treated with DT (**B–B’’’, D–D’’’, F–F’’’, H–H’’’**). Samples were triple immunolabeled against Tdtomato (red), Prestin (white in images), and a third different marker (antibody staining, shown in green): Insm1 (**A–B’’’**), Rbm24 (**C–D’’’**), Pvalb (**E–F’’’**), or Calb1 (**G–H’’’**). Asterisks in (**B–B’’’**): cell that was Tdtomato+/Insm1+ but did not express Prestin; arrows in (**B–B’’’**): cell that was Tdtomato+/Insm1+/Prestin+. Inset in (**A**): cochlear cryosection sample at E16.5 stained for Myo6 and Insm1. Insm1 expression was detected in OHCs but not in IHCs, which was presented as another control to confirm the specificity of the Insm1 antibody. Arrows in (**D–D’’’, F–F’’’, H–H’’’**): triple-positive cells; arrowheads in (**D–D’’’, F–F’’’, H–H’’’**): cells that were Tdtomato+/Prestin+ but did not express Rbm24 (**D–D’’’**), Pvalb (**F–F’’’**), or Calb1 (**H–H’’’**). Prestin labelling in (**B’’, D’’, F’’, H’’**) was shown at a higher gain than in (**A, C, E, G**) for the sake of visualization clarity; Prestin level in OHC-like cells was considerably lower than that in wild-type endogenous OHCs. Scale bar: 20 μm.

**Figure 6—figure supplement 5.**
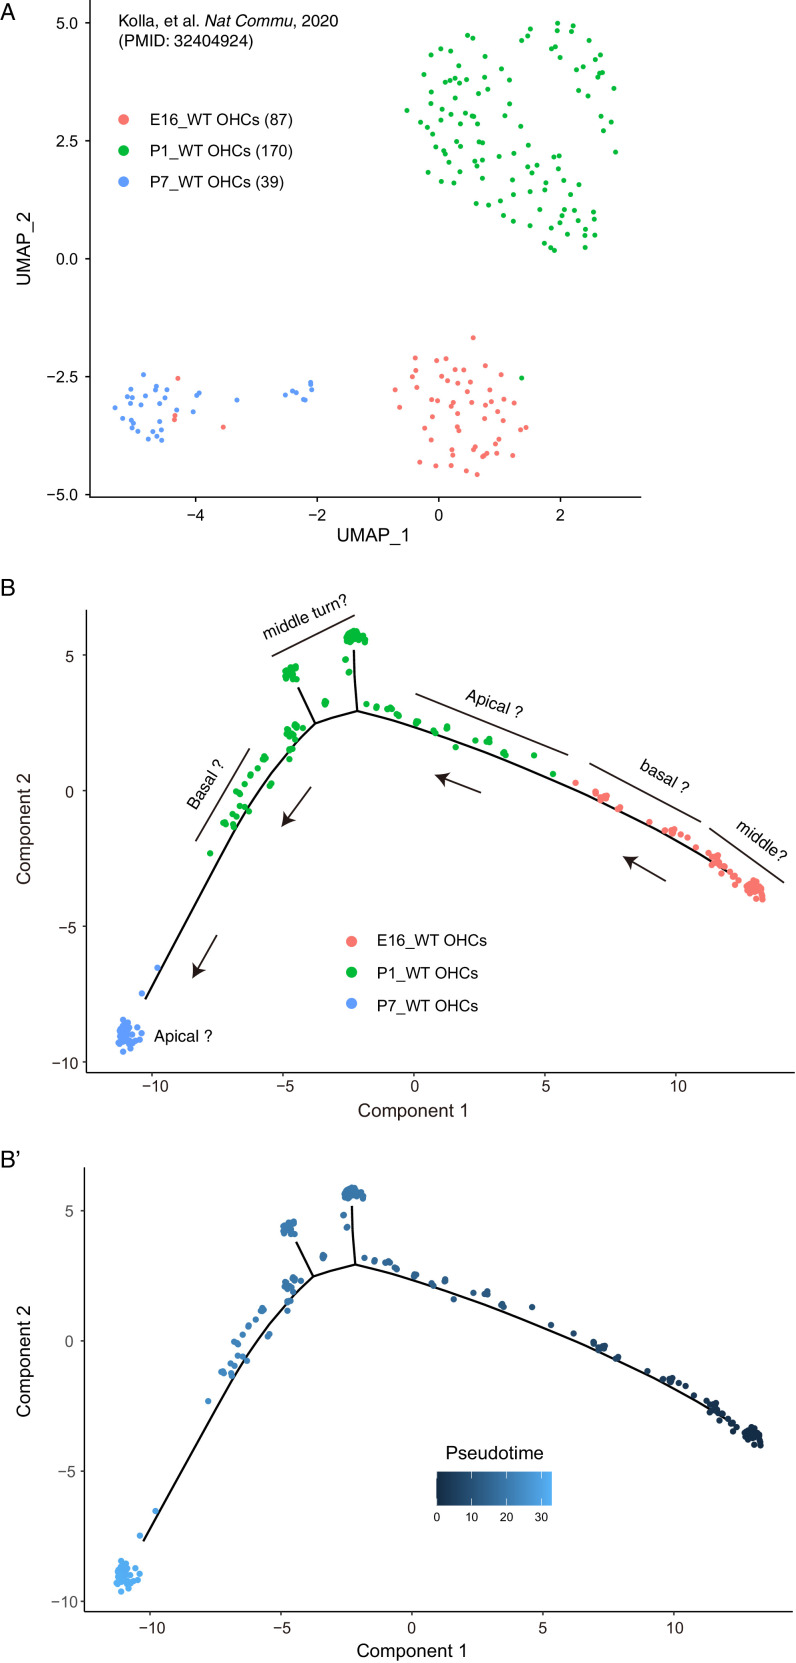
Trajectory analysis of wild type differentiating OHCs. (**A**) UMAP analysis of wild-type OHCs at E16, P1, and P7. Those OHCs were clustered primarily according to age. (**B–B’**) Trajectory analysis of wild-type OHCs at three different ages by using Monocle. These data were included in the analyses presented in Figure 6.

**Figure 6—figure supplement 6.**
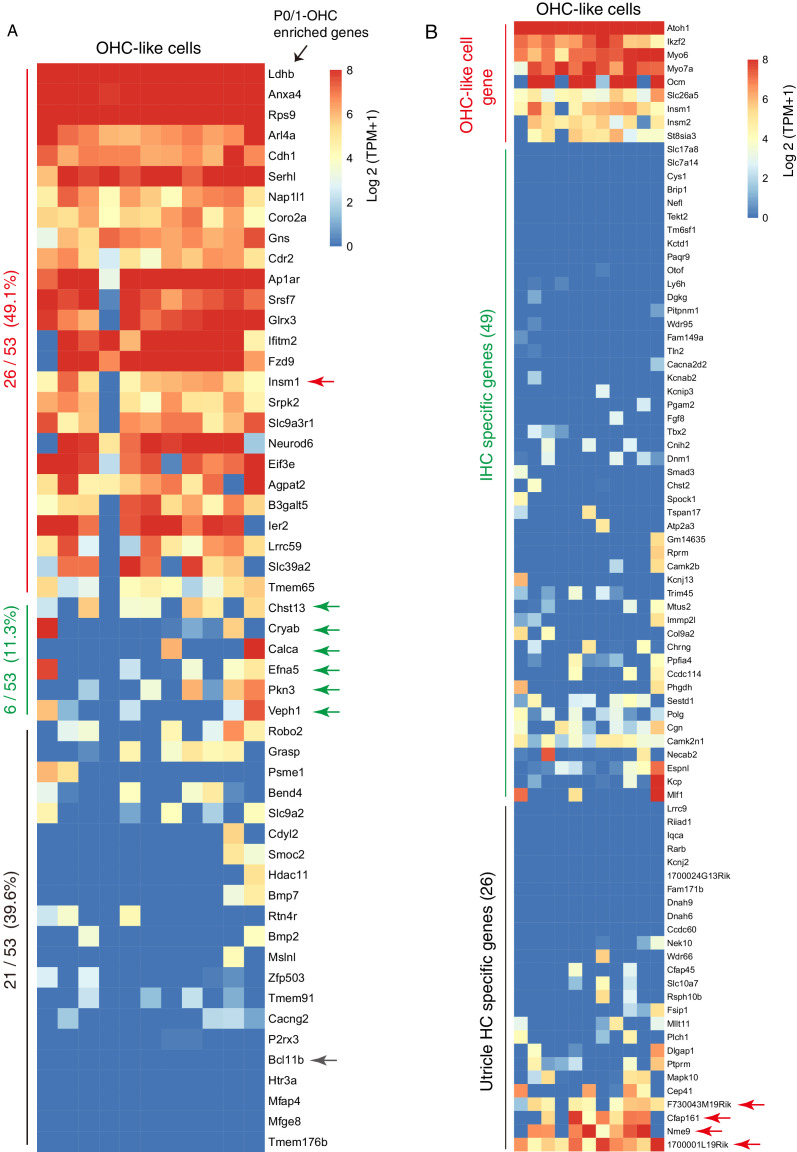
OHC-like cells primarily expressed neonatal OHC, but minimally expressed neonatal IHC or utricle HC genes. (**A**) TPM values of 53 neonatal OHC genes. 26/53 were highly expressed in OHC-like cells, including *Insm1* (red arrow). The remaining genes were expressed at low levels, including *Bcl11b* (gray arrow). Green arrows labelled six genes with average TPM >16, but that were nonetheless defined as low expressing genes as six or fewer OHC-like cells expressed them with TPM >16. (**B**) TPM values of 49 neonatal IHC and 26 neonatal utricle HC gene with red arrows highlighting four neonatal utricle HC genes that were highly expressed in OHC-like cells.

**Figure 6—figure supplement 7.**
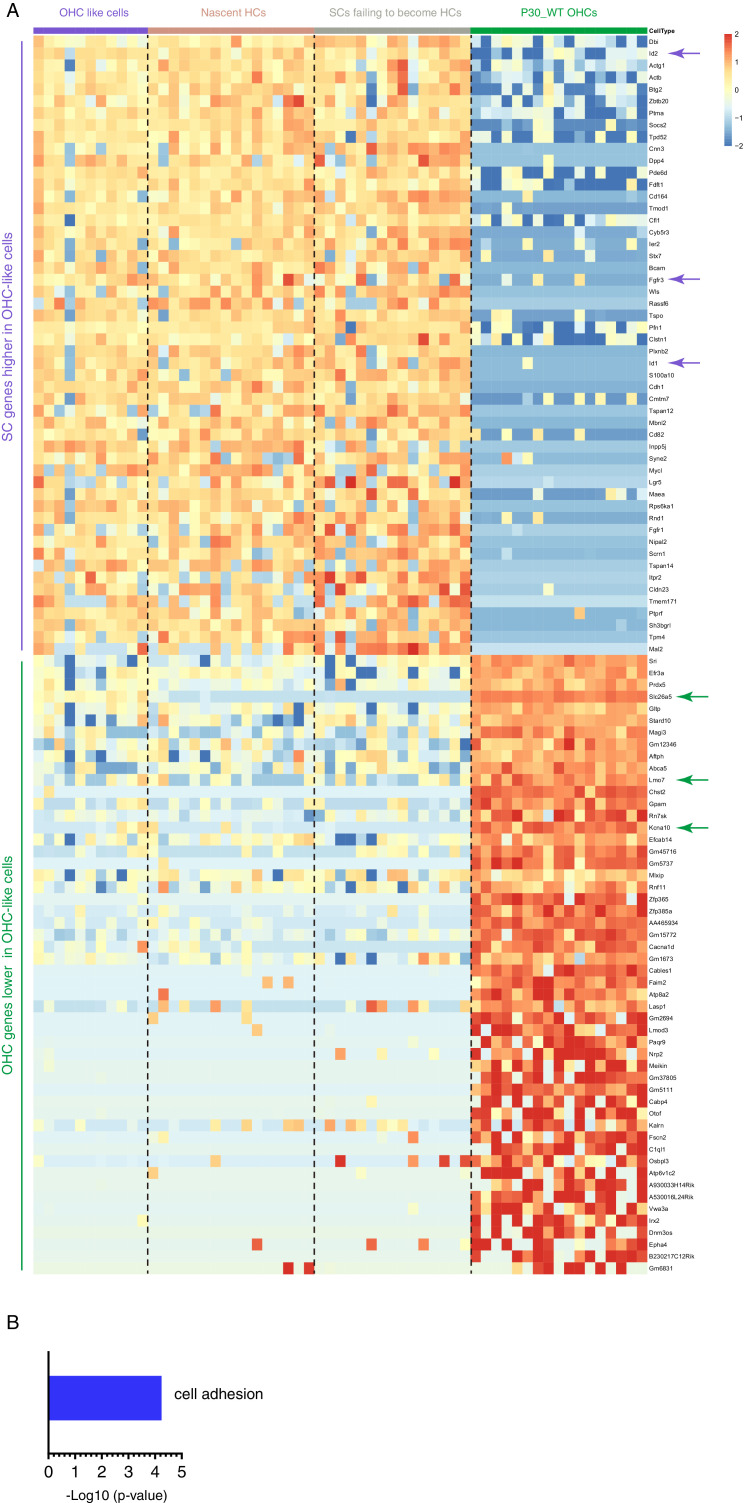
Transcriptomic differences between OHC-like cells and mature OHCs. (**A**) Most differentially expressed genes (DEGs) between OHC-like cells and adult endogenous OHCs at P30. Nascent HCs and SCs failing to become HCs were included as references only. SC genes such as *Id1, Id2,* and *Fgfr3* (purple arrows), were still higher in OHC-like cells than in adult endogenous OHCs. Conversely, OHC genes encoding functional proteins in mature OHCs such as *Slc26a5 (Prestin), Lmo7,* and *Kcna10* (green arrows) were still lower in OHC-like cells than in adult endogenous OHCs. The complete gene lists were presented in Supplementary file 7. (**B**) GO analysis of genes higher in OHC-like cells than that in adult endogenous OHCs. The gene lists of the GO category were included in Supplementary file 8.

We first compared gene profiles between adult endogenous OHCs and SCs, and identified 1051 and 1982 genes enriched respectively (p<0.001) in adult OHCs and SCs (Figure 6—figure supplement 1A); Supplementary file 1 contained the full list of enriched genes. 

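Of the 11443 genes tested, 568 were higher in WT_P30 OHCs and 1184 were higher in WT_P60 SCs in the fit of all 5 groups. The fit of only these 2 groups moved these counts most, to 192 and 231 genes, because its filter on low counts left 5494 genes to test and only 486 of the 1752 genes called with all groups were among them. The genes higher in WT_P30 OHCs included the Y-linked Ddx3y and Eif2s3y. The paper's text does not name the sex of these mice, so sex may also differ between the wild-type groups. Selenow, which encodes a selenoprotein, was among the 3 genes with the smallest adjusted p in the direction of OHCs. Its level was 3229 ± 733 CPM (SD, n = 17) in WT_P30 OHCs and 45.1 ± 32.6 CPM (SD, n = 16) in WT_P60 SCs, a log2 fold change of 6.16 (standard error 0.46, adjusted p = 1.47e-18 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the direction of SCs these were Mbnl2, Cnn3 and Cmtm8, which were at least 508-fold, 1850-fold and 292-fold lower in WT_P30 OHCs. Mbnl2 and Cmtm8 had no count in any WT_P30 OHC, while both were detected in 16 of 16 WT_P60 SCs. Exons of Mbnl2 and Cnn3 overlap annotated genes on the opposite strand.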

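Among genes with known roles in OHCs, Myo7a, Ocm, Slc26a5, Espn, Tmc1 and Lmo7 were each detected in 17 of 17 WT_P30 OHCs, and no WT_P60 SC held more than 3 counts of any of them. In GRCm38, annotated by GENCODE M21, Slc26a5 lies on chromosome 5 from 21810655 to 21865604 and Myo7a on chromosome 7 from 98051060 to 98119524. Against the WT_P60 SCs, Ocm was at least 55200-fold higher, Slc26a5 at least 3350-fold, Lmo7 at least 3180-fold, Tmc1 at least 2550-fold, Espn at least 1270-fold and Myo7a at least 1110-fold higher. The WT_P30 OHCs carry a knock-in allele at Slc26a5 itself. Lhfpl5 had a log2 fold change of 9.70 (standard error 1.48, adjusted p = 2.55e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Lbh one of 6.01 (standard error 1.45, adjusted p = 0.000567, same edgeR test). Cib2, whose exons overlap Sh2d7 on the other strand, was already detected in 14 of 16 WT_P60 SCs at 112 ± 103 CPM (SD) and rose to 3758 ± 1069 CPM (SD, n = 17) in WT_P30 OHCs. Sri was at 2348 ± 635 CPM (SD, n = 17) in WT_P30 OHCs and 196 ± 114 CPM (SD, n = 16) in WT_P60 SCs, a log2 fold change of 3.58 (standard error 0.63). Ikzf2 was higher by a log2 fold change of 2.27 (standard error 0.61, adjusted p = 0.00211, same edgeR test), which did not pass the threshold on the adjusted p. It was called in 3 of the 15 settings tried, DESeq2 among them.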

The list of these adult OHC-enriched genes (OHC genes for short) included previously known highly expressed adult OHC genes, such as *Myo7a, Ocm, Slc26a5* (Prestin)*, Ikzf2, Espn, Tmc1, Cib2, Lhfpl5, Lmo7, Lbh,* and *Sri* (Chessum et al., 2018; Du et al., 2019; Giese et al., 2017; Liu et al., 2014b; Ranum et al., 2019; Xiong et al., 2012; Zheng et al., 2000). Similarly, previously known pan-SC markers, such as *Sox2* and *Sox10*, and two recently identified DC-specific genes, *Bace2* and *Ceacam16* (Li et al., 2018b; Ranum et al., 2019), were found amongst the adult SC-enriched genes (SC genes for short). 

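Sox2 and Sox10 had no count in any of the 17 WT_P30 OHCs. They were detected in 13 and 15 of the 16 WT_P60 SCs, at 40.8 ± 36.3 and 129 ± 79.9 CPM (SD), so that they were at least 73.7-fold and 233-fold lower in WT_P30 OHCs. Bace2 was detected in 16 of 16 WT_P60 SCs at 1226 ± 471 CPM (SD) and in 1 of 17 WT_P30 OHCs, a log2 fold change of -7.31 (standard error 1.66, adjusted p = 0.000263 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ceacam16 was detected in 16 of 16 WT_P60 SCs at 1871 ± 1257 CPM (SD) and in 3 of 17 WT_P30 OHCs. Its log2 fold change was -6.12 (standard error 1.55), and its adjusted p of 0.00108 (same edgeR test) lay just above the threshold of 0.001. It was called in 9 of the 15 settings. Its exons overlap an annotated gene on the other strand.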

Gene Ontology (GO) analysis showed that OHC genes were involved in sensory perception of sound, inner ear morphogenesis and stereocilium organization (Figure 6—figure supplement 1B). OHC genes associated with each GO category were summarized in Supplementary file 2. These results showed that the picked adult endogenous OHCs and SCs were pure and that our single cell RNA-Seq data was of high quality. These differentially enriched genes identified in OHCs and SCs were subsequently used as reference to assess the degree of cell fate conversion of SC-derived nascent HCs and OHC-like cells.

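Markers of both cell types and of other cells in the cochlea, listed before the counts were examined, were looked up in each wild-type cell. None of the 17 WT_P30 OHCs had Sox2 or Sox10 at 1 CPM, which by the exact Clopper-Pearson 95% interval allows a share of up to 19.5%, and none of the 16 WT_P60 SCs had Ocm or Slc26a5 at 1 CPM, which allows up to 20.6%. The IHC marker Slc17a8 was detected in 2 of 17 WT_P30 OHCs. Otof, listed as another IHC marker, was detected in 14 of 17 WT_P30 OHCs at 443 ± 439 CPM (SD) and in 1 of 16 WT_P60 SCs. The endothelial marker Pecam1 was detected in 9 of 16 WT_P60 SCs at 79.8 ± 109 CPM (SD) and in 3 of 17 WT_P30 OHCs, while Cldn5, the other endothelial marker, was detected in 1 of 16 and in no WT_P30 OHC. The macrophage marker C1qa was detected in 1 of 17 WT_P30 OHCs, and C1qb and Cx3cr1 were detected in no wild-type cell. From the genes that differed and the Gene Ontology analysis of the OHC genes, the paper concludes that the picked cells were pure and the data of high quality.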

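Myo6, on chromosome 9 of GRCm38 from 80165031 to 80311729, was detected in all 33 wild-type cells. Its level was 1788 ± 517 CPM (SD, n = 17) in WT_P30 OHCs and 658 ± 342 CPM (SD, n = 16) in WT_P60 SCs. The log2 fold change was 1.44 (standard error 0.30), under the threshold of 2 on the fold change, with an adjusted p of 7.73e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the 15 settings, its log2 fold change stayed between 1.33 and 1.56, and it was called in 1, the setting with the lower threshold of 1 on the log2 fold change.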

Some unexpected findings from the RNA-Seq data included *Myo6* expression levels: although Myo6 protein is known to be enriched in OHCs, *Myo6* mRNA was not significantly enriched in adult OHCs, likely because *Myo6* mRNA was also detected (albeit at a lower level) in adult SCs. *Myo6* mRNA is also known to be present in other non-HC populations (Kolla et al., 2020; Scheffer et al., 2015). Also noteworthy, *Myo7a* was significantly enriched in adult OHCs (red arrow in Figure 6—figure supplement 1A) and also highly expressed in nascent HCs and OHC-like cells; however, this was not the case in SCs failing to become HCs (Figure 6B–C’’’). This led us to use *Myo7a* as an early HC marker and as a means of defining general HC fate in the RNA-Seq analysis described below.

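Myo7a was detected in 11 of 11 OHC-like cells, at 951 ± 1160 CPM (SD), and in 16 of 16 nascent HCs, at 508 ± 278 CPM (SD). In WT_P30 OHCs its level was 561 ± 225 CPM (SD, n = 17). No WT_P60 SC held a count of it. Compared with the WT_P60 SCs, Myo7a was at least 1880-fold higher in OHC-like cells and at least 1000-fold higher in nascent HCs. It was detected in 3 of 15 SCs failing to become HCs, with a highest level of 28.5 CPM against a lowest level of 50.9 CPM among the OHC-like cells. The increase over WT_P60 SCs in that group, at least 6.65-fold, was still called (adjusted p = 1.45e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called in 13 of 14 settings. Because the authors sorted the 42 cells by Myo7a and Prestin, these differences among the 3 types follow from the sorting and are not an independent test of it.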

### OHC-like cells upregulate OHC genes and downregulate SC genes

We next focused on comparing global gene profiles between OHC-like cells, adult endogenous OHCs, and SCs. We manually picked 42 Tdtomato+ cells from Fgfr3-Atoh1-Ikzf2-DTR mice at P60 (Figure 6A) and sorted them into three types: (1) Tdtomato+/Myo7a+/Prestin+ cells (defined as OHC-like cells, arrows in Figure 6C–C’’’; n = 11 cells); (2) Tdtomato+/Myo7a+/Prestin− cells (defined as nascent HCs, asterisks in inset of Figure 6C–C’’’; n = 16); and (3) Tdtomato+/Myo7a-/Prestin− cells (defined as SCs failing to become HCs, arrowheads in Figure 6C–C’’’; n = 15). 

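Slc26a5, the gene of Prestin, was detected in 11 of 11 OHC-like cells at 68.2 ± 53.3 CPM (SD), between 16.2 and 178 CPM. It was detected in 3 of 16 nascent HCs, with a highest level of 14.9 CPM, and in no SC failing to become a HC, which for 15 cells allows a share of up to 21.8%. Counts at any level were present in 5 of 16 nascent HCs and 1 of 15 SCs failing to become HCs. The 42 cells were not spread evenly over the library runs. Of the 15 SCs failing to become HCs, 14 were in runs A and C, which held 3 of the 27 OHC-like cells and nascent HCs (3 types over 5 runs, Fisher's exact test with 100000 simulated tables, p = 4e-05). OHC-like cells and nascent HCs were spread alike over the runs (Fisher's exact test, p = 1).

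**Figure D1:**
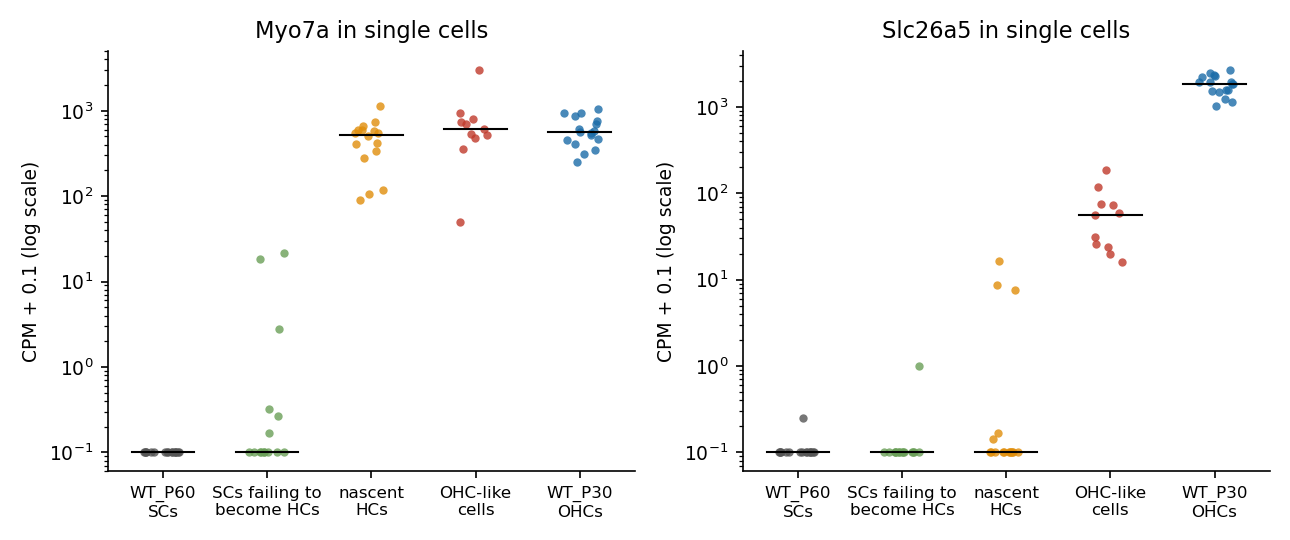
Myo7a (left) and Slc26a5 (right) in each of the 75 cells by group, in CPM of the total count plus 0.1 on a log axis, with lines at the group medians. On this scale the highest nascent HC for Slc26a5, at 16.4 CPM, reaches the lowest OHC-like cell, and all 11 OHC-like cells lie below the 17 WT_P30 OHCs.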

The proportion of OHC-like cells was 26.2% (11/42), which agreed with the immunostaining results (16.2%–29.0%) (Figure 4H), giving us confidence in the suitability of this criterion. Moreover, expression of *Atoh1* and *Ikzf2* (arrows in Figure 6—figure supplement 2A) was enriched in all 42 cells, but not in adult endogenous SCs. This also confirmed that Atoh1 and Ikzf2 were permanently overexpressed in the 42 Tdtomato+ cells, regardless of cell fate.

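Among the 42 picked cells, the share of OHC-like cells was 26.2% with a 95% Wilson interval from 15.3% to 41.1%. Nascent HCs made up 38.1% (25.0% to 53.2%) and SCs failing to become HCs 35.7% (23.0% to 50.8%), so that the 3 shares were not distinguishable at this number of cells. The cells were picked by hand, and the intervals do not cover the choice of cells.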

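Atoh1, on chromosome 6 of GRCm38 from 64729125 to 64731245, was at 5593 ± 4002 CPM (SD, n = 11) in OHC-like cells, 5034 ± 3600 CPM (SD, n = 16) in nascent HCs and 5563 ± 7499 CPM (SD, n = 15) in SCs failing to become HCs. The lowest of the 42 cells had 389.7 CPM and the highest of the 16 WT_P60 SCs had 5.50 CPM. Against WT_P60 SCs the log2 fold changes were 13.36, 13.21 and 13.35 (adjusted p of 5.39e-12, 3.67e-12 and 4.6e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ikzf2, on chromosome 1 from 69531214 to 69687245, was at 405 ± 298 CPM (SD, n = 11), 319.5 ± 148 CPM (SD, n = 16) and 647 ± 538 CPM (SD, n = 15) in the same order. It was detected in 11 of 16 WT_P60 SCs, at up to 156 CPM, which lies above the lowest levels among the nascent HCs (46.7 CPM), the OHC-like cells (109 CPM) and the SCs failing to become HCs (116 CPM). Its log2 fold changes over WT_P60 SCs were 3.51, 3.17 and 4.18 (adjusted p of 5.21e-05, 9.76e-05 and 2.89e-06, same edgeR test). The counts do not separate transgene from endogenous transcripts, and exons of Ikzf2 overlap an annotated gene on the other strand.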

UMAP (uniform manifold approximation and projection) analysis demonstrated that OHC-like cells differed more greatly from adult endogenous P60 SCs (hereafter named as WT_P60 SCs) and were more similar to P30 adult endogenous OHCs (hereafter named as WT_P30 OHCs) than SCs failing to become HCs (Figure 6D,E). 

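Each cell was placed on the line from the mean WT_P60 SC profile (0) to the mean WT_P30 OHC profile (1), using log2(CPM + 1) of the 11443 genes with CPM of the total count, and each wild-type cell was left out of its own mean. OHC-like cells lay at 0.424 ± 0.144 (SD, n = 11), and single cells ranged from 0.166 to 0.76. The cell at 0.76, OHC-like cell 4, had 3348 genes detected, the fewest of the 11, 36% of its counts in 10 genes and a rank correlation of 0.328 with the WT_P30 OHC profile, the lowest of the 11. The next cell lay at 0.521. SCs failing to become HCs lay at 0.282 ± 0.126 (SD, n = 15). The highest of them, cells 2 and 4 at 0.489 and 0.487, also had the fewest genes detected in that group, 4859 and 4262. The difference of 0.142 between OHC-like cells and SCs failing to become HCs was larger than the spread within groups allows by chance (2-sided permutation test with 100000 resamples, p = 0.0129). With a pseudocount of 0.1 in place of 1 it was 0.118 (permutation test, p = 0.0519), with one of 10 it was 0.179 (permutation test, p = 0.00046), and on the genes called between the wild-type groups 0.235 (permutation test, p = 8e-05). Only runs A and E held both types. Within them the mean difference was 0.039 over 3 OHC-like cells and 5 SCs failing to become HCs (exact permutation test within runs, p = 0.8), a comparison whose smallest possible p is 0.0667. The 2 runs went opposite ways. The difference was -0.184 in run A, with 1 OHC-like cell and 4 SCs failing to become HCs, and 0.305 in run E, with 2 and 1. Clustering of the 75 cells in Seurat with 2000 variable genes and 20 principal components gave 4 clusters. One held all 17 WT_P30 OHCs and no other cell. Another held 10 OHC-like cells, 15 nascent HCs and 2 SCs failing to become HCs, a further one held 16 WT_P60 SCs and 12 SCs failing to become HCs, and the last held 1 cell of each of the 3 types. The number of SCs failing to become HCs that joined the 16 WT_P60 SCs depended on the setting. It was 7 with 10 principal components or 1000 variable genes, 6 with 5000 variable genes and 13 at a resolution of 0.8.

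**Figure D2:**
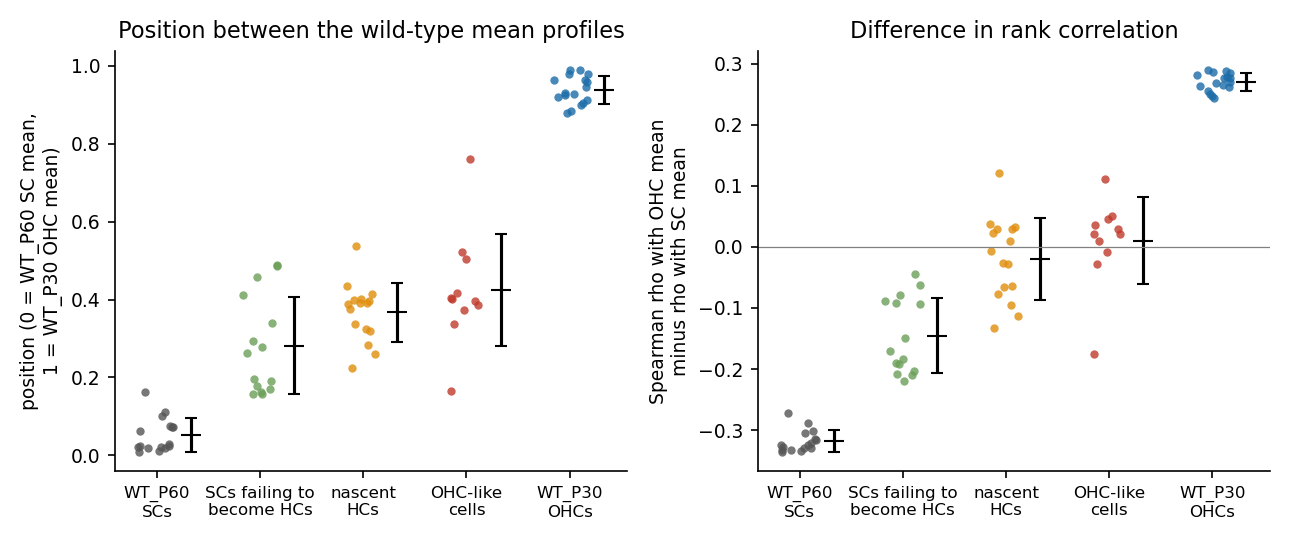
Position of each of the 75 cells between the mean WT_P60 SC profile (0) and the mean WT_P30 OHC profile (1) (left), and difference between its rank correlations with these 2 profiles (right), by group. Points are cells, and bars give the group mean and SD. OHC-like cells, nascent HCs and SCs failing to become HCs overlap, and their means lie between those of the wild-type groups.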

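Against the 16 WT_P60 SCs, 660 genes were higher in the 11 OHC-like cells. Slc26a5 was at least 135-fold higher. Espn was at 815 ± 327 CPM (SD, n = 11), which makes it at least 1610-fold higher, and Cd63 was at 531 ± 281 CPM (SD, n = 11), at least 1050-fold higher. Cd63 was also detected in no WT_P30 OHC, but in 12 of 15 SCs failing to become HCs. No library run held both wild-type and OHC-like cells. Comparisons of OHC-like cells with either wild-type group therefore cannot be told apart from a difference between runs. Selenow had a log2 fold change of 5.30 (standard error 0.46, adjusted p = 4.36e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the number of genes detected per cell as a covariate, 420 genes were called higher, and with only these 2 groups in the fit 102 were, of 7905 genes tested. The median log2 fold change of all tested genes was 0.32 with TMM and 0.13 with DESeq2's size factors, a shift that moves every gene of this comparison together.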

Besides *Slc26a5* (Prestin) and *Myo7a* (purple arrows in Figure 6—figure supplement 2A), 1313 genes were expressed at a significantly higher level in OHC-like cells relative to WT_P60 SCs. GO analysis of these 1313 genes revealed that they were associated with functions involving sensory perception of sound (Figure 6—figure supplement 2B), which further supported the notion that OHC-like cells globally behave like HCs. Supplementary file 3 included all genes associated with the GO analysis. Notably, 55.5% (729/1313) of the genes expressed more in OHC-like cells than WT_P60 SCs overlapped with OHC genes, such as *Myo7a, Pvalb, Calb1, Cib2,* and *Lhfpl5* (purple arrows in Figure 6—figure supplement 2A). Conversely, 527 genes were expressed at significantly lower levels in OHC-like cells as compared to WT_P60 SCs, of which 62.8% (331/527) overlapped with SC genes, such as *Tuba1b, Gjb2,* and *Rorb* (black arrows in Figure 6—figure supplement 2A). 

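Of the 660 genes called higher in OHC-like cells than in WT_P60 SCs, 350 (53.0%) were among the 568 genes called higher in WT_P30 OHCs, which is 61.6% of those OHC genes. Lists of these sizes drawn at random from the tested genes would share 32.8. Both lists use the same WT_P60 SCs as controls. Groups of 11 simulated from unchanged WT_P60 SCs called no gene against the WT_P60 SCs in any of 20 simulations, so that they shared 0 genes with the OHC genes and say nothing on the overlap. Groups drawn from WT_P30 OHCs shared a median of 468 (443 to 489). Pvalb and Calb1 were detected in no WT_P60 SC and were at least 1140-fold and 2180-fold higher in OHC-like cells. Lhfpl5 rose by a log2 fold change of 9.70 (standard error 1.50) and was detected in 10 of 11 OHC-like cells against 2 of 16 WT_P60 SCs. Cib2 rose by 5.15 (standard error 0.66, adjusted p = 5.88e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), to 3972 ± 1530 CPM (SD, n = 11).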

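In the other direction, 75 genes were called lower in OHC-like cells than in WT_P60 SCs, and 58 of them (77.3%) were among the 1184 SC genes, against 7.8 for random lists of these sizes. These 58 were 4.9% of the SC genes. The shares of OHC genes raised and SC genes lowered depended on the fit. They were 69% and 16.7% with DESeq2, 28.1% and 22.9% with limma-trend, and 14.1% and 26.4% with only the 2 groups compared. Simulated groups of unchanged WT_P60 SCs called no lower gene and so shared 0, and groups drawn from WT_P30 OHCs shared a median of 507 (458 to 525). Among the top genes, Fibin was at least 495-fold lower and Fxyd6 and Gjb6 had log2 fold changes of -13.41 and -13.98 (standard errors 1.62 and 1.75). Gjb2 fell from 705 ± 254 CPM (SD, n = 16) to 0.219 ± 0.673 CPM (SD, n = 11), a log2 fold change of -11.62 (standard error 2.02, adjusted p = 9.26e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rorb had a log2 fold change of -3.73 (standard error 0.75, adjusted p = 0.000102, same edgeR test). Tuba1b, from 463 ± 158 CPM (SD, n = 16) to 101 ± 110 CPM (SD, n = 11), had a log2 fold change of -2.19 (standard error 0.76, adjusted p = 0.0385, same edgeR test) and was not called. It was called in 3 of 15 settings, DESeq2 among them. It has near-identical alpha-tubulin paralogs and overlaps annotated genes on both strands, so its reads can be shared. The count of lower genes depended on the test most of all, with 542 under DESeq2.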

Supplementary file 4 contained the entire list of genes that were differently expressed between OHC-like cells and WT_P60 SCs, as well as the 729 OHC genes that were upregulated, and 331 SC genes that were down-regulated in OHC-like cells. Furthermore, we also included data from nascent HCs and SCs failing to become HCs for completeness and as potential intermediate cell types. In general, the identified genes above were either not or only slightly upregulated or downregulated in SCs failing to become HCs (Figure 6—figure supplement 2A). Together, this suggested that OHC-like cells were on an OHC-lineage differentiation track.

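Compared with WT_P60 SCs, 387 genes were higher and 90 were lower in the 15 SCs failing to become HCs. Of the 350 OHC genes raised in OHC-like cells, 162 (46.3%) were also called higher in SCs failing to become HCs, and 314 (89.7%) in nascent HCs. Of the 58 SC genes lowered in OHC-like cells, 22 (37.9%) were also called lower in SCs failing to become HCs, and 43 (74.1%) in nascent HCs. In the direct comparison of OHC-like cells with SCs failing to become HCs, 56 of the 350 (16.0%) were called higher in OHC-like cells and 5 of the 58 (8.6%) lower. Espn, for example, was detected in 15 of 15 SCs failing to become HCs at 309 ± 409 CPM (SD), and Fibin, detected in 16 of 16 WT_P60 SCs, had no count in any of the 15. Lhfpl5 was at 1.36 ± 3.57 CPM (SD, n = 15), near its level of 2.39 ± 6.89 CPM (SD, n = 16) in WT_P60 SCs. From these changes and their small size in SCs failing to become HCs, the paper proposes that OHC-like cells were on an OHC-lineage differentiation track.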

To our surprise, trajectory analysis including the 42 Tdtomato+ cells suggested that OHC-like cells and nascent HCs were closer to each other, relative to SCs failing to become HCs (Figure 6—figure supplement 3A,B). Furthermore, another trajectory analysis confirmed that OHC-like cells and nascent HCs were closer to WT_P30 OHCs, and conversely SCs failing to become HCs were closer to WT_P60 SCs (Figure 6—figure supplement 3C,D). 

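Between OHC-like cells and nascent HCs, 8 genes were called higher and 1 lower in OHC-like cells, whereas 112 were higher and 6 lower in OHC-like cells than in SCs failing to become HCs. With library run as a covariate among the 42 cells, no gene was called between OHC-like cells and nascent HCs (75 higher and 146 lower at an unadjusted p under 0.05), but only 1 of the 9 genes was among those tested in that fit. Against SCs failing to become HCs, where 92 of the 118 genes were tested, 8 were higher and none lower (473 and 190 at an unadjusted p under 0.05). The one gene lower in OHC-like cells than in nascent HCs was Faim2, detected in 2 of 16 nascent HCs. Clustering of the 42 cells alone gave 5 clusters with the settings used for the 75 cells. The 15 SCs failing to become HCs fell into 2 of them, with 10 and 5 cells, and the 11 OHC-like cells were spread over 4 that also held 13 nascent HCs. The adjusted Rand index of these clusters was 0.24 with the 3 cell types and 0.26 with the library runs. In the same order it was 0.36 and 0.26 with 10 principal components, and 0.34 and 0.27 with normalization to 1000000. It was 0.15 and 0.07 at a resolution of 0.8, 0.2 and 0.27 with 1000 variable genes, and 0.1 and 0.1 with 5000.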

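The rank correlation of each cell with the mean WT_P30 OHC profile minus that with the mean WT_P60 SC profile was 0.01 ± 0.071 (SD, n = 11) in OHC-like cells, -0.02 ± 0.067 (SD, n = 16) in nascent HCs and -0.146 ± 0.062 (SD, n = 15) in SCs failing to become HCs. Wild-type cells, each left out of its own mean, gave 0.27 ± 0.015 (SD, n = 17) and -0.318 ± 0.018 (SD, n = 16). The WT_P30 OHC profile was the closer one for 8 of 11 OHC-like cells, 7 of 16 nascent HCs and 0 of 15 SCs failing to become HCs. OHC-like cells exceeded SCs failing to become HCs by 0.156 (2-sided permutation test, p = 0.00012) and nascent HCs exceeded them by 0.125 (permutation test, p = 0.0001). Within library runs that held both types these differences were 0.094 (exact permutation test, p = 0.467) and 0.086 (exact permutation test, p = 0.105). On the line between the wild-type means, nascent HCs lay at 0.367 ± 0.075 (SD, n = 16), above SCs failing to become HCs by 0.085 (permutation test, p = 0.0295), and within runs by 0.068 (exact permutation test, p = 0.418).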

The transcriptomic similarity between OHC-like cells and nascent HCs supported that, despite Prestin expression only being present in OHC-like cells, the general expression patterns of other HC genes might be quite similar. This possibility was partially supported by the finding that not all Prestin+ OHC-like cells expressed the early pan-HC markers, Rbm24, Pvalb, and Calb1, according to both RNA-Seq and immunostaining results (Figure 6—figure supplements 2 and 4). These pan-HC markers are typically expressed earlier than Prestin in endogenous OHCs (Grifone et al., 2018; Li et al., 2018b; Liu et al., 2012a; Wang et al., 2021). Together, our results showed that OHC-like cells/nascent HCs resembled WT_P30 OHCs considerably more than SCs failing to become HCs. 

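OHC-like cells and nascent HCs were not distinguishable by either measure. Their positions differed by 0.057 (2-sided permutation test, p = 0.205) and by 0.06 within library runs (permutation test within runs, p = 0.144), and their rank correlation differences by 0.031 (permutation test, p = 0.267). They had similar numbers of detected genes (mean difference of -51.6, permutation test, p = 0.864). Slc26a5, by which these 2 types were told apart, was higher in OHC-like cells by a log2 fold change of 5.10 (standard error 0.90, adjusted p = 0.000371 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 11 of 17 settings, and was lost, among others, with library run as a covariate (adjusted p = 0.465) and with counts summed per group and run (adjusted p = 1). Of the 350 OHC genes raised in OHC-like cells, 5 (1.4%) were called higher in OHC-like cells than in nascent HCs, and of the 58 SC genes lowered, 0 were called lower.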

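Rbm24 was detected in 8 of 11 OHC-like cells (72.7%, Clopper-Pearson 95% interval 39.0% to 94.0%), Pvalb in 7 of 11 (63.6%, 30.8% to 89.1%) and Calb1 in 9 of 11 (81.8%, 48.2% to 97.7%). The corresponding numbers were 7, 10 and 7 of 16 nascent HCs and 1, 2 and 1 of 15 SCs failing to become HCs. In WT_P30 OHCs, Rbm24 was detected in 17, Pvalb in 14 and Calb1 in 12 of 17. Rbm24 was also detected in 5 of 16 WT_P60 SCs. Its log2 fold change in OHC-like cells over WT_P60 SCs was 5.22 (standard error 1.51) and was not called, with an adjusted p of 0.00881 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At any count at all, the 3 genes were present in 9, 9 and 9 of 11 OHC-like cells, so the share depends on the level taken as detection.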

Next, we evaluated the differentiation status of the OHC-like cells.

### OHC-like cells resemble wild-type neonatal differentiating OHCs

By reanalyzing previously published data from a recent single-cell RNA-Seq studies covering wild-type cochlear OHCs, IHCs, SCs, GER (greater epithelial ridge) cells, and LER (lesser epithelial ridge) cells (Kolla et al., 2020), we could compare OHC-like cell differentiation status at finer granularity. More specifically, we extracted from these data OHCs at three different ages: E16 (n = 87), P1 (n = 170), and P7 (n = 39) (Figure 6—figure supplement 5A). These pooled OHCs were highly heterogeneous, especially at P1, due in part to the basal-to-apical and medial-to-lateral developmental gradient in the cochlear duct, as revealed by trajectory analysis of these OHCs (Figure 6—figure supplement 5B,B'). These E16, P1, and P7 OHCs were pooled with our own OHC-like cells, nascent HCs, SCs failing to become HCs, WT_P30 OHCs, and WT_P60 SCs to form a new dataset. Five main clusters were identified (Figure 6F): cluster 1 included 9/11 OHC-like cells, 11/16 nascent HCs, and the majority of wild-type OHCs at P1 (WT_P1 OHCs) (Figure 6G). Cluster 2 consisted of 2/11 OHC-like cells, 5/16 nascent HCs, 12/15 SCs failing to become HCs, and wild-type OHCs at E16 (WT_E16 OHCs). Majority of wild-type OHCs at P7 (WT_P7 OHCs) and WT_P30 OHCs formed cluster 3, suggesting that P7 OHCs were already well differentiated (Jeng et al., 2020). Cluster 4 contained the remaining fraction of WT_P1 OHCs and 3/15 SCs failing to become HCs, while majority of cells in cluster 5 were WT_P60 SCs. UMAP analysis suggested that OHC-like cells generally resembled WT_P1 OHCs the most. 

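Insm1, on chromosome 2 of GRCm38 from 146221921 to 146225020, was detected in 10 of 11 OHC-like cells at 119 ± 98.6 CPM (SD), in 11 of 16 nascent HCs at 95.3 ± 86.2 CPM (SD) and in 3 of 15 SCs failing to become HCs at 14.0 ± 40.1 CPM (SD). Among wild-type cells it was detected in 2 of 17 WT_P30 OHCs and 1 of 16 WT_P60 SCs. Its log2 fold change in OHC-like cells over WT_P60 SCs was 8.07 (standard error 1.84, adjusted p = 0.000596 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called in 14 of 15 settings.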

Further support for this came from the presence of *Insm1* mRNA and protein in OHC-like cells (Figure 6—figure supplement 2A, and Figure 6—figure supplement 4A–B'''); *Insm1* is a gene that is only transiently expressed in differentiating OHCs during late embryonic and perinatal ages (Lorenzen et al., 2015). We speculated that WT_P1 OHCs in cluster 1 originated from basal and middle turns as they more closely resembled WT_P7 and _P30 OHCs (Figure 6), whereas WT_P1 OHCs in cluster 4 that were grouped with the more immature E16 OHCs (Figure 6F,G) originated from apical turns.

Finally, trajectory analysis was applied to all the pooled cells (Figure 6H,I). Interestingly, two distinct tracks were observed: one reflected endogenous OHC development from E16 to P30 (black arrows in Figure 6H); the other tracked the reprogramming process from adult SCs into OHC lineage (dotted arrows in Figure 6H). Notably, in agreement with trajectory analysis described in Figure 6—figure supplement 3, OHC-like cells and nascent HCs were similar and intermingled with each other in both UMAP and trajectory analyses (Figure 6G,H).

### Neonatal-specific OHC genes are highly expressed in OHC-like cells

We next took a more focused look at the transcriptomic differences and similarities between OHC-like cells and WT_P1 OHCs. Based on two previous RNA-Seq studies (Kolla et al., 2020; Wiwatpanit et al., 2018), expression of 53 neonatal-specific OHC genes were further analyzed. These have been shown to be significantly enriched in WT_P0/P1 OHCs, but not in adult OHCs. The expression levels of these 53 genes in all 11 OHC-like cells was extracted from our raw data and expressed as transcripts per million (TPM). Those with TPM > 16 were defined as highly expressed genes; this threshold was chosen based on what gene expression level can typically be detected using RNA in situ hybridization with good signal to noise ratio in our hand. Our selection criteria for genes that were highly expressed in OHC-like cells thus were as follows: (1) that the gene’s average TPM across all OHC-like cells was above 16; (2) that more than half of all OHC-like cells expressed this gene with TPM >16. If a gene did not meet either of the criteria, then it was classed as a gene differently expressed between OHC-like cells and WT_P1 OHCs.

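Expression levels corrected for gene length (TPM) were computed from the deposited counts and the summed exon length of each gene in GENCODE M21, which covered 128 of the 128 genes on the paper's lists of neonatal genes and 99.9% of all counts. The paper made its TPM with StringTie, which is not repeated here. By the paper's criteria, a mean over 16 TPM and more than 16 TPM in most of the 11 OHC-like cells, 26 of the 53 neonatal OHC genes were highly expressed (49.1%, Wilson 95% interval 36.1% to 62.1%). With thresholds of 8 and 32 TPM there were 27 and 23. Insm1 was at 77.5 ± 60.2 TPM (SD, n = 11) and over 16 TPM in 10 cells. Neither criterion was met by 21 genes. Among them, Bcl11b, on chromosome 12 of GRCm38 from 107910403 to 108003602, had no count in any OHC-like cell, which allows a share of up to 28.5% of cells. Bmp2 was at 3.79 ± 8.83 TPM (SD, n = 11) and Bmp7 at 5.01 ± 12.8 TPM (SD, n = 11), and each was over 16 TPM in 1 cell.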

Twenty-six of 53 (49.1%) neonatal OHC genes, including *Insm1* (red arrow in Figure 6—figure supplement 6A), were found to be highly expressed in OHC-like cells; 21/53 (39.6%) of them, including *Bcl11b, Bmp2* and *Bmp7*, were expressed at low levels in these cells. Notably, *Bcl11b* is thought to be required for healthy stereocilia development (gray arrow in Figure 6—figure supplement 6A), as development of stereocilia in OHCs are defective in heterozygous *Bcl11b^±^* mice (Okumura et al., 2011). 

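The 6 neonatal OHC genes that met 1 criterion were Tmem65, Cryab, Calca, Efna5, Pkn3 and Veph1, and each of them met the criterion on the mean. These genes were named because of this outcome. Their means rested on few cells. Cryab averaged 351 ± 1149 TPM (SD, n = 11) with 2 cells over 16 TPM, and Tmem65, with 5 cells over 16 TPM, averaged 18.5 ± 16.8 TPM (SD, n = 11). Without OHC-like cell 4, 7 genes met 1 criterion and 20 met neither.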

Only one of the two criteria were met in 6/53 (11.3%) genes (green arrows in Figure 6—figure supplement 6A). The numerical TPM values of these categories of neonatal OHC genes in OHC-like cells were included in Supplementary file 5. Together, based on the selected 53 OHC genes analyzed, the overall similarity between all the 11 OHC-like cells and neonatal OHCs is ~50%.

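The same criteria were applied to the other groups. Of the 53 neonatal OHC genes, 27 were highly expressed in nascent HCs, 19 in SCs failing to become HCs, 17 in WT_P60 SCs and 10 in WT_P30 OHCs. Of the 26 genes highly expressed in OHC-like cells, 15 were also highly expressed in WT_P60 SCs and 11 were not.

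**Figure D3:**
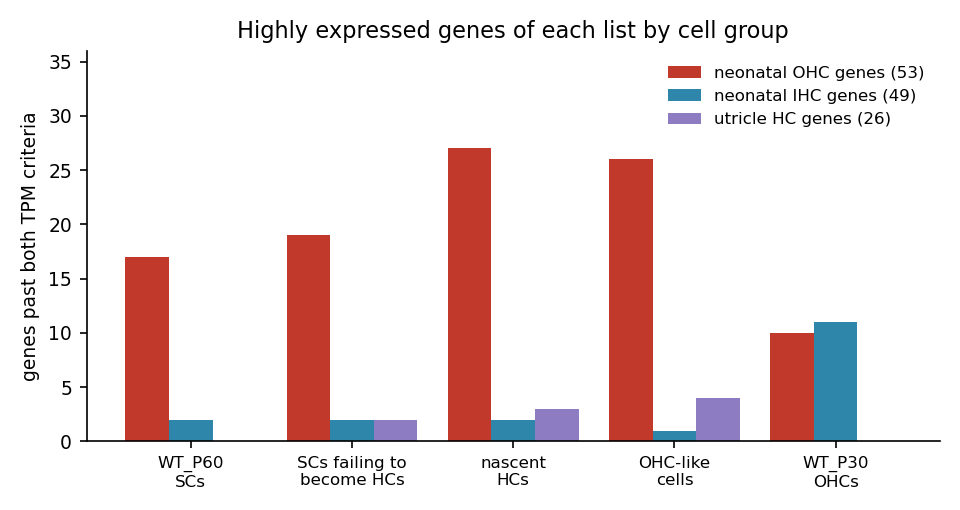
Number of the neonatal OHC, IHC and utricle HC genes that met both criteria, for each of the 5 groups of cells. Of 53 neonatal OHC genes, OHC-like cells highly expressed 26 and WT_P60 SCs 17.

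From the share of the 53 genes, the paper states a similarity of OHC-like cells to neonatal OHCs.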

As OHC-like cells only highly expressed about half of WT_P1 OHCs characteristic genes, we asked whether there was any overlap with neonatal IHC or vestibular HC-specific genes. Akin to before, based on three previous studies (Burns et al., 2015; Kolla et al., 2020; Wiwatpanit et al., 2018), 49 neonatal IHC and 26 utricle HC characteristic genes were further analyzed (Figure 6—figure supplement 6B). The same two criteria as above were applied to dictate whether a gene was expressed at a high or low level in OHC-like cells. 

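Of 49 neonatal IHC genes, 1 met both criteria in OHC-like cells (2.0%, Wilson 95% interval 0.4% to 10.7%). This was Camk2n1, at 22.2 ± 16.4 TPM (SD, n = 11) and over 16 TPM in 6 cells. With a threshold of 32 TPM there were 0, and with 8 TPM there were 2. A further 4 genes met 1 criterion and 44 met neither. In WT_P30 OHCs, 11 of the 49 genes met both criteria, among them Camk2n1.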

None 0/49 (0%) of neonatal IHC-specific genes were expressed at a high level in OHC-like cells. Among the 26 neonatal utricle HC-specific genes, 4/26 (35.4%) were expressed at high levels in OHC-like cells, including *F730043M19Rik, Cfap161, Nme9,* and *1700001L19Rik* (red arrows in Figure 6—figure supplement 6B). 

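The same 4 utricle HC genes met both criteria in OHC-like cells, which is 15.4% of 26 (Wilson 95% interval 6.2% to 33.5%). The mean levels were 30.5 ± 27.9 TPM (SD, n = 11) for F730043M19Rik, 60.3 ± 80.2 TPM for Cfap161, 84.0 ± 88.6 TPM for Nme9 and 154 ± 149.6 TPM for 1700001L19Rik, and the numbers of cells over 16 TPM were 8, 6, 7 and 11 of 11. Exons of F730043M19Rik overlap an annotated gene on the other strand. None of the 26 genes met both criteria in WT_P30 OHCs or WT_P60 SCs, while 3 did in nascent HCs. 1700001L19Rik was over 16 TPM in 6 of 16 WT_P60 SCs as well.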

As an internal reference, we also included nine genes, including *Slc26a5* and *Ocm*, that were highly expressed in OHC-like cells (marked by red line in Figure 6—figure supplement 6B). The numerical TPM values of these neonatal IHC and utricle HC-specific genes were included in Supplementary file 6. Taken together all the gene profiling results, we concluded that OHC-like cells resemble neonatal OHCs and not neonatal IHCs or utricle HCs.

### OHC-like cells are far less differentiated than adult wild-type OHCs

To complete our transcriptomic survey of OHC-like cells, we compared their expression patterns to mature P30_WT OHCs (Figure 6—figure supplement 7A). In total, 1998 genes were significantly higher in OHC-like cells than in P30_WT OHCs. 

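Compared with the 17 WT_P30 OHCs, 1145 genes were higher in the 11 OHC-like cells. The genes with the smallest adjusted p were Mbnl2, Cmtm8 and Cdh1, which were at least 338-fold, 204-fold and 752-fold higher and had no count in any WT_P30 OHC. All 3 were detected in 16 of 16 WT_P60 SCs. OHC-like cells had 3258 more detected genes per cell than WT_P30 OHCs (2-sided permutation test, p = 2e-05, the smallest that the resamples can give). With the number of detected genes as a covariate, 293 genes were called higher. The median log2 fold change of all tested genes was 0.61 with TMM and 0.35 with library size only, and 1065 genes were called higher with the latter.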

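Of the 1145 genes higher in OHC-like cells than in WT_P30 OHCs, 763 (66.6%) were among the 1184 SC genes, against 118.5 for random lists of these sizes. These were 64.4% of the SC genes. Groups simulated from unchanged WT_P30 OHCs, which share these controls, called at most 1 higher gene in 20 simulations and overlapped in 0 genes, which says nothing on the overlap. Groups drawn from WT_P60 SCs overlapped in a median of 1022 (1012 to 1045). Fgfr3 was at 315 ± 146 CPM (SD, n = 11) in OHC-like cells, 14.8 ± 42.4 CPM (SD, n = 17) in WT_P30 OHCs and 765 ± 432 CPM (SD, n = 16) in WT_P60 SCs, with a log2 fold change of 4.41 over WT_P30 OHCs (standard error 1.04, adjusted p = 0.000597 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in 10 of 15 settings. Its exons overlap a gene on the other strand. Id1, at 276 ± 185 CPM (SD, n = 11) in OHC-like cells and 75.4 ± 110 CPM (SD, n = 16) in WT_P60 SCs, had a log2 fold change of 7.12 over WT_P30 OHCs (standard error 1.31), and Id2, at 3102 ± 1280 CPM (SD, n = 11) and 1423 ± 856 CPM (SD, n = 16), one of 4.88 (standard error 0.79). Each of these was called in 13 of 15 settings.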

Of note, 67% (1339/1998) of these were overlapped with SC genes including *Fgfr3, Id1,* and *Id2* (purple arrows in Figure 6—figure supplement 7A and Supplementary file 7), most likely due to the persistent expression of these SC genes that were not able to be downregulated in the converted OHC-like cells. These remaining SC genes likely represented key barriers preventing OHC-like cells from undergoing further maturation.

Conversely, 361 genes were expressed at a significantly lower level in OHC-like cells as compared to WT_P30 OHCs. 

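In the fit of all groups, 66 genes were lower in OHC-like cells than in WT_P30 OHCs. The 3 with the smallest adjusted p were Gm5737, at least 1950-fold lower, Faim2, at least 477-fold lower, and Rn7sk, with a log2 fold change of -6.57 (standard error 0.87, adjusted p = 7.9e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rn7sk is a noncoding RNA gene and was at 2321 ± 2775 CPM (SD, n = 17) in WT_P30 OHCs, so its level varied widely between those cells. DESeq2 called 365 genes lower. A fit of only these 2 groups called 57 lower and 59 higher, of 6721 genes tested.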

Notably, 49.6% (179/361) of these were overlapped with OHC-enriched genes, including *Slc26a5* (Prestin), *Kcna10,* and *Lmo7* (green arrows in Figure 6—figure supplement 7A). 

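Of these 66 genes, 43 (65.2%) were among the 568 OHC genes, against 3.3 for random lists of these sizes. Groups simulated from unchanged WT_P30 OHCs called no lower gene and so overlapped in 0, and groups drawn from WT_P60 SCs in a median of 257.5 (249 to 267). Slc26a5 was at 1698 ± 491 CPM (SD, n = 17) in WT_P30 OHCs, a log2 fold change of -4.64 in OHC-like cells (standard error 1.01, adjusted p = 0.000212 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcna10 was at 2155 ± 1295 CPM (SD, n = 17) in WT_P30 OHCs and 16.1 ± 36.3 CPM (SD, n = 11) in OHC-like cells, of which 3 had it, a log2 fold change of -7.07 (standard error 1.69, adjusted p = 0.000856, same edgeR test), and it was called in 9 of 15 settings. Lmo7 was at 1613 ± 967 CPM (SD, n = 17) and 62.1 ± 90.1 CPM (SD, n = 11). Its log2 fold change of -4.70 (standard error 1.41, adjusted p = 0.00963, same edgeR test) was not called, and it was called in 4 of 15 settings, DESeq2 among them. Tmc1 was detected in 2 of 11 OHC-like cells, and Ocm in 7 of 11 at 1115 ± 1905 CPM (SD) against 27940 ± 8789 CPM (SD, n = 17) in WT_P30 OHCs.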

Relevantly, *Lmo7* mutant mice have been reported to show abnormalities in HC stereocilia (Du et al., 2019) and *Kcna10* mutants exhibit mild auditory dysfunction (Lee et al., 2013). Thus, the relatively low expression of these functional proteins might account in part for the immature status of the new OHC-like cells. Supplementary file 7 contained the complete list of genes differently expressed genes between OHC-like cells and WT_P30 OHCs. GO analysis results showed that genes expressed at higher levels in OHC-like cells were associated with cell adhesion (Figure 6—figure supplement 7B). The complete gene list associated with the GO cell adhesion category could be found in Supplementary file 8.

To conclude, the current differentiation or cell fate conversion status of the OHC-like cells was simply summarized in Figure 7, more manipulations are still needed to further promote maturation of OHC-like cells. Decreasing the remaining SC genes and/or increasing OHC genes represent actionable and promising avenues.

**Figure 7.**
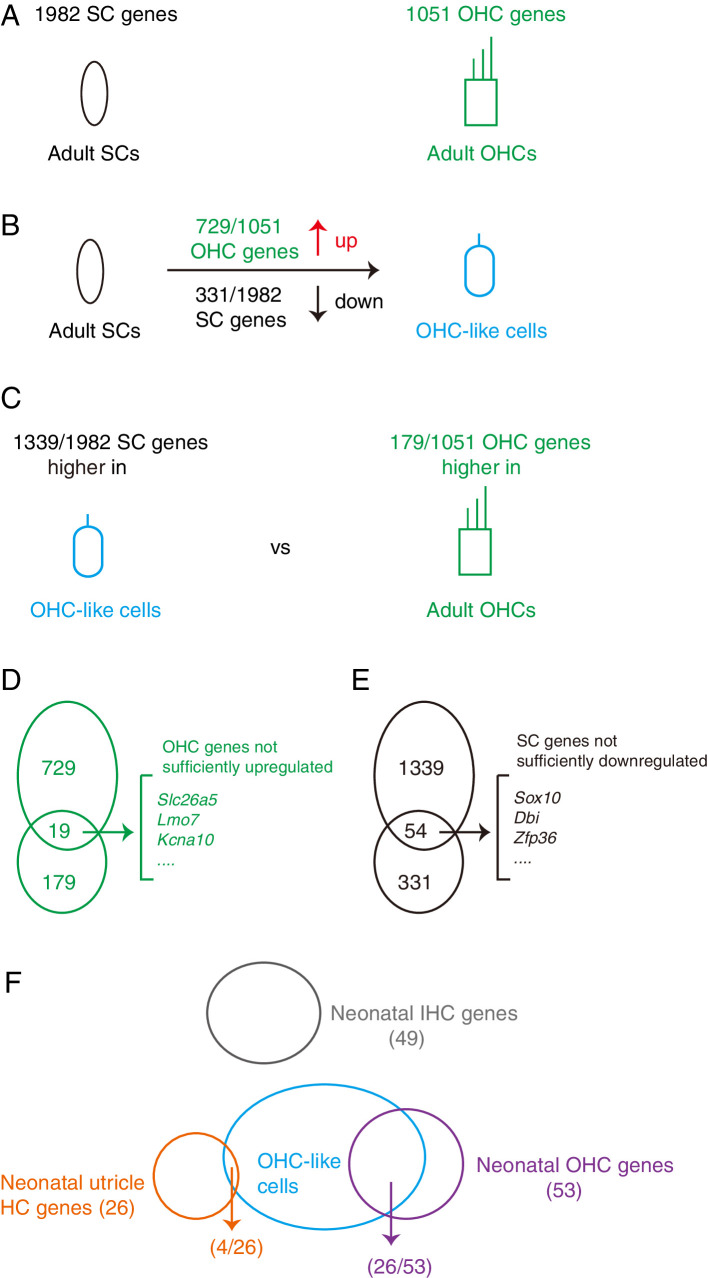
Summary of the differentiation status of the OHC-like cells. (**A**) Comparison of transcriptomic profiles revealed 1982 SC and 1,051 OHC differentially expressed genes. (**B**) Compared to adult SCs, OHC-like cells upregulated 729 OHC genes and downregulated 331 SC genes, thus having become more OHC-like and less SC like. (**C**) Compared to adult OHCs, OHC-like cells expressed 1339 SC genes at higher levels, and 179 OHC genes at lower levels, showing that OHC status had not yet been achieved. (**D**) 19 OHC genes intersected between the upregulated 729 OHC genes (as compared to adult SCs) and the under-expressed 179 OHC genes (as compared to adult OHCs), suggesting that although these genes were up-regulated in OHC-like cells, their expression levels were still lower than that expected for adult OHCs. (**E**) Similar to (**D**), 54 SC genes overlapped between 1339 and 331 SC genes that were found to be at higher levels than expected for adult OHCs, but at lower levels than expected for adult SCs. These SC genes had thus successfully been downregulated, but not sufficiently so to reach the low levels in adult OHCs. (**F**) OHC-like cells expressed 26 of the 53 neonatal OHC genes, but only expressed 4 of the 26 neonatal utricle HC genes and did not express any neonatal IHC genes.

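In the fit of all groups, 3 OHC genes were raised over WT_P60 SCs in OHC-like cells and still below WT_P30 OHCs. They were Chst2, Kcna10 and Slc26a5. Likewise, 3 SC genes, Cav1, Dbi and Extl1, were lowered and still above WT_P30 OHCs. Chst2, Cav1 and Extl1 were named because of this outcome. The level of Chst2 in OHC-like cells rested on few cells, at 1.69 ± 5.58 TPM (SD, n = 11) with 1 cell over 16 TPM. Without OHC-like cell 4 the intersections held 2 OHC genes and 4 SC genes. Of the other SC genes that the paper names here, Sox10 was detected in 1 of 11 OHC-like cells and was called in neither comparison (adjusted p of 0.00152 against WT_P60 SCs and 0.0368 against WT_P30 OHCs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zfp36 had a log2 fold change of 11.23 over WT_P30 OHCs (standard error 1.09, adjusted p = 1.78e-13, same edgeR test), and that against WT_P60 SCs, -2.66 (standard error 0.87, adjusted p = 0.0261, same edgeR test), was not called. With so few genes in each intersection the counts moved with the test, to 19 and 53 genes under DESeq2, and with the number of detected genes as a covariate both were 0.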

## Discussion

In summary, the merit of our study lies in the demonstration of effective conversion of adult cochlear SCs (mainly PCs and DCs) into Prestin+ OHC-like cells after OHC damage in vivo. This experimental paradigm is clinically relevant and suggests that *Atoh1* and *Ikzf2* are candidate therapeutics for OHC regeneration.

### Potential roles of Atoh1 and Ikzf2 in cell-fate transition from adult cochlear SCs into OHC-like cells

During normal HC development, Atoh1 is expressed for approximately 1 week, beginning at the basal end of the cochlea and progressively extending to the apex; expression is then down-regulated following the same temporal basal-to-apical sequence. During this period, Atoh1 is reported to be involved in at least three age-dependent processes: (1) specifying general HC fate, (2) maintaining the survival of HC progenitors (short term) and OHCs (long term), and (3) organizing the formation of hair bundles (Bermingham et al., 1999; Cai et al., 2013; Woods et al., 2004). While *Atoh1* is sufficient to convert neonatal PCs and DCs into HCs (Liu et al., 2012a), it is insufficient to do so in adults. Ikzf2 alone also cannot convert adult SCs into HCs but the combination both *Atoh1* and *Ikzf2* is synergistic and can do so in adults. Whether these effects are similar to the synergistic effects between Atoh1 and Pou4f3, which were recently reported during normal cochlear HC development (Yu et al., 2021), will require further investigation.

Ikzf2 is necessary for OHC maturation, and an Ikzf2 point-mutation model, Ikzf2 ^cello/cello^, displays early-onset hearing loss and diminished Prestin expression; dual to this, ectopic Ikzf2 induces Prestin expression in IHCs (Chessum et al., 2018). Whether Prestin is a direct target of Ikzf2 is unclear, but the onset of Ikzf2 expression at neonatal ages and its specific and permanent expression in OHCs suggest that Ikzf2 is a key TF required to specify and maintain the OHC fate and/or repress the IHC fate. Therefore, we speculate that Ikzf2 was responsible for directing nascent HCs into the OHC differentiation track. In accord with this, Ikzf2 alone was able to induce Prestin expression in wild-type IHCs but not adult SCs, likely due to that IHCs are already in the general ‘HC differentiation track’ and thus more are poised to express OHC genes. In contrast to the ability of Atoh1, which takes approximately three weeks to convert SC to HC fate in the neonatal cochlea (Liu et al., 2012a), the combined effects of Atoh1 and Ikzf2 in mediating this cell-fate switch in the adult cochlea occurred within a shorter time window (approximately 12 days). This could be a result of the synergistic actions between Atoh1 and Ikzf2.

### Active OHC death promotes transformation from adult SCs into OHC-like cells

In our study, DT treatment led to selective OHC death, which was defined as active OHC death. In opposition to this, OHC death occurred as a side effect of overexpressing Ikzf2 alone or Ikzf2 and Atoh1 concurrently (Figure 2), which we refer to as passive OHC death. While the detailed mechanisms are unclear, passive OHC death has been observed in multiple instances upon: (1) overexpressing Atoh1 in neonatal or juvenile cochlear SCs (Liu et al., 2012a), (2) triggered neonatal SC proliferation (Liu et al., 2012b), and (3) conditional SC damage at postnatal ages (Mellado Lagarde et al., 2013; Mellado Lagarde et al., 2014). Our data showed that only OHC death that was ‘active’ could significantly increase numbers of OHC-like cells upon Atoh1 and Ikzf2 overexpression in adult SCs (Figure 4I).

How to interpret the differential effects of active and passive OHC death? It is known that DT, but not neomycin, induced HC death can trigger Wnt-dependent HC regeneration from SCs in neonatal mice (Hu et al., 2016). This exemplifies that the precise way that HC dies can drastically affect how cochlear SCs respond to HC death. DT treatment causes cell membrane rupture leading to the release of cellular components in the extracellular space. We speculated that SCs overexpressing Atoh1 and Ikzf2 responded favorably to yet unidentified factors released from OHCs during active cell death. Such factors may not be made accessible to SCs upon passive OHC death.

We also conjectured that the timing of OHC active death in relation to the SC cellular status was likely the key. When active OHC death occurred by DT injection, Atoh1 and Ikzf2 had already been overexpressed in adult SCs for 6 days (Figure 4B). This particular temporal coupling may have permitted those adult SCs to respond more favorably to the unidentified factors released from nearby dying OHCs, to ultimately become OHC-like cells. When no active death was induced, and instead OHCs died passively due to secondary effect of ectopic Atoh1 and Ikzf2 expression, it may have been the timing between SC gene induction and OHC death that was unfavorable. Future studies will be needed to determine the main contributing factors dictating conversion efficiency or whether these hypothesis have any ground at all.

### Degree of cell fate conversion of the OHC-like cells

By comparing the transcriptomic profiles between adult endogenous OHCs and SCs, we identified 1051 OHC and 1982 SC genes, respectively (Figure 6—figure supplement 1A and Supplementary file 1). We then used the degree of OHC gene upregulation and SC gene downregulation to estimate the extent of cell fate conversion from adult SCs to OHC-like cells (Figure 7A). Promisingly, relative to adult SCs (primarily PCs and DCs), 69.4% (729/1051) of OHC genes were significantly up-regulated in OHC-like cells (Figure 7B). A more limited number of SC genes, 16.7% (331/1982), were significantly down-regulated in OHC-like cells (Figure 7B). It appears that our reprogramming manipulations were more efficient at endowing OHC-like status to SCs, than ‘erasing/making them forget’ their SC status.

To compare the transcriptomic profiles between OHC-like cells and adult endogenous OHCs, we selected endogenous OHCs at P30, but not P60, because OHC-like cells were derived from SCs at P30 and thus their intrinsic age might be ~P30, although the mice were analyzed at P60. Nevertheless, cochlear development is complete by P30, and wild-type OHCs at P30 and P60 are expected to differ minimally. Consistently, it is reported that transcriptomic profiles of adult cochlear SCs at P60 and P120 are indistinguishable from each other (Hoa et al., 2020). Thus, compared to adult endogenous OHCs, 17% (179/1051) of OHC genes were expressed at lower levels in OHC-like cells (Figure 7C). A substantial proportion of SC genes 67.6% (1339/1982) remained expressed at much higher level in OHC-like cells than that in adult endogenous OHCs (Figure 7C). In addition, 19 OHC genes, including *Slc26a5, Lmo7,* and *Kcna10*, were not sufficiently up-regulated in OHC-like cells (Figure 7D). Notably, Ocm was not included in the 19 OHC genes, suggesting that Ocm was better upregulated than *Slc26a5* in the OHC-like cells. Likewise, 54 SC genes, including *Sox10, Dbi,* and *Zfp36,* were not sufficiently downregulated in OHC-like cells (Figure 7E).

In logic accord to only finding moderate transcriptomic similarities between OHC-like cells and adult endogenous OHCs, we identified stronger similarities with neonatal OHCs via different approaches (Figure 7F). Firstly, our integrated UMAP analysis embedded OHC-like cells closest to WT_P1 OHCs. Secondly, we found that OHC-like cells had upregulated 26 of the 53 known characteristic neonatal OHC genes. For instance, *Insm1* was upregulated but not *Bcl11b* (Figure 6—figure supplement 6A). This was consistent with that *Insm1* is turned on earlier than *Bcl11b* during OHC development (Wiwatpanit et al., 2018).

We also investigated how similar OHC-like cells were to neonatal IHCs or utricle HCs. To do this, we first identified genes specifically enriched in neonatal IHCs or utricle HCs (Figure 6—figure supplement 6B) and extracted their expression level in OHC-like cells. We found that neonatal IHC and utricle HC-specific genes were minimally expressed, if at all, in OHC-like cells. In addition, we noted that *Cfap161*, one of the four neonatal utricle HC genes expressed in OHC-like cells, is recently reported to be expressed in many cells with cilia structure including cochlear HCs via immunostaining assay (Beckers et al., 2021). Such discrepancies may be due to difference in the sensitivity of different techniques used. In addition, the current HC subtype specific genes were selected from three studies, but it is always challengeable and has limitations to compare data from different studies, especially the data are generated by different sequencing methods (Kolla et al., 2020). Nevertheless, more detailed gene profiling studies of different inner ear HCs at various developmental ages are needed to more precisely define some markers of individual HC subtypes.

Despite many OHC genes were significantly upregulated, numerous SC genes were retained in the OHC-like cells. Then, how best to define the cellular status of OHC-like cells? Alternatively, are they more akin to OHCs or new hybrid OHCs/SCs taking a novel differentiation path? In our mind, there is no consensus yet to these questions, but great scope for exploration and discovery. We postulate that transcriptomic assays alone will likely be insufficient to define what constitutes a cell type for our purposes. Macro properties such as anatomical features, especially hair bundle structure in apical surface of HCs, as well as electrophysiological properties, will need to be measured. With that said, the most indisputable proof of an OHC cell state should be hearing recovery after OHC damage. In summary, our data supported that OHC-like cells resemble neonatal OHCs and not neonatal IHCs or utricle HCs.

### Potential future approaches to promote more complete differentiation of OHC-like cells

How to further promote differentiation of these OHC-like cells? This is the key question as the ultimate goal is to convert adult cochlear SCs into functional OHCs. To begin with, *Atoh1* is only transiently expressed in cochlear OHCs during normal development (Cai et al., 2013; Driver et al., 2013; Matei et al., 2005). However, our model induced permanent Atoh1 expression, potentially hindering maturation of OHC-like cells. Therefore, transient Atoh1 expression combined with permanent Ikzf2 expression may be the focus of future work.

In conjunction, we speculated that combining other candidate genes, together with *Atoh1* and *Ikzf2*, would likely drive OHC-like cells to further mature. Promising candidate genes could include ones necessary for hair bundle organization and growth, as our results highlighted the reduced number and deformity of the stereocilia in OHC-like cells (Figure 5). For instance, the neonatal OHC gene *Bcl11b* was missing in OHC-like cells (gray arrows in Figure 6—figure supplement 6A) and heterozygous *Bcl11b^±^* mice exhibit impaired formation of hair bundles in OHCs (Okumura et al., 2011). Simultaneous expression *Atoh1, Ikzf2,* and *Bcl11b* might therefore have higher reprogramming efficiency than Atoh1 and Ikzf2. Encouragingly, OHC-like cells did express multiple MET-channel-related proteins such as *Cib2* and *Tmc1* (Jia et al., 2020; Li et al., 2019; Pan et al., 2013). This aligned with the previous report that MET-channel assembly does not require normal hair bundle morphology (Cai et al., 2013).

As hair bundles mostly develop after birth, we also hypothesized that genes crucial for hair bundle organization are likely to be differentially expressed between P1 and P14/P30 OHCs. In terms of phenotypic assessment of functional hair bundles, rapid loss-of-function test will be performed following the protocols described in our previous pilot studies (Wang et al., 2021; Zhang et al., 2018). The phenotypes we hope to focus on will include shorter or disorganized OHC hair bundles, and ones with reduced numbers of OHC hair bundles at P14 or P30. Finally, we took note of the many SC genes expressed in OHC-like cells, including *Fgfr3, Id1,* and *Id2* (Supplementary file 7). Fgf signaling is known to be involved in SC fate maintenance (Doetzlhofer et al., 2009; Jacques et al., 2007; Shim et al., 2005). Id gene family is known to repress HC formation by negatively regulating *Atoh1* (Jones et al., 2006). Decreasing Fgfr3 and Id1/2 may promote further maturation of OHC-like cells.

In summary, our current study provided a genetic model for OHC damage and subsequent regeneration in adult mouse cochlea. Building on this model and adding further genetic manipulations represent a promising avenue to regenerate functional OHCs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus. musculus*)	FVB-Tg(Atoh1-cre/ERT)1Sbk/Mmnc	MMRRC	Stock#:029581-UNC	RRID:MMRRC_029581-UNC
Genetic reagent (*Mus. musculus*)	Tg(Fgfr3-icre/ERT2)4-2Wdr	Jackson Lab	Stock#:025809	RRID:IMSR_JAX:025809
Genetic reagent (*Mus. musculus*)	Ai9	Jackson Lab	Stock#:007909	RRID:IMSR_JAX:007909
Genetic reagent (*Mus. musculus*)	*Slc26a5^CreER/+^*		Fang et al., 2012	PMID:21954035
Genetic reagent (*Mus. musculus*)	CAG-LSL-*Atoh1+*		Liu et al., 2012a	PMID:22573682
Genetic reagent (*Mus. musculus*)	*Rosa26^CAG-LSL-Ikzf2/+^*	Jackson Lab	Stock#:036272	Knock-in mouse line that will be available soon
Genetic reagent (*Mus. musculus*)	*Slc26a5^DTR/+^*	Jackson Lab	Stock#:036271	Knock-in mouse line that will be available soon
Antibody	anti-HA (Rat monoclonal)	Roche	Cat.#:11867423001	RRID:AB_390918
Antibody	anti-Prestin (Goat polyclonal)	Santa Cruz	Cat.#:sc-22692	RRID:AB_2302038
Antibody	anti-Myosin-VI (Rabbit polyclonal)	Proteus Bioscience	Cat.#:25–6791	RRID:AB_2314836
Antibody	anti-Myosin-VIIa (Rabbit polyclonal)	Proteus Bioscience	Cat.#:25–6790	RRID:AB_10015251
Antibody	anti-Insm1 (Guinea pig)	A kind gift from Dr. Shiqi Jia and Dr. Carmen Birchmeier	Jia et al., 2015	PMID:25828096
Antibody	anti-Parvalbumin (Mouse monoclonal)	Sigma-Aldrich	Cat.#:P3088	RRID:AB_477329
Antibody	anti-Rbm24 (Rabbit polyclonal)	Proteintech	Cat.#:18178–1-AP	RRID:AB_2878513
Antibody	anti-Calbindin (Rabbit monoclonal)	Sigma-Aldrich	Cat.#:C9848	RRID:AB_2314067
Antibody	anti-vGlut3 (Rabbit polyclonal)	Synaptic System	Cat.#:135,203	RRID:AB_887886
Antibody	anti-Ocm (Rabbit)	Swant	Cat.#:OMG4	RRID:AB_10000346
Antibody	anti-Slc7a14 (Rabbit polyclonal)	Sigma-Aldrich	Cat.#:HPA045929	RRID:AB_2679501
Antibody	anti-Ctbp2(Mouse monoclonal)	BD Biosciences	Cat.#:612,044	RRID:AB_399431
Commercial assay, kit	SMART-Seq HT Kit	Takara	Cat.#:634,437	For reverse-transcription and cDNA amplification
Commercial assay, kit	TruePrep DNA Library Prep Kit V2 for Illumina	Vazyme	Cat.#:TD503-02	For sequencing library construction
Commercial assay, kit	TruePrep Index Kit V2 for Illumina	Vazyme	Cat.#:TD202	For sequencing library construction (index)

### Generation of *Rosa26^CAG-LSL-Ikzf2/+^* and *Slc26a5^DTR/+^* knock-in mouse strains using CRISPR/Cas9

The *Rosa26*-CAG-Loxp-stop-Loxp-Ikzf2*3xHA-T2A-Tdtomato/+ (*Rosa26^CAG-LSL-Ikzf2/+^*) knock-in mouse strain was produced by co-injecting one sgRNA against the *Rosa26* locus (5ʹ-actccagtctttctagaaga-3ʹ)*, donor DNA* (Figure 1—figure supplement 1), and *Cas9* mRNA into one-cell-stage mouse zygotes. A similar approach was followed to generate the *Slc26a5*-P2A-DTR/+ (*Slc26a5^DTR/+^*) knock-in mouse line. In this case, sgRNA targeting the *Slc26a5* (Prestin) locus was used: 5ʹ-CGAGGCATAAAGGCCCTGTA-3ʹ. Information regarding the donor DNA is described in Figure 3—figure supplement 1. F0 mice of both strains were screened for potential successful insertion by performing junction PCR; this was followed by crossing the positive F0 mice with wild-type C57BL/6 mice to assess the germ-line status and to produce stable F1 mice. F1 mice was further confirmed via junction PCR. Moreover, lack of random insertion of donor DNA in the genome of these F1 mice was confirmed using Southern blotting (Figure 1—figure supplement 1D,E and Figure 3—figure supplement 1D,E), which was performed according to our previously published protocol (Li et al., 2018b). Both mouse strains were PCR-genotyped using tail DNA (representative gel images of PCR products were presented in Figure 1—figure supplement 1F and Figure 3—figure supplement 1F). Details regarding primer sequences can be found in Supplementary file 9. All mice were bred and raised in SPF-level animal rooms, and animal procedures were performed according to the guidelines (NA-032–2019) of the IACUC of Institute of Neuroscience (ION), CAS Center for Excellence in Brain Science and Intelligence Technology, Chinese Academy of Sciences.

### Sample processing, histology, and immunofluorescence assays, and cell counting

Adult mice were anesthetized and sacrificed during which hearts were perfused with 1× phosphate-buffered saline (PBS) and fresh 4% paraformaldehyde (PFA) to completely remove blood from the inner ear. Inner ear tissues were then carefully dissected out, re-fixed with fresh 4% PFA overnight at 4°C, and washed thrice with 1× PBS. The tissues were decalcified first with 120 mM EDTA for 2 days at 4°C until they were soft enough for micro-dissection and whole-mount preparation. Immunostaining was then performed with the following primary antibodies: anti-HA (rat, 1:200, 11867423001, Roche, RRID:AB_390918), anti-Prestin (goat, 1:1000, sc-22692, Santa Cruz, RRID:AB_2302038), anti-Myo6 (rabbit, 1:500, 25–6791, Proteus Bioscience, RRID:AB_2314836), anti-Myo7a (rabbit, 1:500, 25–6790, Proteus Bioscience, RRID:AB_10015251), anti-Ocm (rabbit, 1:500, OMG-4, Swant, RRID:AB_10000346), anti-Insm1 (guinea pig, 1:6000; a kind gift from Dr. Shiqi Jia from Jinan University, Guangzhou, China, and Dr. Carmen Birchmeier from Max Delbrück Center for Molecular Medicine, Berlin, Germany) (Jia et al., 2015), anti-Ctbp2 (mouse, 1:500, 612044, BD Bioscience, RRID:AB_399431), anti-Parvalbumin (mouse, 1:500, P3088, Sigma-Aldrich, RRID:AB_477329), anti-Rbm24 (rabbit, 1:500, 18178–1-AP, Proteintech, RRID:AB_2878513), anti-Slc7a14 (rabbit, 1:500, HPA045929, Sigma-Aldrich, RRID:AB_2679501), anti-Calbindin (rabbit, 1:500, C9848, Sigma-Aldrich, RRID:AB_2314067), and anti-vGlut3 (rabbit, 1:500, 135203, Synaptic System, RRID:AB_887886). Cochlear tissues were counterstained with Hoechst 33,342 solution (1:1000, 62249, Thermo Scientific, RRID:AB_2651135) to visualize nuclei, and were mounted with Prolong gold antifade medium (P36930, Thermo Scientific, RRID: SCR_015961). Nikon C2, TiE-A1, and NiE-A1 plus confocal microscopes were used to capture images.

Each whole-mount preparation of individual cochlear duct was divided into three parts and imaged at 10× magnification using a confocal microscope. In each acquired image, a line was drawn passing through the center of the IHCs and OHCs to measure the full length of each cochlear duct. They were then divided into basal, middle, and apical portions of equal length. To assess the extent of OHC death in the *Slc26a5^DTR/+^* model (Figure 3), the ratio of the OHC to IHC numbers was used as a proxy as IHC were not affected by DT treatment. To this end, OHC and IHC numbers within a scanning region (60×, confocal microscopy) were computed. This was repeated for two areas in each cochlear turn and mean number was calculated. To count Prestin+ IHCs in Atoh1-CreER+; *Rosa26^CAG-LSL-Ikzf2/+^* mice (Figure 1D), and Tdtomato+/HA+ cells, OHC-like cells, and nascent HCs in Fgfr3-Atoh1-Ikzf2 and Fgfr3-Atoh1-Ikzf2-DTR mice (Figures 2 and 4), the entire cochlear duct of each mouse was scanned to minimize variation between different replicates (60×, confocal microscope) and cells were counted manually. All cell counting data were presented as means ± SEM. Statistical analyses were performed using one-way ANOVA, followed by a Student’s t-test with Bonferroni correction. All statical analyses were implemented using GraphPad Prism 6.0.

### Single-cell RNA sequencing and bioinformatic analysis

Single-cell RNA sequencing was performed in three different mouse lines; each time the cells of interest were identifiable by Tdtomato expression. Cells originated: (1) from P30 *Slc26a5^CreER/+^*; Ai9/+ mice that were injected with tamoxifen at P20 and P21; in this case, Tdtomato+ cells were exclusively OHCs due to selective Cre expression in OHCs (Fang et al., 2012). (2) from P60 Fgfr3-iCreER+; Ai9/+ mice that were administered tamoxifen at P30 and P31; in this instance, Tdtomato+ cells within the cochlear sensory epithelium were SCs (primarily PCs and DCs) according to our previous reports (Liu et al., 2012a; Liu et al., 2012b). (3) from P60 Fgfr3-Atoh1-Ikzf2-DTR mice that were administered tamoxifen at P30 and P31 and then DT at P36. In this case, Tdtomato+ cells within the cochlear sensory epithelium included OHC-like cells, nascent HCs, and SCs failing to become HCs.

The cochlear sensory epithelium from each mouse was dissected out, digested, and single-cell suspensions were prepared according to our previously described protocol (Li et al., 2020b). All the aforementioned Tdtomato+ cells were picked under a fluorescence microscope (M205FA, Leica) as illustraed in Figure 6A. We picked 17 wild-type adult OHCs at P30, 16 wild-type adult SCs at P60, and 42 Tdtomato+ cells from the Fgfr3-Atoh1-Ikzf2-DTR model at P60 (Figure 6D). Once the cells were picked, they were immediately subjected to reverse-transcription and cDNA amplification using a Smart-Seq HT kit (Cat# 634437, Takara). The cDNAs (1 ng each) were tagmented using a TruePrep DNA Library Prep Kit V2 for Illumina (Cat# TD503-02, Vazyme) and a TruePrep Index Kit V2 for Illumina (Cat# TD202, Vazyme). The final libraries were subject to paired-end sequencing on the Illumina Novaseq platform. Each library was sequenced leading to 4 G of raw data.

FastQC (v0.11.9) and trimmomatic (v0.39) were used for quality control of raw sequencing data. High-quality mapping to the mouse reference genome (GRCm38) was achieved for 70–80% of the reads using the Hisat2 (v2.1.0) program with default parameters. Raw counts were calculated using HTSeq (v0.10.0), and gene-expression levels were estimated by using StringTie (v1.3.5) with default parameters. Gene abundances were presented as transcript per million (TPM) values. Differentially expressed genes (DEGs) were analyzed using R package ‘DESeq2’ (p<0.001, absolute value of (log2 fold change) > 2). Based on the identified DEGs, biological process enrichment was evaluated (p<0.001, adjusted using FDR correction) by using DAVID (Database for Annotation, Visualization and Integrated Discovery). Extensive quality checks of the data were carried out throughout the analyses. Detailed information regarding mapping rate to mouse genome, neumbers of detected genes with TPM > 1 and TPM > 10, as well as cell names and their corresponding cell identities could be found in Supplementary file 10. The raw data generated from this single-cell RNA sequencing study is accessibly in the GEO (Gene Expression Omnibus) database under Accession No. GSE161156.

To analyze the previously published RNA-seq data of wild-type OHCs at E16, P1, and P7 in a recent study (Kolla et al., 2020), the Seurat processing pipeline (R package v3.0) was applied. To adequately compare the transcriptomic profiles obtained from 10× genomics and smartseq methods, we first integrated them by using the Seurat functions ‘SCTransform’, ‘FindIntegrationAnchors’ (k.filter = 30), and ‘IntegrateData’. Principal component analysis (PCA) was performed by executing the ‘RunPCA’ function, and the top 20 principal components (PCs) were used for further dimensionality reduction using UMAP (via ‘RunUMAP’). Unsupervised clustering was performed using the ‘FindNeighbors’ and ‘FindClusters’ function (resolution = 0.5 for Figure 6—figure supplement 5A, 0.8 for Figure 6F, or 1.5 for Figure 6D).

Furthermore, E16_WT OHCs were defined as cells in which the expression level of *Insm1, Myo6,* and *Atoh1* were all above zero; P1_WT OHCs were identified as those with above zero expression of *Bcl11b, Myo6, Myo7a,* and *Atoh1*. Finally, cells expressing above zero level of *Slc26a5* (Prestin)*, Myo6, Ocm,* and *Ikzf2* were classified as P7_WT OHCs. Trajectory analysis was performed using Monocle (R package v2.0). Pre-processed Seurat datasets were imported into Monocle. The top 2000 most variable genes identified from the Seurat object were used as data input to Monocle. Cells were ordered along a pseudotime axis by using the ‘orderCells’ function in Monocle. The pseudotime scale in monocle is an arbitrary unit, and it is simulated according to the developmental order (or age/differentiation status) of each cell.

### ABR measurement

ABR were measured in response to the following sound frequencies: 4 k, 5.6 k, 8 k, 11.3 k, 16 k, 22.6 k, and 32 k Hz, following our previously published (Li et al., 2018b). To assess statistical significance between responses of the same frequency between conditions, Student’s t-tests were performed (Figures 3C and 5D).

### Tamoxifen and DT treatment

Tamoxifen (Cat# T5648, Sigma-Aldrich) was dissolved in corn oil (Cat# C8267, Sigma-Aldrich) and injected intraperitoneally at 3 mg/40 g body weight (for P0 and P1 mice) or at 9 mg/40 g body weight (for P20 and P21, and P30 and P31 mice). DT (Cat# D0564, Sigma-Aldrich) dissolved in 0.9% NaCl solution was also delivered through intraperitoneal injection, at a dose of 20 ng/g body weight. The mice were sacrificed at P42, P46, or P60.

### SEM data collection and analysis

SEM was performed following the protocol reported previously (Parker et al., 2016). Briefly, we made holes at the cochlear apex. Cochlear samples were then washed gently with 0.9% NaCl (Cat#10019318, Sinopharm Chemical Reagent Co, Ltd.) and fixed overnight with 2.5% glutaraldehyde (Cat# G5882, Sigma-Aldrich) at 4°C. On the following day, the cochlear samples were washed thrice with 1× PBS and subsequently decalcified using 10% EDTA (Cat# ST066, Beyotime) for 1 day, then refixed for 1 h with 1% osmium tetroxide (Cat#18451, Ted Pella), and subject to a second fixation with thiocarbohydrazide (Cat#88535, Sigma-Aldrich) for 30 min and further fixed fixation for 1 hr with osmium tetroxide. Next, the cochlear samples were dehydrated using a graded ethanol series (30%, 50%, 75%, 80%, 95%; Cat#10009259, Sinopharm Chemical Reagent Co, Ltd.) at 4°C with each incubation step lasting 30 min. The series was completed by fully dehydrating the samples in 100% ethanol (three times, 30 min for each) at 4°C. The cochlear samples were then dried in a critical point dryer (Model: EM CPD300, Leica), after which whole-mount cochlear samples were prepared under a microscope to ensure that hair bundles were facing upward. Finally, samples were treated with a turbomolecular pumped coater (Model: Q150T ES, Quorum). The prepared samples were then scanned using a field-emission SEM instrument (Model: GeminiSEM 300, ZEISS).

## Data Availability

Sequencing data have been deposited in GEO under accession codes: GSE161156. The following previously published datasets were used: Kolla 2020Characterization of cochlear development at the single cell levelNCBI Gene Expression OmnibusGSE137299

How the deposited data were processed for this re-analysis (not part of the article)

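The data were single-cell RNA-Seq libraries of 75 mouse cochlear cells, made with a Smart-Seq kit from cells picked by hand: 17 WT_P30 OHCs, 16 WT_P60 SCs, and 42 Tdtomato+ cells of Fgfr3-Atoh1-Ikzf2-DTR mice at P60, which the authors sorted into 11 OHC-like cells, 16 nascent HCs and 15 SCs failing to become HCs. The authors deposited 1 table of raw counts of reads per gene, made with HTSeq 0.10.0 from reads that were checked with FastQC 0.11.9, trimmed with trimmomatic 0.39 and aligned to GRCm38 with Hisat2 2.1.0. The counts were not normalized, and replicates were not pooled. Whether the counting used strand, and which release of the annotation it used, is not stated. Each of the 75 columns was matched to its sample by name.

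The total count on genes per cell lay between 4264780 and 22934062. There were no molecular identifiers, so counts are reads and the precision given by the totals is that of counting alone. The table also held a row for WPRE, a viral sequence element and not a mouse gene, with 0.025% of all counts. It was left out of library sizes and tests.

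From the deposited counts, 7 comparisons between groups were computed with edgeR 4.0.16 in R 4.3.3. A filter with a minimum count of 10 in a number of cells set by the smallest group kept 11443 of 55291 genes. TMM normalization, a fit of all 5 groups and the quasi-likelihood F-test with Benjamini-Hochberg adjustment followed. Genes with an adjusted p under 0.001 and a log2 fold change over 2 in either direction were called. The groups, the design and the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, other scalings (DESeq2's size factors, TMMwsp, library size only), no filter on low counts, a robust fit, a fit of only the 2 groups compared, limma-trend (limma 3.58.1, prior count 2), the number of genes detected or the library run as a covariate, replicate number as a block, thinning of every cell to the smallest total, leaving out OHC-like cell 4 or 7 cells with a mapping rate under 0.7, an adjusted p of 0.05 with a log2 fold change of 1, a test against a fold change of 2, and counts summed per group and library run. A fit of only the 2 groups compared on the genes of the filter over 5 groups was added after the data were seen.

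Genes named in the text were taken from those that the paper names on its RNA-Seq data, and from the 3 genes in each direction with the smallest adjusted p in the comparisons of WT_P30 OHCs with WT_P60 SCs and of OHC-like cells with each of them. Markers of OHCs, IHCs, SCs, blood, macrophages, neurons, endothelium and fibroblasts, and a further list whose result is not reported, 21 genes in all, were listed beforehand. Coordinates and exon lengths were taken from GENCODE M21. TPM were computed from the deposited counts for 53669 genes with an exon length, of which 377 were matched through a synonym.

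Positions of cells between the wild-type mean profiles, rank correlations and numbers of detected genes were compared with 2-sided permutation tests of 100000 resamples, or exactly within library runs. Cells were clustered with Seurat 5.3.0 on 2000 variable genes and 20 principal components at a resolution of 1.5, with a resolution of 0.8 as an alternative. Other computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9. Shares of cells carry Wilson or Clopper-Pearson 95% intervals.

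The fits were tested on simulated data with the means and library sizes of the real cells and 200 changed genes. At a log2 fold change of 4, the fit of 5 groups called 12 of the 200 among 10947 genes with 0 false calls, and DESeq2 called 41 with 78 false calls among 11443 genes. At a log2 fold change of 8, edgeR called 65 with 1 false call among 10914 genes, and DESeq2 129 with 91 false calls. The median fitted log2 fold changes of raised genes were 3.77 and 7.90 with edgeR. Means of 20 simulated cells at each of 5 known positions between the wild-type profiles were placed with a largest error of 0.002. These cells had counting error only and the same depth. Measured wild-type cells, each left out of its own mean, averaged 0.052 (WT_P60 SCs) and 0.939 (WT_P30 OHCs). The simulated error therefore does not carry over to measured cells. The published single-cell data of neonatal cochleae that the paper compares with, UMAP and pseudotime were not analysed here.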

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

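Both tests in this part were chosen after the result was seen. The count table holds a row for WPRE, a woodchuck hepatitis virus element used in some transgenes. The paper's supplementary list of 1982 genes higher in WT_P60 SCs than in WT_P30 OHCs includes it, and its text does not discuss it. Its level, in CPM of the total count, was 669.3 ± 126.0 (SD, n = 16) in WT_P60 SCs and 73.5 ± 67.3 (SD, n = 17) in WT_P30 OHCs, although both groups carry the Ai9 reporter. OHC-like cells had 180.2 ± 110.2 (SD, n = 11), nascent HCs 150.6 ± 55.7 (SD, n = 16) and SCs failing to become HCs 288.7 ± 263.8 (SD, n = 15). It stood out because it is a signal in a row outside the genes that the paper discusses, with a level that differed between the groups.

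Sequencing depth as the source of the difference between the wild-type groups is argued against by the 14 WT_P30 OHCs whose total count lay within the range of the WT_P60 SCs. They had at most 247.1 CPM, below the lowest WT_P60 SC. Library run cannot be told apart from cell type for the WT_P60 SCs, since no run held them and another type. Among the 42 cells, whose runs had means from 151.0 to 304.3 CPM, 2 cells reached the lowest WT_P60 SC (484.7 CPM). Age, cell type, the driver of the reporter and possibly the sex of the mice also differ between the wild-type groups. Activity of the reporter locus in each cell type stays open as an untested biological explanation.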

How the results depend on the processing

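For the 37 results that compare groups, 399 values under alternatives were computed: 260 kept their direction and side of the threshold (for counts, stayed within 1.5 times), 131 counts moved further, 6 differences became weaker, 1 became stronger and 1 reversed. All 20 counts of genes stayed within 1.5 times under TMMwsp, library size only and the robust fit. Of the 1052 values of single genes under alternatives, 973 kept their call, 45 were no longer called, 34 became called and 0 reversed direction. Of 108 numbers of cells with a gene detected, 4 moved. Except where stated, the cause of a change was not tested.

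DESeq2 called more genes in every comparison. In OHC-like cells, 1389 were higher and 542 lower than in WT_P60 SCs, 1974 higher and 365 lower than in WT_P30 OHCs, 252 higher and 296 lower than in nascent HCs, and 585 higher and 399 lower than in SCs failing to become HCs. Between the wild-type groups, 1105 were higher and 2008 lower in OHCs. Against WT_P60 SCs, nascent HCs had 1478 higher and 531 lower, and SCs failing to become HCs 1234 and 461. The shared genes were 763 OHC genes and 336 SC genes against WT_P60 SCs, 1333 SC genes and 177 OHC genes against WT_P30 OHCs, and 19 and 53 genes in the intersections. The share of higher among called genes was 71.9% in OHC-like cells against WT_P60 SCs (89.8% with edgeR) and 84.4% against WT_P30 OHCs (94.5% with edgeR). Other scalings in edgeR moved these shares by less than 10 percentage points. With only the 2 groups compared they were 46.4% and 50.9%, and on the genes of the filter over 5 groups 77.4% and 89.8%.

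With an adjusted p of 0.05 and a log2 fold change of 1, 1008 genes were higher and 1842 lower in WT_P30 OHCs than in WT_P60 SCs. OHC-like cells had 1167 higher and 371 lower than WT_P60 SCs, 1903 and 284 against WT_P30 OHCs, 81 and 24 against nascent HCs, and 403 and 177 against SCs failing to become HCs. Nascent HCs had 1184 and 391, and SCs failing to become HCs 858 and 263, against WT_P60 SCs. Shared genes were 671, 240, 1362 and 149, and the intersections 36 and 76. Looser thresholds call more genes by construction.

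With only the 2 groups compared in the fit, WT_P30 OHCs had 192 genes higher and 231 lower. OHC-like cells had 102 higher and 118 lower than WT_P60 SCs, 59 higher than WT_P30 OHCs, 0 and 0 against nascent HCs (92 and 52 at an unadjusted p under 0.05), and 7 and 0 against SCs failing to become HCs. Nascent HCs had 120 higher, and SCs failing to become HCs 12 higher and 41 lower, than WT_P60 SCs. Shared genes were 27 OHC genes against WT_P60 SCs and 12 SC genes against WT_P30 OHCs, and the intersections 1 and 0. The filter then leaves fewer genes, 5494 for the wild-type groups. On the genes of the filter over 5 groups, an alternative chosen after seeing the data, WT_P30 OHCs and WT_P60 SCs had 1224 calls in total. OHC-like cells then had 135 lower than WT_P60 SCs, 714 higher than WT_P30 OHCs, 0 and 0 against nascent HCs (237 and 275 at an unadjusted p under 0.05) and 67 higher than SCs failing to become HCs, which had 127 higher than WT_P60 SCs. Shared genes were 149, 97 and 333, and the intersections 6 and 1.

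With the number of genes detected as a covariate, WT_P30 OHCs had 701 genes lower than WT_P60 SCs. OHC-like cells had 420 higher than WT_P60 SCs, 293 higher and 41 lower than WT_P30 OHCs, and 11 lower than SCs failing to become HCs. Shared genes were 202, 37, 174 and 25, and the intersections 0 and 0. With limma-trend, OHC-like cells had 385 lower than WT_P60 SCs, 230 lower than WT_P30 OHCs, 277 higher and 75 lower than SCs failing to become HCs, and 1 higher and 0 lower than nascent HCs. Nascent HCs had 443 lower, and SCs failing to become HCs 168 higher and 268 lower, than WT_P60 SCs. Shared genes were 131, 340, 507 and 184, and the intersections 9 and 23.

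Without the filter on low counts, WT_P30 OHCs had 1036 genes higher and 2114 lower, nascent HCs 569 lower than WT_P60 SCs, and OHC-like cells 0 lower than nascent HCs. Thinned counts gave intersections of 5 and 5. The 1 gene lower in OHC-like cells than in nascent HCs became 0 with thinned counts, with the test against a fold change of 2, and without OHC-like replicate 4. DESeq2's size factors gave 10 genes lower in OHC-like cells than in SCs failing to become HCs. Without the 7 cells with a low mapping rate, OHC-like cells had 52 genes higher than SCs failing to become HCs, 4 higher and 0 lower than nascent HCs, and SCs failing to become HCs had 48 lower than WT_P60 SCs.

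With library run as a covariate, OHC-like cells had 8 genes higher and 0 lower than SCs failing to become HCs, and 0 and 0 against nascent HCs (75 and 146 at an unadjusted p under 0.05). Counts summed per group and run gave 0 and 0 for the latter (98 and 130 at an unadjusted p under 0.05). Each of these fits has its own filter, and in each 1 of the 9 genes called between OHC-like cells and nascent HCs was tested, so the loss of the others does not show an effect of the run. Within library runs, the differences in position were 0.039 (exact permutation test, p = 0.8) for OHC-like cells and 0.068 (p = 0.418, same exact test) for nascent HCs against SCs failing to become HCs, and in rank correlation 0.094 (p = 0.467, exact) and 0.086 (p = 0.105, exact). With a pseudocount of 0.1, the positions differed by 0.118 (permutation test, p = 0.0519) and 0.063 (permutation test, p = 0.117). After thinning, OHC-like cells had 1083.6 more genes with a count than SCs failing to become HCs (permutation test, p = 0.0498, against 0.0753 for genes at 1 CPM), and the difference from nascent HCs reversed to 209.2 genes (permutation test, p = 0.7).

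The replicate number as a block gave 153 genes lower in OHC-like cells than in WT_P60 SCs, 114 lower than in WT_P30 OHCs, 14 lower than in SCs failing to become HCs, and 2 higher and 0 lower than in nascent HCs. SCs failing to become HCs then had 185 higher, and nascent HCs 253 lower, than WT_P60 SCs. Shared genes were 173, 125, 450 and 91. Cells with the same number did not deviate together (mean correlations from -0.021 to 0.02 between the groups), so the numbers do not pair the cells.

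Clustering of the 42 cells gave 8 clusters with 1000 variable genes, 3 with normalization to 1000000 and 2 at a resolution of 0.8. Neonatal IHC genes highly expressed in OHC-like cells numbered 3 with CPM in place of TPM, 2 with a threshold of 8 and 0 with a threshold of 32, and utricle HC genes 2 with a threshold of 32. The spread between cells limits the calls: on simulated counts at a log2 fold change of 4, edgeR called 6% of changed genes, so most genes not called here are undecided and not shown to be unchanged.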

Differences from the paper's values

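The paper's methods name DESeq2 for these tests. Where a setting is named here, the value under it lay within 1.5 times the paper's value. All other alternatives set before the data were examined left the difference open. The paper reports 1051 genes higher in WT_P30 OHCs, and 568 were called here (1105 with DESeq2, 1036 without a filter on low counts, 1008 with an adjusted p of 0.05 and a log2 fold change of 1, hereafter the looser thresholds). For WT_P60 SCs the paper reports 1982 and 1184 were called (2008 with DESeq2, 2114 without the filter, 1482 with limma-trend, 1842 with the looser thresholds).

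For OHC-like cells over WT_P60 SCs the paper gives 1313 genes against 660 here (1389 with DESeq2, 1167 with the looser thresholds), and in the other direction 527 against 75 (542 with DESeq2, 385 with limma-trend, 371 with the looser thresholds). Over WT_P30 OHCs the paper gives 1998 against 1145 (1974 with DESeq2, 1548 without the filter, 1903 with the looser thresholds), and below them 361 against 66 (365 with DESeq2, 284 with the looser thresholds).

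The paper's overlaps are 729 OHC genes against 350 here (763 with DESeq2, 671 with the looser thresholds), 331 SC genes against 58 (336 with DESeq2, 340 with limma-trend, 240 with the looser thresholds), 1339 SC genes against 763 (1333 with DESeq2, 1362 with the looser thresholds) and 179 OHC genes against 43 (177 with DESeq2, 184 with limma-trend, 149 with the looser thresholds). The intersections are the paper's 19 against 3 (19 with DESeq2) and the paper's 54 against 3 (53 with DESeq2, 76 with the looser thresholds).

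The paper found 0 neonatal IHC genes highly expressed in OHC-like cells and 1 was found here (0 with a threshold of 32 TPM). It gives 35.4% for the utricle HC genes against 15.4% here, and none of the alternatives set before the data were examined gave the printed percentage. The paper's own count of 4 of 26 is 15.4%, and the 4 genes named are the same, so the results agree. The paper's 42 cells formed 3 clusters against 5 here (3 with normalization to 1000000, 2 at a resolution of 0.8).

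Genes that the paper lists as changed and that were not called here are Ikzf2 in WT_P30 OHCs, Ceacam16, Tuba1b, Lmo7 in OHC-like cells against WT_P30 OHCs, Zfp36 in OHC-like cells against WT_P60 SCs, and Sox10 in OHC-like cells against both. Zfp36 was called with DESeq2 and the looser thresholds. Sox10 was called against WT_P30 OHCs with DESeq2 and the looser thresholds, and against WT_P60 SCs with these, limma-trend, the replicate block, thinned counts and the fit of only the 2 groups compared. Ikzf2, Tuba1b and Lmo7 were called with DESeq2, limma-trend and the looser thresholds, and Lmo7 also in the fit of only the 2 groups compared. Ceacam16 was called with DESeq2, DESeq2's size factors, TMMwsp, limma-trend, the replicate block, thinned counts, without OHC-like cell 4, without the cells with a low mapping rate and with the looser thresholds. Lmo7, Ceacam16 and, against WT_P60 SCs, Sox10 were also called in the fit of 2 groups on the genes of the filter over 5 groups, which was chosen after seeing the values. Rbm24 in OHC-like cells was called with the looser thresholds only. Of the neonatal OHC genes, Chst13 was highly expressed here and not in the paper, and Tmem65 in the paper and not here.

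Some copies of the paper's gene lists used here hold fewer genes than the paper states: 1050 of 1051 OHC genes, 1311 of 1313 genes higher in OHC-like cells than in SCs with 728 of 729 shared with OHCs, and 1997 of 1998 genes higher than in OHCs. No overlap was computed on these. Of the complete lists, the paper's list for WT_P60 SCs over OHCs holds 1130 of the 1184 genes called here (95.4%), the list for SCs over OHC-like cells 72 of 75 (96%) and the list for OHCs over OHC-like cells 66 of 66 (100%).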

Other observations

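The tests on shared controls, on depth and detected genes behind the direction of change, on library runs, on haemoglobin, on DESeq2's false calls, on the filter and on genes absent from wild-type cells were chosen after the result was seen. Random regroupings of the cells into groups of the same sizes were refitted. In the fit of all 5 groups, 1 of 50 splits, the real one, called as many genes for each comparison except OHC-like cells against nascent HCs, for which 15 of 50 did. In fits of only the 2 groups compared, 1 of 100 splits did, except for OHC-like cells against nascent HCs, where 0 genes were called, which makes the 100 of 100 splits that called as many uninformative. The number of genes called between those 2 types in the fit of all 5 groups was therefore within what random regroupings gave. The authors sorted OHC-like cells, nascent HCs and SCs failing to become HCs by Myo7a and Prestin. Regrouping these cells is therefore no independent check of differences between them. Each wild-type group had its own library run, and SCs failing to become HCs lay mostly in runs with few OHC-like cells. A real split that exceeds random ones thus does not separate cell type from library run.

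The overlaps with OHC genes and SC genes use control cells that both comparisons share. Observed overlaps were 350, 58, 763 and 43. In 20 simulations, unchanged cells called at most 1 gene against their controls, so their overlap of 0 decides nothing, and the correlation of fold changes was used, with unchanged cells and their controls both drawn from one profile. Across genes, which are not independent replicates, the correlation of fold changes against WT_P60 SCs between OHC-like cells and WT_P30 OHCs was 0.574, against a median of 0.167 and at most 0.185 in these simulations. That of fold changes against WT_P30 OHCs between OHC-like cells and WT_P60 SCs was 0.635, against a median of 0.163 and at most 0.176. Both argue against chance error in the shared controls as the whole source of the correlations. The simulated cells carried no difference between library runs. A shift of the controls' own run would enter both fold changes and is not excluded.

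In the fit of all 5 groups, most genes called between OHC-like cells and WT_P30 OHCs were higher in OHC-like cells. With only the 2 groups compared, 59 were higher and 57 lower of 6721 genes tested, so that fit did not show this direction. On the genes of the filter over 5 groups, the fit of 2 groups called 714 higher and 81 lower. Thinning every cell to the smallest total left 1168 higher, and with the number of genes detected as a covariate 293 were higher and 41 lower, so neither depth nor the number of detected genes alone gives the direction, although the count fell with the latter. The lower position of SCs failing to become HCs between the wild-type profiles cannot be told apart from a difference between library runs. The 2 runs that held both types gave differences of opposite sign, -0.184 in run A and 0.305 in run E. Combined, these gave 0.039 over few cells.

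Measured by level per cell, OHC-like cells gained more of the OHC genes than they lost of the SC genes. By numbers of called genes this depended on the fit. In the main fit 61.6% of OHC genes were raised and 4.9% of SC genes lowered, and with limma-trend 28.1% and 22.9%. With only the 2 groups compared the order reversed, to 14.1% and 26.4%. On a scale from the WT_P60 SC mean (0) to the WT_P30 OHC mean (1), gain was 0.729 ± 0.184 and loss 0.38 ± 0.173 (SD, n = 11), and gain exceeded loss in 10 of 11 cells by a mean of 0.349 (permutation of signs, p = 0.00505). In nascent HCs the difference was 0.32 ± 0.153 (SD, n = 16; permutation of signs, p = 6e-05) and in SCs failing to become HCs 0.051 ± 0.2 (SD, n = 15; permutation of signs, p = 0.334). The difference was 0.348 with thinned counts. Across the 11 OHC-like cells it rose with the number of genes detected (Pearson r = 0.93, permutation p = 0.0103; Spearman rho = 0.39, permutation p = 0.237), but without the 2 cells farthest from the median number r was -0.12 (permutation p = 0.702), so the relation rests on those cells. Fitted at the mean number of genes in WT_P60 SCs, it was 0.178 (95% interval 0.135 to 0.547 over 2000 resamples). Among the 11 cells, only OHC-like cell 4 had fewer genes detected than that mean. The fitted value therefore rests on that cell and does not settle the part of detected genes. The value with thinned counts argues against depth as the whole source. As a hypothesis, activation of OHC genes may run ahead of silencing of SC genes. These cells cannot separate this from library run or from the number of genes detected.

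Whether the level of each transgene goes with the OHC-like profile was asked as a family of 2 relations, with counts that include transgene transcripts. Across the 42 cells, the rank correlation difference rose with log2(CPM + 1) of Atoh1 (Pearson r = 0.39, permutation p = 0.00939, adjusted 0.0125; Spearman rho = 0.46, p = 0.00222; r = 0.49 without the 2 farthest cells, permutation p = 0.00145). Within the 5 library runs r was 0.11, 0.22, 0.53, -0.18 and 0.49, and combined within runs, a value added after those were seen, it was 0.31 (permutation p = 0.0421, adjusted 0.0842; rho = 0.34, p = 0.0382), so it failed the adjustment and cannot be told apart from library run. For Ikzf2, r was -0.38 (permutation p = 0.0125, adjusted 0.0125; rho = -0.41, p = 0.00766; r = -0.38 without the 2 farthest cells, permutation p = 0.0149) and -0.17 combined within runs (permutation p = 0.332). In the 5 runs r was 0.07, -0.32, 0.09, -0.05 and -0.46, so the sign was mixed and the relation cannot be told apart from library run. Relations within OHC-like cells, nascent HCs and SCs failing to become HCs are given in that order. For Atoh1, r was 0.52, 0.52 and 0.37 (unadjusted permutation p of 0.102, 0.0401 and 0.181). Without the 2 farthest cells of each type it was -0.1, 0.64 and 0.59. For Ikzf2, r was -0.34, -0.33 and 0.08. Each type came from several runs, so these values do not settle the part of library run.

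OHC-like cell 2 held haemoglobin transcripts, with 1099 CPM of Hba-a1 and 1092 CPM of Hbb-bs, here in CPM of the total count. This cell was the highest OHC-like cell for 4 of 4 haemoglobin genes (225 CPM of Hba-a2 and 149 CPM of Hbb-bt), which is consistent with some red blood cell RNA in that library. Hba-a1 and Hba-a2 are near-identical, so their reads can be shared. Of the other lists, the neuron marker Snap25 was detected in 16 of 17 WT_P30 OHCs, 0 of 16 WT_P60 SCs, 9 of 11 OHC-like cells, 10 of 16 nascent HCs and 2 of 15 SCs failing to become HCs. Tubb3, the other neuron marker, was detected in 2, 4, 2, 5 and 3 cells of these groups. The fibroblast marker Col1a1 was detected in 0, 1, 3, 0 and 1 cells, Col1a2 in 0 cells of each group, and the macrophage markers C1qb and Cx3cr1 in 0 cells of each group.

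DESeq2 called more genes than edgeR's quasi-likelihood test. On simulated counts with unchanged genes known, DESeq2 called 78 unchanged genes in the simulation with fewer, while edgeR called 0 there, so false calls are a candidate explanation for part of the excess. The loss of calls in the fit of only the 2 groups went with the filter: on the genes of the 5-group filter 1224 genes were called between the wild-type groups, against 423 with its own filter and 1752 with all groups.

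A set of 11 genes was at 1 CPM or more in at least 80% of the 42 cells and in none of the 33 wild-type cells: Apoa4, Cd63, Crhr1, Gfra4, Gipc2, Gm7993, Mcam, Mfng, Slc27a2, Syt13 and Thsd7b. They were chosen after their values were seen. 8 of them had no count in any wild-type cell. In CPM of the total count, Cd63 was highest, with a mean of 627.5 CPM over the 42 cells, followed by Mfng with 429.7 CPM. SCs failing to become HCs also had them, for example Cd63 in 12 of 15 and Mfng in 9 of 15. In the other direction there were 2, both ribosomal pseudogenes. Depth is argued against, since the smallest count expected in the smallest wild-type library (4821150) was 251. A difference confined to 1 library run is argued against. Cd63, Gfra4, Gm7993, Mcam, Mfng and Thsd7b were detected in 16 of 16 nascent HCs, which were spread over all 5 runs of the 42 cells. The other genes of the set were detected in 13 to 15 of 16. A difference between the wild-type runs and the 5 other runs cannot be told apart for these 11 genes, because no run held wild-type cells and cells of the 42. Gm7993 is a processed pseudogene whose reads can come from its parent gene, and exons of Apoa4, Gipc2, Mcam and Slc27a2 overlap genes on the other strand. Expression of Atoh1 and Ikzf2, and the damage by DT, remain open as untested biological explanations.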
